# Characteristics and expression of lncRNA and transposable elements in *Drosophila* aneuploidy

**DOI:** 10.1016/j.isci.2023.108494

**Published:** 2023-11-19

**Authors:** Shuai Zhang, Ruixue Wang, Xilin Zhu, Ludan Zhang, Xinyu Liu, Lin Sun

**Keywords:** Expression study, Genomic analysis, Transcriptomics, Model organism

## Abstract

Aneuploidy can globally affect the expression of the whole genome, which is detrimental to organisms. Dosage-sensitive regulators usually have multiple intermolecular interactions, and changes in their stoichiometry are responsible for the dysregulation of the regulatory network. Currently, studies on noncoding genes in aneuploidy are relatively rare. We studied the characteristics and expression profiles of long noncoding RNAs (lncRNAs) and transposable elements (TEs) in aneuploid *Drosophila*. It is found that lncRNAs and TEs are affected by genomic imbalance and appear to be more sensitive to an inverse dosage effect than mRNAs. Several dosage-sensitive lncRNAs and TEs were detected for their expression patterns during embryogenesis, and their biological functions in the ovary and testes were investigated using tissue-specific RNAi. This study advances our understanding of the noncoding sequences in imbalanced genomes and provides a novel perspective for the study of aneuploidy-related human diseases such as cancer.

## Highlights

• We showed the characteristics and expression of lncRNAs and TEs in aneuploidy
• LncRNAs and TEs are dosage affected and strongly responsive to inverse dosage effect
• Noncoding genes can act together with their co-expressed/co-localized genes
• Some lncRNAs and TEs have developmental and transcriptional regulatory functions

## Introduction

Aneuploidy usually causes serious harm to organisms, including defects in cell proliferation, altered metabolic characteristics, abnormal protein production, increased genomic instability, and decreased cell viability.^1^^,^^2^^,^^3^^,^^4^ This results in growth retardation, developmental delays and defects, as well as abnormal morphology of organisms.^1^^,^^2^^,^^5^^,^^6^^,^^7^ Aneuploidy is also frequently present in human cancers.^1^^,^^5^ Studies have found that the gene expression in aneuploidy shows a wide range of dysregulation.^8^^,^^9^^,^^10^ Not only is the expression of genes located on varied chromosomes (*cis*) regulated, but the genes in the remainder of the genome (*trans*) also have altered expression,^10^^,^^11^^,^^12^^,^^13^ and the influence can affect the entire gene expression regulatory network.^14^^,^^15^ The molecular basis of genomic imbalance caused by dosage changes of single chromosomes or chromosome segments is related to the disturbance of the balanced relationship of regulatory genes.^16^^,^^17^ Changes in the stoichiometry of subunits of macromolecular complexes, mainly including transcription factors, chromatin proteins, and signal transduction components,^18^ will alter their assembly kinetics and overall function.^19^^,^^20^ This view, namely, the Gene Balance Hypothesis, has been confirmed by evolutionary genomics, quantitative trait genetics, and other evidences. It can explain, to some extent, the phenomena of aneuploid syndromes, dosage compensation, and regulatory gene evolution following polyploidization.^21^^,^^22^^,^^23^ Currently, most of the gene expression studies in aneuploidy are conducted for protein-coding genes, while the modulation of noncoding genes has rarely been studied.^24^^,^^25^

Long noncoding RNAs (lncRNAs) are defined as RNAs that are longer than 200 nucleotides and lack a significant open reading frame.^26^ LncRNAs are mainly transcribed by RNA polymerase II similarly to mRNAs (some can also be transcribed by RNA polymerase III). Pre-mature lncRNAs usually have 5′-end m7G caps and 3′-end poly(A) tails and undergo alternative splicing. LncRNAs have high diversity and low evolutionary conservation, but they usually have conserved secondary structures, which may be crucial to their functions.^27^^,^^28^ Although most lncRNAs have not been well characterized and are still functionally unknown, there are sufficient evidences that they have important cellular functions.^28^^,^^29^^,^^30^ Some lncRNAs can participate in modulations at epigenetic, transcriptional, and post-transcriptional levels through different mechanisms, and many lncRNAs are regulated by other genes.^27^^,^^28^ Functional lncRNA transcripts can serve as signals, decoys, guides, and scaffolds to exert their *cis* or *trans* molecular functions.^31^ In other cases, the transcription or splicing process of lncRNAs will have a transcription regulation function. Furthermore, the regulatory function may depend only on the DNA elements embedded in lncRNA loci and not on transcriptional products.^32^^,^^33^^,^^34^ Despite the relatively low expression levels, lncRNAs usually tend to be expressed in certain tissues, cell types, and developmental stages^35^^,^^36^ and are closely associated with histone modification, chromatin remodeling, genomic imprinting, dosage compensation, subcellular structure organization, embryogenesis, as well as a variety of human diseases, including cancer.^37^^,^^38^^,^^39^^,^^40^^,^^41^^,^^42^

Another genomic component that is frequently overlooked is the transposable elements (TEs).^43^ Almost all eukaryotes contain TEs, with variable abundance and diversity among species.^43^ There are thousands of TE families in plants, and in some species, TEs constitute more than 80% of the total genome (e.g., maize).^44^ In contrast, TEs account for about 45% of the human genome and 20% in *Drosophila*.^45^^,^^46^ The insertion of TEs is often detrimental, which can lead to various human inherited diseases and is related to tumorigenesis.^47^^,^^48^^,^^49^ The main factors causing these harmful effects are: changes in gene expression, cytotoxicity of TE transcripts or protein products, and ectopic recombination caused by TEs.^50^ TE-mediated genome shuffling can also be detrimental, such as the retrotransposon *LINE-1* (*L1*) in human and *Foldback* (*FB*) element in *Drosophila*.^51^^,^^52^^,^^53^ TEs can play a regulatory role in different ways. In addition to directly changing the gene structures or destroying *cis*-regulatory elements,^46^^,^^54^ they can also carry TE-derived DNA elements such as promoters, enhancers, and insulators into the regulatory apparatus.^47^^,^^55^^,^^56^ Another mechanism is to spread their repressive epigenetic marks to adjacent chromatin and silence nearby genes.^46^^,^^57^ Moreover, TEs also contribute a large number of noncoding regulatory RNAs, including lncRNAs, microRNAs (miRNAs), and circular RNAs (circRNAs).^47^^,^^58^^,^^59^ A study found that approximately 75% of human lncRNAs contained TE-derived fragments,^58^ and another study showed that 12% of human miRNA genes were derived from TEs.^59^ TEs are essential in gene regulatory networks, embryonic development, dosage compensation, domestication of animals and plants, etc.^47^^,^^60^^,^^61^^,^^62^

In previous studies, we investigated the global expression of autosomal and sex chromosome aneuploidy in *Drosophila*. Dosage compensation is found to occur in genes on the varied chromosomes, and inverse dosage effect, which is negatively related to the changes in chromosome numbers, is observed in genes located on unvaried chromosomes.^12^^,^^13^^,^^63^^,^^64^ Some protein-coding genes have been identified as potential dosage-sensitive regulators in *Drosophila*.^18^^,^^63^^,^^64^ A recent study on the dosage sensitivity of miRNAs in maize^25^ inspired us to consider the responses of genes other than protein-coding genes such as lncRNAs and TEs in genomic imbalance. By analyzing the transcriptomes of autosomal and sex chromosome aneuploid, we describe the characteristics and expression profiles of lncRNAs and TEs in *Drosophila*. Given that both lncRNAs and TEs have important regulatory functions and are related to the growth, development, and disease of organisms, we asked whether lncRNAs and TEs also play roles in the modulation of genomic imbalance and the development of aneuploidy. We searched for dosage-sensitive lncRNAs and TEs, as well as their potential interactors; then we examined the expression patterns of candidate genes during embryogenesis in aneuploid *Drosophila*. These studies demonstrate the possibility of lncRNAs and TEs acting as dosage-sensitive regulators in gene expression and development in *Drosophila*.

## Results

### Genomic characteristics of lncRNAs and TEs in aneuploid *Drosophila*

To investigate the expression and characteristics of noncoding sequences in aneuploid *Drosophila*, ribosomal RNA is removed from the samples to retain mRNA and all ncRNA except for rRNA. We also used strand-specific RNA sequencing to improve the accuracy of read mapping and transcript quantification. 

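RNA of Drosophila larvae was sequenced for 5 karyotypes with 3 libraries each, namely wild-type females (CF), wild-type males (CM), trisomy 2L females (2LF), trisomy 2L males (2LM) and metafemales with 3 X chromosomes (XXX). The authors depleted ribosomal RNA, made strand-specific paired-end libraries read over 150 bp, trimmed the reads with Trim Galore, mapped them with HISAT2 and quantified transcripts with StringTie. The deposited table gives CPM (reads scaled to the total of each library) for 33679 transcripts in all 15 libraries. Every value was a whole multiple of a step that is the same for all transcripts of a library. Whole counts were thus recovered for 100% of the values and are called reads here. How the authors made these counts from StringTie's output is not given in the paper's text, so they may differ from sequenced reads. The recovered reads ranged from 78199205 to 99413946 in wild-type females (median 86714569), from 71131215 to 92372127 in wild-type males (median 80592978), from 74844783 to 87389174 in trisomy 2L females (median 86379640), from 73365423 to 81023847 in trisomy 2L males (median 75857281) and from 89647388 to 98049498 in metafemales (median 97898876). The 10 most abundant transcripts held between 16.4% and 27.3% of the reads of a library. A floor of 3 reads, the most that a count of 0 allows, corresponds to 0.0302 to 0.0422 CPM, and it covers counting error only. The BDGP6.54 annotation (Ensembl release 115), used here for names, positions and transcript types in place of the authors' BDGP6.32, matched 33616 transcripts, and the other 63 held on average 0.0345% of the CPM. Where transcripts overlap, their reads were divided by the authors' quantification, and the levels of single transcripts of a gene carry that uncertainty. Differential expression was tested with limma on log2 of TMM-scaled CPM plus a pseudocount of 0.1, with all 15 libraries in 1 model of group means and the variance trend, for the mRNA and lncRNA transcripts with more than 5 reads on average. The pseudocount makes fold changes of transcripts with few reads smaller than their ratio of CPM. Transcripts with an adjusted p under 0.1 (Benjamini-Hochberg) were called, the threshold of the paper.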

Through transcriptome analysis, we obtained the expression of more than 30,000 *Drosophila* transcripts in three biological replicates of five different karyotypes. Based on the known lncRNAs defined by FlyBase, these transcripts can be divided into 28,944 protein-coding transcripts and 2,952 lncRNA transcripts. In addition, according to Ensembl annotation, 5,574 TE insertions were found in the *Drosophila* genome. 

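In the annotation, 28917 of the transcripts in the table were protein coding, from 13861 genes, and 28286 of them had reads in at least 1 library. A name with the prefix lncRNA or asRNA (antisense RNA) was carried by 2889 transcripts of 2432 genes, of which 2747 had reads in at least 1 library. By biotype and length instead of name (noncoding RNA over 200 nt without housekeeping classes), a definition chosen after the data were seen, 2955 transcripts of 2487 genes were lncRNAs. Above a mean of 5 reads were 26276 mRNA transcripts and 1805 lncRNA transcripts. Protein-coding transcripts held on average 89.0% of the CPM and noncoding RNAs 9.6%.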

We combined them into 127 TE families and counted the overall expression of each TE family. Through the heatmaps and PCA plots of 15 samples, it was found that the three biological replicates of the same genotype clustered well, which represents the reproducibility of the samples and the high quality of sequencing (Figures S1A–S1F). 

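Correlations between libraries were computed across transcripts on log2(CPM + 0.1), where transcripts are not independent replicates. Over the 15 pairs of libraries of the same genotype, r ranged from 0.860 to 0.919 (median 0.894) for 26276 mRNA transcripts and from 0.836 to 0.917 (median 0.890) for 1805 lncRNA transcripts. Over the 36 pairs of the same sex and different genotype, the medians were 0.872 and 0.856. The most similar library was of the same genotype for all 15 libraries, for both kinds of transcript. Both most similar libraries were of the same genotype for 10 of 15 libraries by mRNA and for 13 of 15 by lncRNA. Average-linkage clustering divided at 5 clusters did not return the 5 genotypes, for either kind.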

Samples of the same sex were preferentially clustered together, whether they were aneuploid or not (Figures S1A–S1C). Furthermore, the expression levels of lncRNAs and mRNAs show a high correlation among different samples (Pearson’s correlation coefficient = 0.968 and p value <0.05; Figure S1G). 

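Over the 54 pairs of libraries of different sex, the median r across transcripts was 0.748 for mRNA and 0.646 for lncRNA. The highest of these was 0.824 for mRNA and 0.773 for lncRNA, below the lowest value between libraries of the same sex and different genotype (0.827 and 0.777). Divided at 2 clusters, the libraries parted into the 9 female and the 6 male libraries for both kinds of transcript. The first principal component separated the sexes and held 44.1% of the variance for mRNA and 59.0% for lncRNA, and the next component held 10.1% and 7.76%.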

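Each library was summarised by its median CPM over lncRNA and over mRNA transcripts. The medians of lncRNA ranged from 0 to 0.0463 CPM in the 9 female libraries and from 0.0844 to 0.198 CPM in the 6 male libraries, and those of mRNA from 1.30 to 1.7 CPM and from 2.09 to 3.48 CPM. Since the sexes form separate clusters, no r over all 15 libraries is given. Within the 9 female libraries, Pearson's r of the medians was 0.410 (exact permutation p = 0.274, Benjamini-Hochberg adjusted p = 0.274 over 4 relations) and Spearman's rho was 0.300 (exact permutation p = 0.437, adjusted p = 0.437). Without the 2 libraries farthest from the median, replicates 1 and 3 of trisomy 2L females, r was 0.756. Within the 6 male libraries, r was 0.858 (exact permutation p = 0.0347, adjusted p = 0.0694) and rho was 0.543 (exact permutation p = 0.297, adjusted p = 0.396). Without replicates 1 and 3 of wild-type males r was -0.580, so the relation in males rests on these libraries. The medians over all lncRNA transcripts lie within a few reads of 0 in females. Over transcripts with more than 5 reads on average, r within females was 0.635 (exact permutation p = 0.0686, adjusted p = 0.0915) and rho 0.767 (exact permutation p = 0.0214, adjusted p = 0.0856). Within males r was 0.906 (exact permutation p = 0.0167, adjusted p = 0.0667), rho was 0.714 (exact permutation p = 0.136, adjusted p = 0.272), and r was -0.0708 without replicates 1 and 3 of wild-type males.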

The correlation between TE and lncRNA/mRNA is low but still significantly positively correlated (Figure S1H, and S1I).

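Positions of the 2889 lncRNA transcripts relative to other genes were taken from the BDGP6.54 annotation. Of these, 1606 (55.6%) overlapped no other gene, and 478 (16.5%) lay within a gene without touching its exons, on either strand. The latter were 164 transcripts (5.68%) on the strand of the gene and 314 (10.9%) on the opposite strand. A further 129 (4.47%) overlapped an exon on the same strand. With lncRNAs defined by biotype and length, the shares of intergenic, intronic and sense transcripts were 55.9%, 16.4% and 4.47%.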

According to genomic positions, lncRNAs were divided into four types: long intergenic noncoding RNA (lincRNA, 56.4%), intronic-lncRNA (17.1%), sense-lncRNA (4.3%), and antisense-lncRNA (22.2%) (Figure 1A). Among them, lincRNA has the highest proportion, accounting for approximately half of all lncRNAs, which is consistent with previous studies^65^^,^^66^ Benefiting from the strand-specific sequencing, which can retain the directional information of transcripts, the proportion of lncRNAs from antisense strands also accounts for more than 20%. 

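Exons of another gene on the opposite strand were overlapped by 676 lncRNA transcripts (23.4%). Counting also those within introns on the opposite strand, 990 transcripts (34.3%) lay antisense to a gene, so the share depends on how intronic transcripts are counted. By biotype and length, 23.2% were antisense to exons and 33.8% antisense to a gene. The labels and the paper describe strand-specific libraries, but the stranded setting of the quantification is not given in the paper's text, and levels of antisense transcripts are given with that limit.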

The number of mRNA transcripts on each chromosome is much greater than that of lncRNAs, and the number of transcripts is approximately related to chromosome length (Pearson correlation coefficients: lncRNA = 0.932, mRNA = 0.992; p values: lncRNA = 2.20e-3, mRNA = 1.16e-5) (Figure 1B). 

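The numbers of lncRNA and mRNA transcripts were 707 and 5284 on 2L, 464 and 5754 on 2R, 637 and 5601 on 3L, 653 and 6834 on 3R, 33 and 292 on chromosome 4, 392 and 5108 on X and 1 and 25 on Y. Against chromosome length, taken as the last annotated base, Pearson's r over the 7 chromosomes was 0.932 for lncRNA (exact permutation p = 0.0135, adjusted p = 0.0135 over 2 relations) and 0.992 for mRNA (exact permutation p = 0.00238, adjusted p = 0.00476). Spearman's rho was 0.607 for lncRNA (exact permutation p = 0.167, adjusted p = 0.167) and 0.893 for mRNA (exact permutation p = 0.0123, adjusted p = 0.0246). Without chromosomes Y and 4, the 2 farthest from the median length, r was 0.415 for lncRNA and 0.928 for mRNA, so the relation for lncRNA rests on these chromosomes.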

By analyzing the number of exons and the length of transcripts from protein-coding genes and noncoding genes, it can be found that both the distributions of exon numbers and transcript lengths of lncRNAs are more concentrated than those of mRNAs, but the horizontal axis positions of lncRNA peaks are smaller (Figures 1C and 1D). 

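Exon numbers and transcript lengths were taken from the BDGP6.54 annotation for the transcripts in the table. The 28917 mRNA transcripts had 6.01 exons on average (median 5, quartiles 3 to 8) and a mean length of 2881 nt (median 2143, quartiles 1243 to 3628). The 2889 lncRNA transcripts had 1.61 exons on average (median 1, quartiles 1 to 2) and a mean length of 1086 nt (median 680, quartiles 469 to 1105). A single exon was found in 1665 lncRNA transcripts (57.6%) and in 2632 mRNA transcripts (9.10%).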

As found in a previous study, most of the lncRNAs in *Drosophila* are mono-exonic with an average size of only 1000 nt.^65^ Moreover, we found that the average exon number and size of lncRNAs that were differentially expressed in at least one aneuploid (see in the following text) (1.669 exons and 1443.4 nt) were greater than those of lncRNAs that were not differentially expressed in any aneuploid (1.626 exons and 1016.0 nt). 

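With limma, 290 lncRNA transcripts were differentially expressed in at least 1 aneuploidy. They had 1.63 exons on average against 1.61 in the n = 2599 other lncRNA transcripts (permutation test, two-sided, p = 0.660) and a mean length of 1242 nt against 1069 nt (permutation test, p = 0.0636). With the 465 transcripts called by DESeq2, the test used in the paper, the means were 1450 nt and 1017 nt (permutation test, p = 1e-05, the smallest that the resamples drawn can give) and 1.66 and 1.60 exons (permutation test, p = 0.170). Among the lncRNA transcripts with enough reads to be tested, the limma calls averaged 1242 nt and the n = 1515 others 1285 nt (permutation test, p = 0.708), and the DESeq2 calls 1450 nt and the n = 1340 others 1218 nt (permutation test, p = 0.0138). Against tested transcripts matched on mean CPM the direction was the opposite, with means of 1531 nt for the matched set of the limma calls (permutation test, p = 0.0243) and of 1617 nt for that of the DESeq2 calls (permutation test, p = 0.179).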

Previous reports suggested that developmentally dynamic lncRNAs are usually longer in length and contain more exons.^65^^,^^67^ Therefore, we speculate that the lncRNAs affected by aneuploidy may share some common features with developmentally dynamic lncRNAs. The overall expression level of mRNA is significantly higher than that of lncRNA (Mann-Whitney U test p value <2.2e-16; Figure 1E), and the mean CPM values of mRNA are approximately three times higher than those of lncRNA (Figure 1F). 

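Averaged over the 15 libraries, the median CPM was 2.81 over 28917 mRNA transcripts and 0.123 over 2889 lncRNA transcripts. In 81.8% of all pairs of an mRNA and a lncRNA transcript the mRNA was higher, and within single libraries this share ranged from 75.3% to 77.4%, so the difference held in each of the 15 libraries. A mean above 1 CPM was reached by 66.0% of mRNA transcripts and by 13.5% of lncRNA transcripts. The mean CPM of mRNA transcripts was 30.4 in wild-type females, 29.9 in wild-type males, 31.4 in trisomy 2L females, 31.3 in trisomy 2L males and 30.9 in metafemales. Divided by the mean CPM of lncRNA transcripts, this gave 3.19, 2.97, 5.32, 3.20 and 3.90. These ratios rest on the most abundant lncRNA transcript, asRNA:CR11538. Without it, a setting chosen after the values were seen, they were 12.6, 9.37, 17.1, 8.88 and 13.1. Without the 10 most abundant lncRNA transcripts they ranged from 18.3 (trisomy 2L males) to 41.7 (trisomy 2L females).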

The expression levels of lncRNA fluctuated relatively widely among genotypes and are lower in aneuploidies than in the corresponding euploidies. This indicates that lncRNAs may be modulated by a dosage-dependent inverse effect in aneuploidy.

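The mean CPM over 2889 lncRNA transcripts was 9.52 ± 4.32 (SD, n = 3) in wild-type females, 10.1 ± 3.34 in wild-type males, 5.91 ± 3.03 in trisomy 2L females, 9.77 ± 0.743 in trisomy 2L males and 7.92 ± 0.914 in metafemales. The difference from wild type of the same sex was -3.61 CPM in trisomy 2L females (exact permutation test, two-sided, p = 0.6), -0.301 CPM in trisomy 2L males (exact permutation test, p = 1) and -1.60 CPM in metafemales (exact permutation test, p = 0.9), where 3 libraries against 3 cannot give a p below 0.1. None of the 3 differences was larger than the spread between replicates. Leaving out replicate 2 of wild-type females changed the difference of metafemales to 0.884 CPM, and that of trisomy 2L females to -1.13 CPM. The difference of trisomy 2L males was above 0 without replicate 2 of trisomy 2L males (0.0568), replicate 2 of wild-type males (0.617) or replicate 3 of wild-type males (0.711). A single transcript, asRNA:CR11538, held 69.2% of the lncRNA CPM. It lies at 12129103 to 12131488 of chromosome 3L (BDGP6.54) on the minus strand, antisense to the exons of Lsp2 (larval serum protein 2, 12129393 to 12131696, plus strand) over 2096 bp. Without it, a setting chosen after the values were seen, the mean CPM was 2.42 in wild-type females, 3.19 in wild-type males, 1.84 in trisomy 2L females, 3.52 in trisomy 2L males and 2.35 in metafemales. The differences were then -0.583 (exact permutation test, p = 0.1), 0.333 (exact permutation test, p = 0.2) and -0.0664 CPM (exact permutation test, p = 0.7). Without the 10 most abundant lncRNA transcripts they were -0.223 (exact permutation test, p = 0.1), 0.304 (exact permutation test, p = 0.3) and -0.123 (exact permutation test, p = 0.4).

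**Figure D1:**
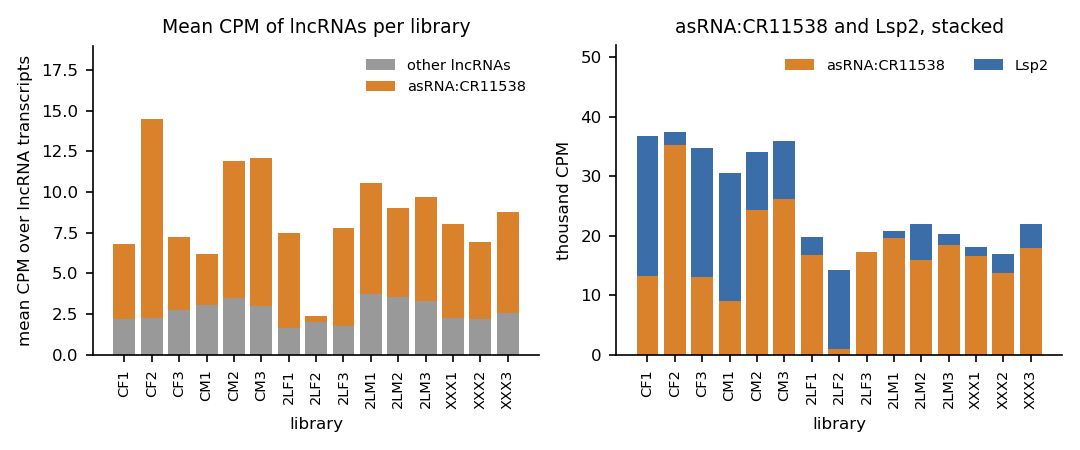
Left, mean CPM over lncRNA transcripts in each of the 15 libraries, with the part contributed by asRNA:CR11538 in orange and by all other lncRNAs in gray; right, the CPM of asRNA:CR11538 and of Lsp2 stacked in the same libraries. The mean ranges from 2.42 (2LF2) to 14.5 (CF2), and most of that range is asRNA:CR11538.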

**Figure 1:**
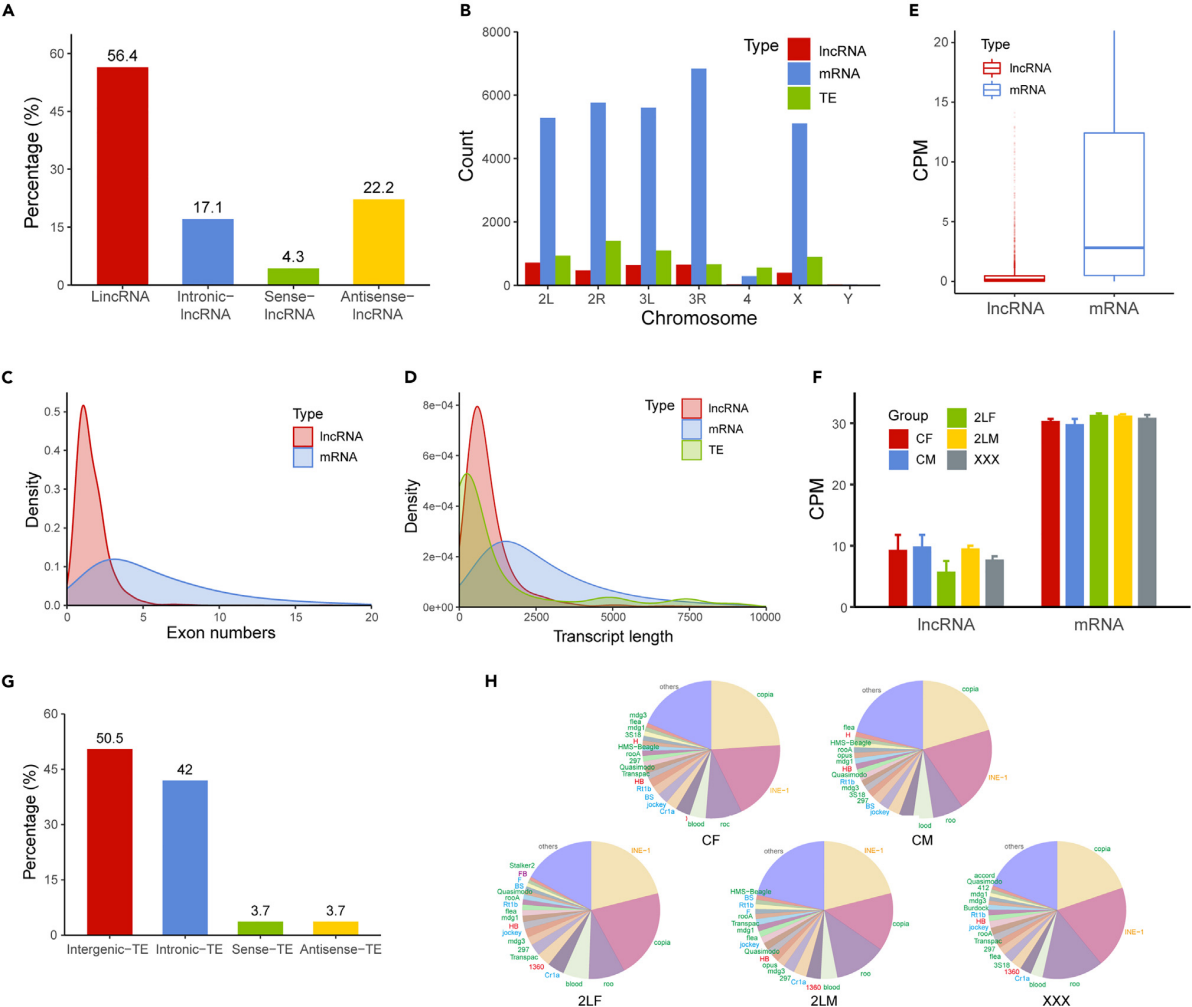
Characteristics of long noncoding RNA (lncRNA) and transposable elements (TEs) in *Drosophila* samples (A) Percentage of different types of lncRNAs in *Drosophila*. (B) The number of lncRNA, mRNA, and TE insertion located on different chromosomes. (C) Density plot of exon numbers of lncRNA and mRNA. (D) Density plot of transcript length of lncRNA, mRNA, and TE. (E) Boxplots of the expression levels (CPM) of lncRNA and mRNA. (F) Mean expressions of lncRNA and mRNA in each sample. The error bars indicate standard deviation (SD) of three biological replicates. (G) Percentage of different types of TEs in *Drosophila*. (H) Pie charts showing the proportion of the expression of each TE family to the total expression of TEs in each sample. The text colors of the top 20 TE families listed represented their classification, while the green text represented LTR (long terminal repeat) retrotransposons, blue represented LINE-like TEs, yellow represented SINE-like TEs, and red represented TIR (terminal inverted repeat) DNA transposons. CF, wild-type female control; CM, wild-type male control; 2LF, trisomy 2L female; 2LM, trisomy 2L male; XXX, metafemale.

TEs were also divided into four types, with intergenic-TEs (50.5%) and intronic-TEs (42%) being the two most abundant, which together account for more than 90% of all TEs (Figure 1G). The other two types, sense-TE (3.7%) and antisense-TE (3.7%), account for less than 10% of the total. The intronic-TEs account for a high proportion, which may be related to the fact that TE can introduce splicing sites into introns, leading to the generation of chimeric transcripts.^68^ TEs are widely distributed on the autosomal and sex chromosomes of *Drosophila*, and it is noteworthy that there is an excessive amount of TEs relative to chromosome length on the fourth chromosome, even more than the number of mRNAs (Figure 1B). This is because many TEs tend to accumulate in heterochromatic regions with low recombination rates, and the fourth chromosome is a specific transposon-dense chromosome.^43^^,^^69^ The peak position of the transcript length distribution of TEs is lower than mRNAs and lncRNAs, but there are two small peaks at larger values, indicating that there is a polarization in the size of TEs (Figure 1D). The total expression of TEs in each sample accounts for 0.2%–0.3% of all mapped reads. Analysis of the TE families with the highest expression in each genotype reveals a similar picture (Figure 1H). *Copia*, *INE-1*, and *roo*, the top 3 highly expressed TE families are all retrotransposons, and their expression accounts for approximately half of all TEs. More than half of the TE families with the top 20 levels of expression are LTR (long terminal repeat) retrotransposons, the second most abundant type is LINE-like TE, and a few TIR (terminal inverted repeat) DNA transposons represented by the 1,360 family are also highly expressed (Figure 1H).

### There are dosage sensitivities of lncRNAs and TEs in aneuploidy

Previous studies have found that the global expression in *Drosophila* and other species is affected by genomic imbalance. The genes located on the varied chromosomes (*cis*) generally show dosage compensation, while the genes on unvaried chromosomes (*trans*) are mainly subject to negative modulation with chromosome number changes, which is called an inverse dosage effect.^12^^,^^13^^,^^64^ To determine whether lncRNAs and TEs are regulated by dosage-dependent effects, we generated ratio distributions of expression changes for different types of transcripts in aneuploidies compared with diploid controls according to their chromosomal locations (Figure 2).

**Figure 2:**
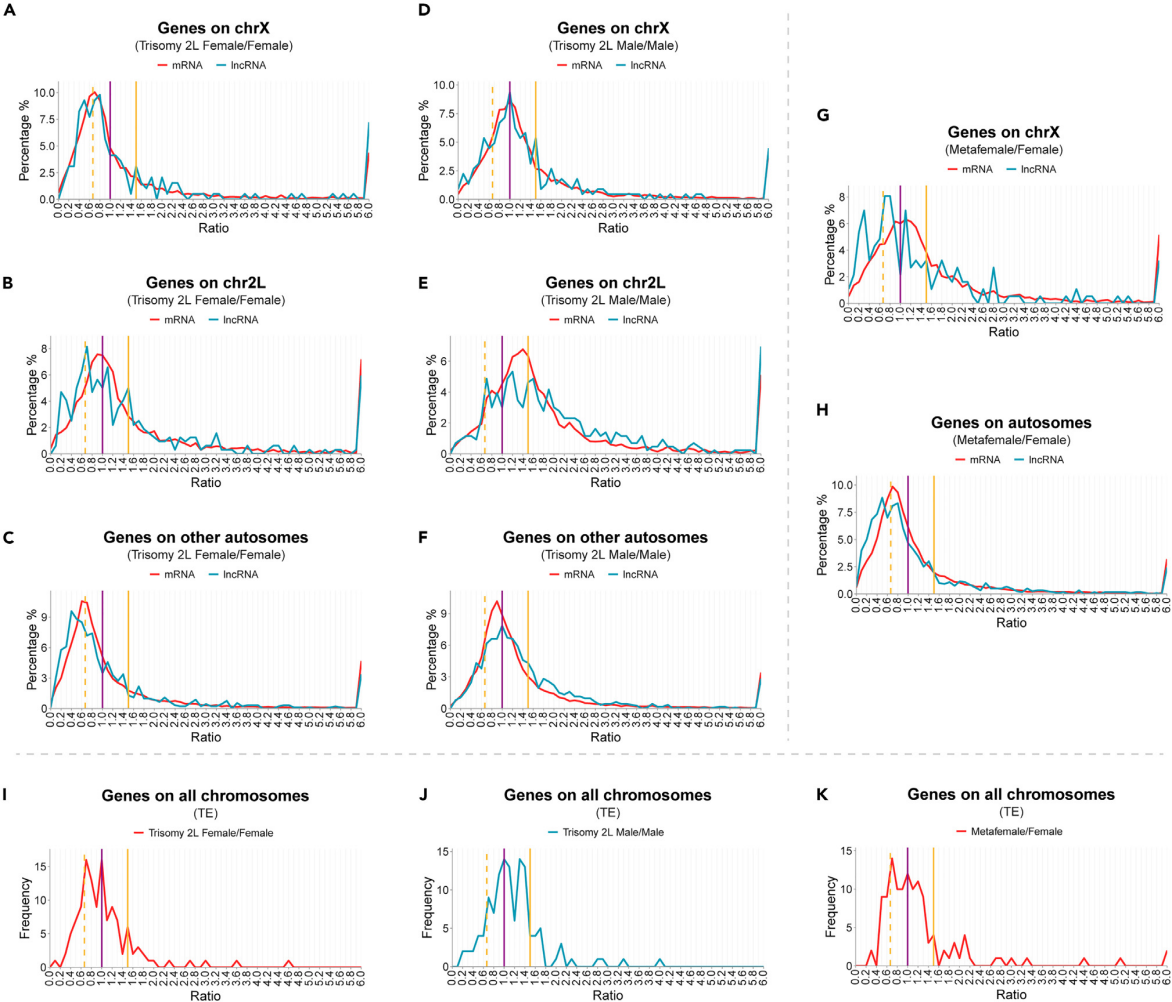
Distributions of the expression ratios of lncRNA and TE family in aneuploid *Drosophila* (A–C) Ratio distributions of the expression levels of lncRNA and mRNA located on chromosome X (A), 2L (B), and other autosomes (C) in trisomy 2L females compared with wild-type females. (D–F) Ratio distributions of the expression levels of lncRNA and mRNA located on chromosome X (D), 2L (E), and other autosomes (F) in trisomy 2L males compared with wild-type males. (G and H) Ratio distributions of the expression levels of lncRNA and mRNA located on chromosome X (G) and autosomes (H) in metafemales compared with wild-type females. (I–K) Ratio distributions of the expression levels of TE families in trisomy 2L females compared with wild-type females (I), trisomy 2L males compared with wild-type males (J), and metafemales compared with wild-type females (K). The vertical purple solid line represents the ratio of 1.00, the vertical yellow solid line represents the ratio of 1.50, and the vertical yellow dashed line shows the ratio of 0.67. The ratio distributions were generated as described in STAR methods, and the percentages of frequencies were plotted in bins of 0.1.

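For each transcript with more than 5 reads on average over the 15 libraries and reads in at least 1 of the 6 libraries of a comparison, the mean CPM of the trisomic group was divided by that of the diploid group of the same sex, and frequencies were counted in bins of 0.1. The second condition left out 8 of 228 lncRNAs on X, 36 of 432 on 2L and 64 of 1145 on the other autosomes in trisomy 2L females, 0, 0 and 3 in trisomy 2L males, and 21 of 228 on X and 224 of 1577 on the autosomes in metafemales. Transcripts with 0 reads in the diploid group only, among them 29, 75 and 138 lncRNAs in trisomy 2L females, were ranked above all other ratios. Errors are the SD over the 3 trisomic libraries, each taken against the diploid mean. A median over transcripts is set by which transcripts are averaged, and the ratio of group means lies above most single libraries where replicates vary. Transcripts are not independent replicates, so beside the Kolmogorov-Smirnov (K-S) test across transcripts an exact permutation test over the 10 splits of the 6 libraries is given, whose smallest p is 0.1. In trisomy 2L females, the median ratio of X-linked mRNAs was 0.827 ± 0.0568 (SD, n = 3; exact permutation test, two-sided, p = 0.1), and that of X-linked lncRNAs was 0.946 ± 0.148 (n = 3; exact permutation test, p = 0.6). The most filled bin was 0.7 for mRNAs, with 9.33% of transcripts (95% Wilson interval 8.52% to 10.2%), and 0.8 for lncRNAs, with 8.64% (5.60% to 13.1%). The bin of 0.7 held 7.73% of lncRNAs, so the peaks of 0.7 and 0.8 are not resolved with 220 lncRNAs. The difference of the median log2 ratios of lncRNAs and mRNAs was 0.20 (exact permutation test, p = 0.3), and the K-S test across n = 4501 mRNAs and n = 220 lncRNAs gave p = 0.00355. With the filter on the 6 libraries of the comparison in place of all 15, the difference was 0.08 and the K-S test across n = 4308 mRNAs and n = 192 lncRNAs gave p = 0.224. Leaving out replicate 3 of wild-type females moved the difference to 0.38, and leaving out replicate 2 of trisomy 2L females moved it to 0.05 and the median of mRNAs to 0.762. The scaling moved the median of X-linked mRNAs most. On TMM-scaled CPM the median of X-linked mRNAs was 0.979 and that of X-linked lncRNAs 1.13. Over all mRNA transcripts tested, the median log2 change on total counts was -0.14 in trisomy 2L females, 0.16 in trisomy 2L males and -0.06 in metafemales, and ratios on total counts are relative to these shifts.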

In trisomy chromosome 2 left arm (2L) females, the ratio distribution curves of X-linked lncRNAs and mRNAs are inversely regulated by the addition of an autosomal arm and concentrated at 0.67, as indicated by the vertical yellow dashed line, and there is no significant difference between lncRNAs and mRNAs (Figure 2A; Kolmogorov-Smirnov (K-S) test p value = 0.66). In contrast, the ratio distribution of mRNAs expressed from chromosome 2L is centered around the ratio of 1.0, as indicated by the vertical purple solid line, representing dosage compensation (Figure 2B). However, the ratio distribution of lncRNAs expressed from 2L is significantly different from that of mRNAs (K-S test p value = 4.4e-3). 

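The median ratio of the 4726 mRNAs on 2L was 1.18 ± 0.126 (SD, n = 3; exact permutation test, two-sided, p = 0.1), between no change and the 1.5 of 3 copies against 2. The bins of 0.9 and 1.0 were filled alike, with 6.88% (95% Wilson interval 6.19% to 7.63%) and 6.81% of these mRNAs. A ratio above 1.5 was found for 37.8% and a ratio below 0.67 for 17.5%. The medians of the 3 libraries were 0.993, 1.23 and 1.03, so replicate 2 raised the group value, which was 1.06 without it. On TMM-scaled CPM the median was 1.40. Of all CPM, 17.5% ± 0.207 lay on 2L in wild-type females and 25.9% ± 0.509 in trisomy 2L females (SD, n = 3).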

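The 396 lncRNAs on 2L had a median ratio of 1.39 ± 0.306 (SD, n = 3; exact permutation test, two-sided, p = 0.1). Their median log2 ratio exceeded that of the mRNAs by 0.23 (exact permutation test, p = 0.1), and the K-S test across n = 4726 mRNAs and n = 396 lncRNAs gave p = 8.79e-05. The direction was not the same in the 3 libraries, with differences of -0.30, 0.19 and -0.09. Without replicate 2 of trisomy 2L females the difference was -0.07, with the geometric ratio of the groups it was -0.06, with the filter on the 6 libraries it was -0.10, and with transcripts above a mean of 50 reads it was -0.28. Against mRNAs matched on mean CPM it was 0.10, and the K-S test across n = 586 mRNAs and n = 396 lncRNAs gave p = 0.119.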

Although there is a high distribution around 1.0, the highest peak appears at a ratio of 0.7 (Figure 2B). This result indicates that most of the lncRNAs expressed from the varied chromosome can be further inversely regulated. 

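For the lncRNAs on 2L, the bin of 0.7 held 6.31% (95% Wilson interval 4.31% to 9.15%), the bin of 1.0 held 4.04% (2.50% to 6.46%) and the bin of 1.1 held 5.05% (3.29% to 7.67%). The intervals of these bins overlap, so the order of the peaks is not resolved with 396 lncRNAs. A ratio below 0.67 was found for 21.2% of these lncRNAs.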

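Among lncRNAs on 2L in trisomy 2L females, the bin at a ratio of 1.5 held 3.79% (95% Wilson interval 2.31% to 6.16%), against 3.28% in the bin of 1.4 and 1.77% (0.859% to 3.60%) in the bin of 1.6. These intervals overlap as well. A ratio above 1.5 was found for 46.0% of the lncRNAs on 2L.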

At the same time, the distribution of lncRNAs also has a small peak at 1.5 indicated by the vertical yellow solid line, which represents lncRNAs that exhibit a proportional dosage effect without compensation. 

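On the autosomal arms other than 2L, the median ratio in trisomy 2L females was 0.811 ± 0.0697 (SD, n = 3) for 16389 mRNAs (exact permutation test, two-sided, p = 0.1) and 0.837 ± 0.124 for 1081 lncRNAs (exact permutation test, p = 0.3). For mRNAs the bins of 0.6 and 0.7 held 9.78% (95% Wilson interval 9.34% to 10.2%) and 9.67%. For lncRNAs the bin of 0.4 held 7.86% (6.40% to 9.62%) and the bin of 0.6 held 7.22% (5.82% to 8.91%). The K-S test across n = 16389 mRNAs and n = 1081 lncRNAs gave p = 5.78e-06. On TMM-scaled CPM the medians were 0.960 for mRNAs and 0.989 for lncRNAs. These arms held 66.4% ± 0.809 of all CPM in wild-type females and 57.4% ± 0.308 in trisomy 2L females (SD, n = 3), so part of the shift on total counts follows from the larger share of 2L. On the reads of the unvaried chromosomes alone, a scaling chosen after the data were seen, the medians were 0.910 and 0.939.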

For lncRNAs and mRNAs expressed from other autosomes, the ratio distribution curves both shift to the left, with the peak of mRNA at 0.6 and the peak of lncRNA at 0.4 (Figure 2C; K-S test p value = 7.5e-6). Therefore, the *trans* lncRNAs and mRNAs, which are located on the unvaried chromosomes both exhibit an inverse dosage effect, but lncRNAs are affected to a greater extent.

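On these autosomal arms, the median log2 ratio of lncRNAs was 0.04 above that of mRNAs (exact permutation test over 10 splits, two-sided, p = 0.6). In single libraries the difference was -0.21, 0.02 and -0.15. It was -0.10 without replicate 2 of trisomy 2L females and 0.10 without replicate 3 of wild-type females. With the geometric ratio it was 0.17, with the filter on the 6 libraries -0.13 and above a mean of 50 reads -0.15. A ratio below 0.67 was found for 39.7% of lncRNAs and 37.4% of mRNAs, and a ratio above 1.5 for 29.8% and 24.7%, so the distribution of lncRNAs was wider on both sides. The direction of the difference is therefore not resolved by these libraries.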

The aneuploid effect in trisomy 2L males is different from that in females. 

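Among transcripts of trisomy 2L males, the median ratio of 4564 X-linked mRNAs was 1.09 ± 0.0745 (SD, n = 3; exact permutation test, two-sided, p = 0.6) and that of 228 X-linked lncRNAs was 1.08 ± 0.0596 (exact permutation test, p = 0.7). The bin of 1.0 was the most filled for both, with 8.30% of mRNAs (95% Wilson interval 7.54% to 9.14%) and 8.77% of lncRNAs (5.75% to 13.2%). The medians of log2 ratios differed by -0.01 (exact permutation test, p = 1), and the K-S test across n = 4564 mRNAs and n = 228 lncRNAs gave p = 0.530. The difference was -0.12 without replicate 2 and 0.13 without replicate 3 of trisomy 2L males. The median of mRNAs was 1.28 without replicate 2 of wild-type males and 0.990 without replicate 3, and 0.993 on TMM-scaled CPM.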

The peak of the distributions of X-linked lncRNAs and mRNAs are both centered around the ratio of 1.0 (Figure 2D; K-S test p value = 0.71), indicating no changes in expression. The peak of the ratio distribution curve of mRNAs expressed from 2L is slightly lower than 1.5 (Figure 2E), which indicates that the expression level of mRNA is compensated to some extent but not completely. 

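The 4811 mRNAs on 2L had a median ratio of 1.49 ± 0.111 (SD, n = 3; exact permutation test, two-sided, p = 0.1) in trisomy 2L males. The bins of 1.4 and 1.5 held 6.61% (95% Wilson interval 5.94% to 7.35%) and 6.19% of them. The medians of the 3 libraries were 1.51, 1.36 and 1.30. Leaving out replicate 2 of wild-type males moved the median to 1.77, and leaving out replicate 3 moved it to 1.35. On TMM-scaled CPM it was 1.36. The share of CPM on 2L was 17.4% ± 0.521 in wild-type males and 25.0% ± 1.10 in trisomy 2L males (SD, n = 3).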

The distribution of 2L lncRNAs is significantly different from that of mRNA (K-S test p value = 4.2e-7), with one peak near the ratio of 1.1, representing dosage compensation, and two secondary peaks near 0.7 (inverse dosage effect) and 1.5 (gene dosage effect). 

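The 432 lncRNAs on 2L had a median ratio of 1.72 ± 0.133 (SD, n = 3; exact permutation test, two-sided, p = 0.1), and the 3 libraries gave 1.74, 1.65 and 1.48. The median log2 ratio was 0.21 above that of mRNAs (exact permutation test, p = 0.2), and the K-S test across n = 4811 mRNAs and n = 432 lncRNAs gave p = 9.16e-07. The bin of 1.2 held 5.32% of lncRNAs (95% Wilson interval 3.57% to 7.86%), the bins of 0.7 and 1.1 held 4.86% each (3.20% to 7.32%), and the bins of 1.5 and 1.6 held 4.63% each, so these bins are not distinguishable. A ratio above 1.5 was found for 59.5% of lncRNAs and 48.8% of mRNAs. Against mRNAs matched on mean CPM, the difference of medians was -0.04. Above a mean of 50 reads it was 0.05, and with the geometric ratio 0.10.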

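On the autosomal arms other than 2L in trisomy 2L males, the median ratio of 16715 mRNAs was 1.04 ± 0.0646 (SD, n = 3; exact permutation test, two-sided, p = 0.8). The bin of 0.9 held 9.91% of them (95% Wilson interval 9.46% to 10.4%), more than the 8.65% in the bin of 1.0. The median was 1.26 without replicate 2 of wild-type males, 0.951 without replicate 3 of wild-type males and 0.952 on TMM-scaled CPM, so its side of 1 is not resolved. On the reads of the unvaried chromosomes it was 1.16.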

The peak of mRNA localized on other autosomes is at the ratio of 0.9 (Figure 2F), representing the slight *trans*-acting inverse dosage effect. 

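For the 1142 lncRNAs on these arms in trisomy 2L males, the bin at a ratio of 1.0 held 7.62% (95% Wilson interval 6.22% to 9.3%). The bins of 0.7, 0.8 and 0.9 held 6.13%, 6.30% (5.04% to 7.87%) and 6.57%. The bin of 0.5 held 4.12% (3.11% to 5.43%), between 2.36% in the bin of 0.4 and 3.68% (2.73% to 4.93%) in the bin of 0.6. The K-S test across n = 16715 mRNAs and n = 1142 lncRNAs gave p = 3.43e-12.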

The peak of lncRNAs is around 1.0, but there is a shoulder peak at the ratio of 0.8 and a small peak at a ratio of 0.5 (Figure 2F; K-S test p value = 1.3e-11). This suggests that a subset of *trans* lncRNAs is more inversely regulated than mRNAs in trisomy 2L males.

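The median ratio of the 1142 lncRNAs was 1.20 ± 0.0851 (SD, n = 3; exact permutation test, two-sided, p = 0.4). Their median log2 ratio was 0.20 above that of mRNAs (exact permutation test, p = 0.1, the smallest possible), and above it in all 3 libraries. Against mRNAs matched on mean CPM the difference was 0.01. A ratio below 0.67 was found for 15.7% of lncRNAs and 17.1% of mRNAs, and a ratio above 1.5 for 33.5% and 25.9%.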

In addition to autosomal aneuploidy, we also analyzed the expression of lncRNAs and mRNAs in sex chromosome aneuploidy. 

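In metafemales, the median ratio of 4474 X-linked mRNAs was 1.23 ± 0.0705 (SD, n = 3; exact permutation test, two-sided, p = 0.1). The bins of 0.9, 1.0 and 1.1 held 5.79%, 5.65% and 5.92% (95% Wilson interval of the last 5.27% to 6.65%) of them, a flat top over these ratios. Below 0.67 lay 19.4% and above 1.5 lay 37.4%. The 3 libraries gave medians of 1.21, 1.08 and 1.19. On TMM-scaled CPM the median was 1.38, and without replicate 3 of wild-type females it was 1.32. The X chromosome held 12.8% ± 0.634 of all CPM in wild-type females and 16.2% ± 0.0570 in metafemales (SD, n = 3).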

For X-linked *cis* mRNAs, the distribution curve is around 1.0, indicating that the expression of most mRNAs is unchanged in XXX; AA metafemales (Figure 2G). The ratio distribution of *cis* lncRNAs is significantly different from that of mRNAs (K-S test p value = 2.5e-5), showing a multipeak shape, with the highest peak at 0.7–0.8, which may represent slightly excessive dosage compensation compared to the normal female level. 

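The 207 X-linked lncRNAs had a median ratio of 1.07 ± 0.245 (SD, n = 3; exact permutation test, two-sided, p = 0.6), with 1.15, 0.659 and 0.945 in the 3 libraries. Their median log2 ratio was -0.20 relative to mRNAs (exact permutation test, p = 0.3), and the K-S test across n = 4474 mRNAs and n = 207 lncRNAs gave p = 0.000173. The bin of 0.7 held 6.76% (95% Wilson interval 4.07% to 11.0%) and the bin of 0.8 held 5.8% (3.35% to 9.86%). Replicate 1 of metafemales weighed most on the difference, which was -0.44 without it.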

There is a second peak at the ratio of 0.3, which may represent stronger inverse regulation, and a small peak at 1.1, which represents partial incomplete compensation (Figure 2G). 

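The bins of 0.3 and 1.1 held 6.28% of the X-linked lncRNAs each (95% Wilson interval 3.71% to 10.4%), against 2.90% in the bin of 0.4 and 1.93% (0.754% to 4.86%) in the bin of 1.0. With 207 lncRNAs, the bins of 0.3 and 1.1 are not resolved from the bin of 0.7. Below 0.67 lay 31.4% of these lncRNAs and above 1.5 lay 35.7%.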

The ratio distributions of *trans* lncRNAs and mRNAs are both biased to the left of 1.0 (Figure 2H), suggesting decreased expression levels due to the inverse dosage effect of the triple X genotype. However, lncRNAs are more left-shifted than mRNA (K-S test p value = 7.6e-13); that is, the expression level of lncRNAs is further down-regulated.

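On the autosomes of metafemales, the median ratio was 0.854 ± 0.0508 (SD, n = 3) for 20575 mRNAs (exact permutation test, two-sided, p = 0.1) and 0.775 ± 0.140 for 1353 lncRNAs (exact permutation test, p = 0.2). For mRNAs the bin of 0.7 held 9.29% (95% Wilson interval 8.90% to 9.69%), and for lncRNAs the bin of 0.5 held 7.76% (6.45% to 9.31%), the bin of 0.7 held 7.10% and the bin of 0.8 held 7.24%. Below 0.67 lay 33.6% of mRNAs and 42.2% of lncRNAs. On TMM-scaled CPM the medians were 0.956 and 0.866, and on the reads of the unvaried chromosomes 0.902 and 0.819.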

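The median log2 ratio of autosomal lncRNAs in metafemales was -0.14 relative to mRNAs (exact permutation test over 10 splits, two-sided, p = 0.3), and it was below that of mRNAs in 3 of 3 libraries. The K-S test across n = 20575 mRNAs and n = 1353 lncRNAs gave p = 5.20e-15. The difference was smaller than its SD of 0.214 over the 3 libraries. Against mRNAs matched on mean CPM it was -0.19. With the geometric ratio of the groups, which adds 0.1 CPM to each value and keeps transcripts without reads in the 6 libraries, it was 0.06. Without those transcripts the geometric ratio gave 0.00068, and the ratio of group means with 0.1 CPM added gave 0.00053, both chosen after the data were seen. Leaving out transcripts with few reads kept the difference, at -0.17 above a mean of 50 reads and -0.16 with the filter on the 6 libraries. The mean of 50 reads and the matching were taken over all 15 libraries, with the male ones, where lncRNA levels were higher. The difference of -0.14 was thus removed by adding 0.1 CPM, and not by these limits on reads.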

Compared with trisomy 2L males, in trisomy 2L females and metafemales, *cis* genes appear to be more likely to show dosage compensation, while *trans* genes tend to exist inverse dosage effects. Therefore, *cis* and *trans* genes are generally regulated in the same direction, which indicates that the *trans* genes affected by an inverse dosage effect and the *cis* compensated genes may be affected by related mechanisms. In addition, the inverse dosage effect seems to be stronger in females than in males, reflecting a sexual dimorphism of genomic imbalance. 

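The comparison between sexes was made on the difference of the median log2 ratios of trisomy 2L females and males. For mRNAs it was -0.40 on X, -0.33 on 2L and -0.36 on the other autosomes, and for lncRNAs -0.19 on X, -0.31 on 2L and -0.51 on the other autosomes. On total counts the ratios were thus lower in females for all 6 sets. Without 1 library, the difference for mRNAs ranged from -0.64 to -0.26 on X, -0.58 to -0.20 on 2L and -0.63 to -0.23 on the other autosomes, and that for lncRNAs on the other autosomes from -0.82 to -0.35, the ends being without replicates 2 and 3 of wild-type males. For lncRNAs on 2L it ranged from -0.77 (without replicate 2 of trisomy 2L females) to -0.14 (without replicate 3 of wild-type males), and on X from -0.46 (without replicate 2 of wild-type males) to 0.079 (without replicate 3 of wild-type females). No p is given, since regrouped libraries carry part of the effect of the trisomy in either sex. On TMM-scaled CPM the differences for mRNAs were -0.02, 0.05 and 0.01, and those for lncRNAs 0.19, 0.04 and -0.16.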

Similar to some mRNAs, lncRNAs are dosage-affected in aneuploid *Drosophila*, and there is dosage compensation of *cis* lncRNAs and inverse dosage effects of *trans* lncRNAs as described previously.^12^^,^^13^^,^^64^ Whereas the responses of lncRNAs and mRNAs to the addition of an extra chromosome arm (whether autosomal or sex chromosome) are different, in that lncRNAs have a greater magnitude of expression modulation (Figures 2B, 2C, and 2E–2H). This result is also consistent with the comparisons of the mean CPM values of lncRNAs and mRNAs among samples (Figure 1F). Also, the sex chromosomes and autosomes have different characteristics in aneuploidy. 

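Across the 8 combinations of chromosome and aneuploidy, the log2 difference between the median ratios of lncRNAs and mRNAs had an SD over the 3 libraries of 0.143 (X), 0.245 (2L) and 0.117 (other autosomes) in trisomy 2L females, 0.183, 0.0529 and 0.0894 in trisomy 2L males, and 0.319 (X) and 0.214 (autosomes) in metafemales. It exceeded its SD on X in trisomy 2L females and on 2L and the other autosomes in trisomy 2L males, where lncRNAs had the higher median. It lay below 0 on X in trisomy 2L males and on X and the autosomes in metafemales. Against mRNAs matched on mean CPM it was 0.18, 0.10 and 0.02 in trisomy 2L females, -0.07, -0.04 and 0.01 in trisomy 2L males, and -0.25 and -0.19 in metafemales. From the positions of these distributions, the paper concludes that cis lncRNAs show dosage compensation and trans lncRNAs an inverse dosage effect, and that lncRNAs are modulated to a greater extent than mRNAs.

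**Figure D2:**
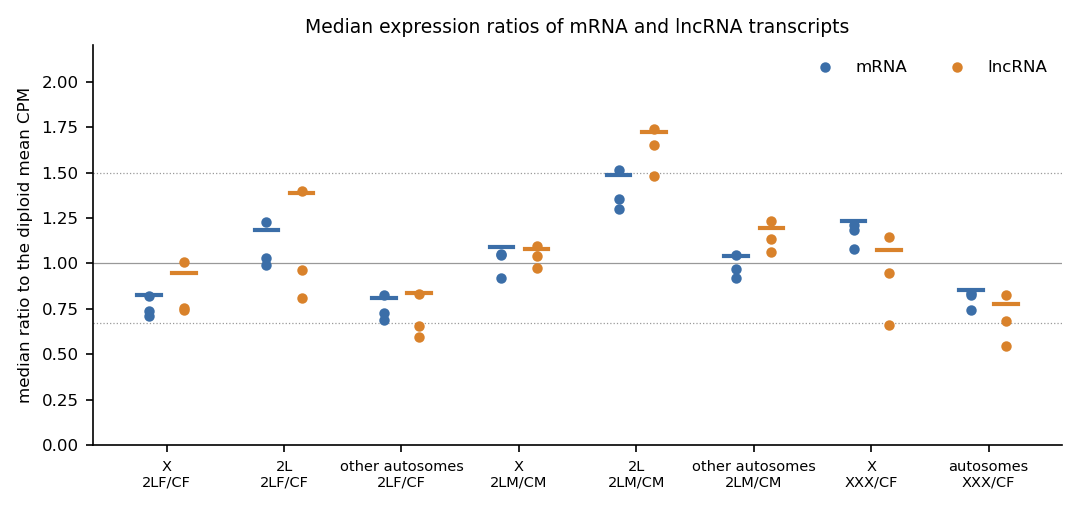
Median ratio of CPM over mRNA (blue) and lncRNA (orange) transcripts by chromosome and comparison, with dotted lines at 0.67 and 1.5; bars are ratios of group mean CPM and points are the 3 trisomic libraries, each against the diploid mean. Bars lie above most of their points, and the medians of lncRNAs spread further between libraries than those of mRNAs on 2L in trisomy 2L females (SD 0.306 and 0.126).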

In trisomy 2L *Drosophila*, only lncRNAs expressed from the X chromosome will produce ratio distributions that are not significantly different from mRNAs (Figures 2A and 2D).

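Over the 8 comparisons of lncRNAs with mRNAs, the K-S tests across n = 207 or more lncRNAs and n = 4474 or more mRNAs gave Benjamini-Hochberg adjusted values of p = 0.00406 (X), p = 0.000141 (2L) and p = 1.16e-05 (other autosomes) in trisomy 2L females. For trisomy 2L males the adjusted values were p = 0.530 (X, n = 228 lncRNAs), p = 2.44e-06 (2L) and p = 1.37e-11 (other autosomes), and in metafemales p = 0.000230 (X, n = 207 lncRNAs) and p = 4.16e-14 (autosomes). The X chromosome has the fewest lncRNAs of these sets, which limits the test there. With the filter on the 6 libraries, the K-S test on X in trisomy 2L females gave an unadjusted p = 0.224 (n = 192 lncRNAs). The difference on X there thus depends on the filter. Among transcripts above a mean of 50 reads, the K-S test in trisomy 2L males gave p = 0.362 on 2L and p = 0.0924 on the other autosomes, across n = 119 and n = 378 lncRNAs. The K-S test on X gave p = 0.320 there (n = 88 lncRNAs). Trisomy 2L females had p = 0.0102 on X, p = 0.00817 on 2L and p = 0.00183 on the other autosomes (K-S test, n = 87, n = 116 and n = 376 lncRNAs). Metafemales had p = 0.0766 on X and p = 0.000131 on the autosomes (K-S test, n = 78 and n = 476 lncRNAs). These values are unadjusted.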

Furthermore, we examined whether lncRNAs have similar responses in other species. In the five trisomies of *Arabidopsis* (Figure S2), the peaks of the ratio distributions of *cis* mRNAs are mostly between 1.0 and 1.5, which represents partial compensation to different degrees. The number of *cis* lncRNAs is small, showing a scattered distribution (Figures S2A, S2C, S2E, S2G, and S2I). The ratio distributions of mRNAs and lncRNAs located on the varied chromosomes are significantly shifted to the left of 1.0 in all aneuploidies, in which lncRNAs have main peaks or secondary peaks with smaller abscissae than mRNAs (Figures S2B, S2D, S2F, S2H, and S2J). As for the ratio distributions of four trisomies of mouse embryonic stem cells, *cis* mRNAs have a shoulder peak at the position below 1.5 (Figures S3A, and S3D), or have a main peak at the left side of 1.5 (Figures S3G, and S3J). The distributions of *cis* lncRNAs are more left shifted than that of mRNAs (K-S test p values <0.05), which is close to dosage compensation. The mRNAs expressed from the X chromosome are affected by autosomal aneuploidy, and their ratio distribution curves, centered at 1.0, form a shoulder peak on the left side; X-linked lncRNAs, on the other hand, produce a sharp peak at about 0.7, which represents the consequence of an inverse dosage effect (Figures S3B, S3E, S3H, and S3K). For the genes on unvaried autosomes, the ratio distributions show that the expression levels of most mRNAs in mouse trisomy cells have not changed, but lncRNAs have relatively more left-leaning curves (Figures S3C, S3F, S3I, and S3L), indicating that lncRNAs might be more sensitive to genomic imbalance. In another dataset of induced-pluripotent stem-derived vascular endothelial cells (iPSC-derived ECs) of human trisomy 21 (Figure S4), it is found that, compared with wild type, or isogenic corrected disomy 21 cells, or both of them together, the ratio distribution curves of mRNAs and lncRNAs on chromosome 21 have main peaks at 1.0, which means that most *cis* genes are completely compensated. It is even found that lncRNAs have a peak around 0.4 when compared with isogenic corrected disomy 21 cells. The main peaks of mRNAs on the X chromosome and other autosomes are all located at 1.0, and there is a shoulder peak on the left (Figures S4B, S4C, S4E, S4F, S4H, and S4I). The distribution curves of *trans* lncRNAs have peaks whose abscissae are smaller than that of mRNAs (Figures S4B, S4E, and S4H), or peaks with an overall left deviation (Figures S4C, S4F, S4I; K-S test p values <0.05). Generally speaking, the datasets of three different species we have analyzed all show that lncRNA and mRNA can be affected by genome imbalance, and lncRNA seems to be more strongly affected by inverse dosage effect than mRNA in aneuploidy. Therefore, the inverse dosage effect and the highly dosage sensitivity of lncRNAs in aneuploidy are generalizable across taxa.

Due to the high conservation of DNA sequences among insertions of the same TE family, we combined all insertions by TE family and calculated their expression. The ratio distributions of TE families no longer distinguish *cis* and *trans* chromosomes. In trisomy 2L females, the two main peaks of the ratio distribution are observed at ratios of 1.0 and 0.7, representing the TEs with unchanged expression and the TEs that are subject to an inverse dosage effect (Figure 2I). The ratio distribution curve of trisomy 2L males is different from that of females (K-S test p value = 0.0103), with two main peaks located at ratios of 1.0 and 1.3 (Figure 2J), indicating complete and incomplete dosage compensation, respectively. Meanwhile, there is a small peak at 0.7, which indicates that some TEs are regulated by an inverse dosage effect. In metafemales, the main peak of the distribution is located at 0.7 (Figure 2K), indicating that the expression of most TEs is inversely regulated. The second highest peak is at 1.0, representing no change in expression levels or dosage compensation. Therefore, TEs are also dosage-affected in aneuploidy and regulated by inverse dosage effects to a certain degree.

### Differential expression analysis of lncRNAs in aneuploid *Drosophila*

Next, we performed differential expression analysis for different types of transcripts in aneuploid *Drosophila* to provide a statistical description of the lncRNAs and mRNAs affected by aneuploidy. 

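Of 26276 mRNA transcripts tested with limma, 3261 were differentially expressed in trisomy 2L females relative to wild-type females, 1739 in trisomy 2L males relative to wild-type males and 3210 in metafemales relative to wild-type females. At an unadjusted p under 0.05 there were 5914, 4564 and 5680. DESeq2 on the recovered reads, the test named in the paper's methods, called 6213, 3112 and 5302 mRNA transcripts, and 3115, 1551 and 3064 transcripts were called by both. In proportion to the main count, the largest change came from fitting only the 6 libraries of a comparison, which left 424 transcripts in trisomy 2L males. In number of transcripts, the largest change came with DESeq2 in trisomy 2L females. Single libraries weighed on the counts as well. In trisomy 2L females, 2087 transcripts were called without replicate 2 and 2118 without replicate 3 of wild-type females. For trisomy 2L males, 912 were called without replicate 1 and 1026 without replicate 3 of wild-type males. In metafemales, 1838 were called without replicate 2 and 2115 without replicate 3 of wild-type females, and 2054 and 2012 without replicates 1 and 2 of metafemales.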

We identified 6,195, 3,121, and 5,300 differentially expressed mRNA (DE-mRNA) transcripts in trisomy 2L females, trisomy 2L males, and metafemales, respectively (Figure S5A). 

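The DE-mRNA transcripts of trisomy 2L females and metafemales had 1467 members in common, against 398 if the calls were independent, and those of trisomy 2L females and males had 805 in common, against 216. Trisomy 2L males and metafemales shared 511, against 212. Trisomy 2L females and metafemales are compared with the same wild-type females, which by itself makes their changes alike. Trisomy 2L females and males both carry 3 copies of 2L, and transcripts on 2L were not separated in the overlap. Lists of the same lengths from simulated unchanged groups, 20 draws, shared 944 to 1017 transcripts (median 973) for the pair with common controls and 283 to 341 for the pair with different controls. The simulation used 1 mean per transcript over both sexes and drew transcripts independently, so it sets no firm limit on overlap in the data. The correlation of log2 fold changes across the 26276 transcripts, which are not independent replicates, was 0.58 for trisomy 2L females and metafemales, against a median of 0.50 in the simulation, and 0.31 for trisomy 2L females and males, against 0.00. Without replicate 2 of wild-type females 829 transcripts were shared by trisomy 2L females and metafemales, and without replicate 3 of wild-type females 933. Without replicate 1 of wild-type males 517 were shared by trisomy 2L females and males.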

Trisomy 2L females and metafemales share more DE-mRNAs, while trisomy 2L females and trisomy 2L males have slightly fewer common DE-mRNAs (2,774 compared with 1,507). In terms of DE-mRNAs, aneuploidies of the same sex and different chromosome arms are more similar than aneuploidies of different sexes and the same chromosome arm. Furthermore, the number of DE-mRNAs shared by any two aneuploidies is significant (Fisher’s exact test p value <2.2e-16), suggesting that multiple aneuploidies can affect the same genes. 

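With limma's calls, the odds ratio of the overlap was 9.98 for trisomy 2L females and metafemales, whose Fisher's exact test gave a p too small to be represented. It was 7.75 for trisomy 2L females and males (Fisher's exact test, two-sided, p = 3.64e-294) and 3.37 for trisomy 2L males and metafemales (Fisher's exact test, p = 1.79e-88). Transcripts of 1 gene share reads, and the test takes them as independent. Of the shared transcripts, 1435 of 1467, 789 of 805 and 408 of 511 changed in the same direction in both aneuploidies.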

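In all 3 aneuploidies, 386 mRNA transcripts were differentially expressed with limma and 826 with DESeq2. Another 1081 were called in trisomy 2L females and metafemales only, 419 in trisomy 2L females and males only and 125 in trisomy 2L males and metafemales only. Called in a single aneuploidy were 1375 in trisomy 2L females, 809 in trisomy 2L males and 1618 in metafemales. Without replicate 2 of wild-type females, 251 transcripts were called in all 3 aneuploidies.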

There are 829 common DE-mRNAs in all three aneuploidies (Figure S5A), and their clustering shows obvious regularity (Figure S5B). 

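Of the 386 mRNA transcripts called in all 3 aneuploidies, 230 were higher than in the diploid in all 3, 126 were lower in all 3, and 30 changed in different directions. With DESeq2, 424 of 826 were higher, 288 lower and 114 mixed. Directions depend on the scaling, which sets the change of the median transcript near 0 with TMM.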

The expression levels of more than half of the common DE-mRNAs in aneuploidy are higher than those in diploid, but there is still a large number of DE-mRNAs down-regulated (Figure S5B). Functional enrichment analysis of these common DE-mRNAs reveals that they are mainly involved in multiple biological metabolic processes and have various enzyme activities (Figure S5C). Their intracellular locations are mainly in the proteasome, peptidase complex, and CMG complex. In addition, the pathway analysis of these mRNAs also focuses on metabolism and the proteasome (Figure S5D). These results are consistent with the fact that aneuploidy is generally characterized by altered metabolism, reduced viability, abnormal protein production, and increased sensitivity to conditions interfering with protein synthesis, folding, and degradation.^3^^,^^4^^,^^70^

For lncRNAs, we found 266, 108, and 239 differentially expressed transcripts in trisomy 2L females, trisomy 2L males, and metafemales, respectively (Figure 3A). 

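Of 1805 lncRNA transcripts tested with limma, 99 were differentially expressed in trisomy 2L females, 122 in trisomy 2L males and 125 in metafemales. At an unadjusted p under 0.05 there were 224, 314 and 255. DESeq2 called 257, 99 and 228 lncRNA transcripts, and 86, 48 and 110 were called by both tests. With edgeR's quasi-likelihood test on the recovered reads, chosen after the unit of the table was seen, 96, 23 and 70 were called. With reads summed per gene the counts were 176, 218 and 193, and with only the 6 libraries of the comparison 28 were called in trisomy 2L males. In trisomy 2L females, the count was 64, 53 and 56 without replicates 1, 2 and 3 of wild-type females. The count in trisomy 2L males was 65 without replicate 1 and 71 without replicate 3 of wild-type males. In metafemales it was 78, 61 and 71 without replicates 1, 2 and 3 of wild-type females, and 74 without either replicate 1 or replicate 2 of metafemales.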

The rules found with mRNAs seem to be equally applicable to lncRNAs. The number of differentially expressed lncRNAs (DE-lncRNAs) shared by trisomy 2L females and metafemales is greater than the number of DE-lncRNAs shared by trisomy 2L females and trisomy 2L males (81 compared with 31). Moreover, the intersection of any two groups of DE-lncRNAs is significant (Fisher’s exact test p value <0.05), indicating that the modulation of lncRNAs in aneuploidy is also gene-specific. 

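Trisomy 2L females and metafemales had 35 DE-lncRNA transcripts in common, against 6.86 if the calls were independent, and trisomy 2L females and males had 13, against 6.69. Among simulated unchanged groups, 20 draws of lists of the same lengths, the pair with common wild-type females shared 19 to 32 transcripts (median 25) and the pair with different controls 6 to 18 (median 12). The limits of that simulation given for mRNAs apply here as well. The correlation of log2 fold changes across the 1805 transcripts, which are not independent replicates, was 0.53 and 0.28 for these pairs, against medians of 0.495 and -0.0203 in the simulated unchanged groups. With DESeq2 the shared numbers were 76 and 30. Between trisomy 2L females and metafemales, 19 were shared without replicate 1 of trisomy 2L females or without replicate 2 of metafemales. Between trisomy 2L females and males, 3 were shared without replicate 1 of wild-type males.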

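The odds ratio of the overlap was 9.82 for trisomy 2L females and metafemales (Fisher's exact test, two-sided, p = 4.90e-18), 2.21 for trisomy 2L females and males (Fisher's exact test, p = 0.0203) and 2.00 for trisomy 2L males and metafemales (Fisher's exact test, p = 0.0246). In the first of these pairs the largest p over the other settings was 1.12e-08 (Fisher's exact test). For trisomy 2L females and males, DESeq2's calls gave p = 2.05e-05 (Fisher's exact test), total-count scaling p = 0.0775 and edgeR's calls p = 1. For trisomy 2L males and metafemales, DESeq2's calls gave p = 5.45e-06 (Fisher's exact test) and total-count scaling p = 0.359. Of 12 fits that each left out 1 library, p stayed under 0.05 for trisomy 2L females and males without replicate 3 of wild-type females (Fisher's exact test, p = 0.000672) and without replicate 1 of trisomy 2L females (Fisher's exact test, p = 0.000323). For trisomy 2L males and metafemales it did so in 3 of 12, without replicate 2 or 3 of wild-type females (Fisher's exact test, p = 0.0459 and 0.00436) and without replicate 2 of wild-type males (Fisher's exact test, p = 0.0261). Of the shared transcripts, 33 of 35, 13 of 13 and 12 of 15 changed in the same direction. From the overlaps, the paper concludes that lncRNAs, like mRNAs, are modulated in a gene-specific way in aneuploidy.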

Seventeen lncRNAs are differentially expressed in the three aneuploidies (Figure 3B). 

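With limma, 7 lncRNA transcripts were differentially expressed in all 3 aneuploidies, and with DESeq2 16. Of the 7, lncRNA:CR33938, lncRNA:CR45916, lncRNA:CR44493 and asRNA:CR46034 were lower than in the diploid in all 3, lncRNA:CR31781 and asRNA:CR44968 were higher in all 3, and lncRNA:CR42874 was higher in trisomy 2L females and males and lower in metafemales. The transcript of asRNA:CR44968 counted here is not the one of that gene with the most reads, and it was singled out after its values were seen. lncRNA:CR33938 (3R, 6699560 to 6700164, minus strand, BDGP6.54) had log2 fold changes of -1.44, -0.89 and -0.98 in trisomy 2L females, trisomy 2L males and metafemales (limma with Benjamini-Hochberg adjustment, adjusted p = 0.00309, 0.0606 and 0.0261). lncRNA:CR45916 (3L, 19562636 to 19566533, plus strand) had -1.07, -0.68 and -1.38 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.00596, 0.0812 and 0.00138). lncRNA:CR42874 (2L, 1989450 to 1990894, plus strand) had 0.97, 1.03 and -1.89 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.0579, 0.0712 and 0.00198). asRNA:CR46034 (3R, 17417502 to 17418019, minus strand), which overlaps exons of another gene on the opposite strand, had -3.44, -2.55 and -2.94 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.00521, 0.0407 and 0.0125). The call of lncRNA:CR33938 in trisomy 2L males was lost without any one of the 3 wild-type male libraries or replicate 2 or 3 of trisomy 2L males, and that of lncRNA:CR45916 was lost in 5 of the 6 such fits. The number called in all 3 aneuploidies was 2 without replicate 3 of wild-type males and 6 without replicate 3 of wild-type females.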

To gain a better picture, we analyzed a total of 110 lncRNAs that are significantly differentially expressed in at least two comparisons (Figure S6).

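In at least 2 comparisons, 49 lncRNA transcripts were differentially expressed with limma, 103 with DESeq2 and 113 genes with reads summed per gene. Of the 49, 28 were called in trisomy 2L females and metafemales only, 6 in trisomy 2L females and males only and 8 in trisomy 2L males and metafemales only. Called in a single comparison were 58 transcripts in trisomy 2L females, 101 in trisomy 2L males and 82 in metafemales. Without replicate 2 of wild-type females the number in at least 2 comparisons was 24.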

**Figure 3:**
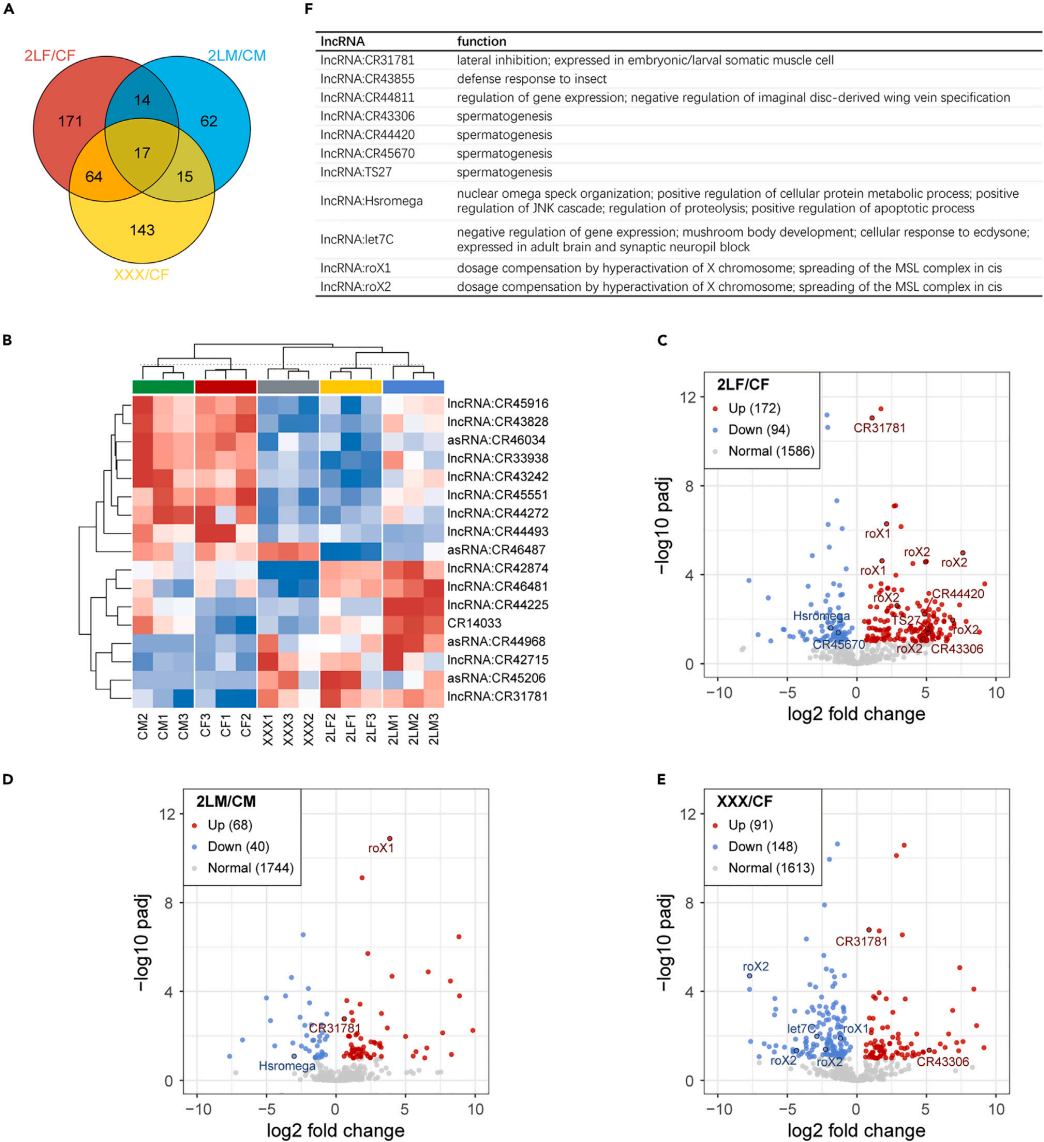
Differential expression analysis of lncRNA in aneuploid *Drosophila* (A) Venn diagram of the number of differentially expressed lncRNA (DE-lncRNA) in trisomy 2L female, trisomy 2L male, and metafemale. (B) Clustering heatmap of lncRNAs differentially expressed in all three aneuploidies. (C–E) Volcano plots of DE-lncRNA in trisomy 2L female (C), trisomy 2L male (D), and metafemale (E). The positions of DE-lncRNAs with known functions are marked in the plots. The texts in the upper left corner are the statistics of the number of up- and down-regulated lncRNAs. (F) List of lncRNAs with known functions that are differentially expressed in at least one aneuploidy. CF, wild-type female control; CM, wild-type male control; 2LF, trisomy 2L female; 2LM, trisomy 2L male; XXX, metafemale.

Volcano plots were drawn for all DE-lncRNAs, and the numbers of significantly up-regulated and down-regulated transcripts were counted (Figures 3C–3E). 

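The DE-lncRNA transcripts of limma were 59 up and 40 down in trisomy 2L females, 90 up and 32 down in trisomy 2L males and 44 up and 81 down in metafemales. DESeq2 gave 167 up and 90 down, 61 up and 38 down, and 81 up and 147 down. Among up-regulated transcripts with a mean of at least 20 reads and no overlap between the aneuploid and the diploid libraries, a condition that 10% of unchanged transcripts meet by chance, lncRNA:roX2, asRNA:CR44703 and a transcript of asRNA:CR42860 rose most in trisomy 2L females. asRNA:CR44703 (2R, 21068260 to 21069445, BDGP6.54), which overlaps exons of another gene on the opposite strand, had a log2 fold change of 4.63 (standard error 0.940, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0100). The transcript of asRNA:CR42860, also antisense to exons, had 3.65 (standard error 0.723, limma with Benjamini-Hochberg adjustment, adjusted p = 0.00904). In trisomy 2L males, lncRNA:CR9284 (2R, 21803402 to 21804338), of which 2 transcripts were among the 3 that rose most, was at least 919-fold higher (limma with Benjamini-Hochberg adjustment, adjusted p = 0.000364), with 49.9, 31.5 and 21.4 CPM in the 3 libraries and at most 0.0217 CPM in wild-type males. lncRNA:CR44295 was at least 71.1-fold higher (limma with Benjamini-Hochberg adjustment, adjusted p = 0.0198). In the paper's crosses, the mothers of trisomy 2L larvae were of a stock other than the wild type. Effects of the trisomy and of genetic background are therefore not separated in these changes. In metafemales, lncRNA:CR46123 had 8.23, 3.30 and 6.06 CPM, against 0.0402, 0 and 0.0767 CPM in wild-type females, a log2 fold change of 5.52 (standard error 0.391, limma with Benjamini-Hochberg adjustment, adjusted p = 6.59e-06). lncRNA:CR45018 and lncRNA:CR44295 had log2 fold changes of 5.85 and 3.38 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.0487 and 0.0351), which DESeq2 did not call. The first of these calls was lost without replicate 1 or 3 of wild-type females or replicate 1 or 2 of metafemales, and the latter without replicate 1 or 2 of wild-type females or replicate 1 of metafemales.

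**Figure D3:**
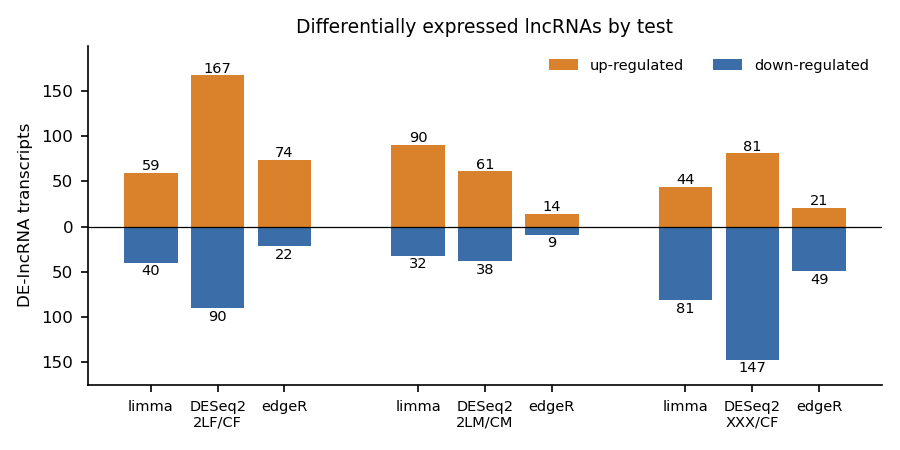
Numbers of lncRNA transcripts up-regulated (above 0) and down-regulated (below 0) at an adjusted p under 0.1 in each comparison, with bars for limma, DESeq2 and edgeR. In metafemales all 3 tests call more down than up (44 and 81, 81 and 147, 21 and 49), and in trisomy 2L females all 3 call more up than down (59 and 40, 167 and 90, 74 and 22).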

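Up-regulated transcripts made up 59.6% of the DE-lncRNAs in trisomy 2L females, 73.8% in trisomy 2L males and 35.2% in metafemales. With total-count scaling the shares were 44.7% (46 up and 57 down), 83.1% (108 up and 22 down) and 26.9% (32 up and 87 down), so that in trisomy 2L females the larger direction depends on the scaling. The median log2 change of all 1805 lncRNA transcripts was 0.02, 0.17 and 0 with TMM scaling. Without replicate 2 of trisomy 2L females, DESeq2 gave 88 up and 87 down there, a fit chosen after the reads of male-limited transcripts in that library were seen. The difference between the changes in trisomy 2L females and metafemales was itself called for 66 lncRNA transcripts, 51 of them higher in trisomy 2L females, with 217 at an unadjusted p under 0.05.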

There are more up-regulated lncRNAs in trisomy 2L females and trisomy 2L males, but the number of significantly down-regulated lncRNAs is greater than the number of up-regulated lncRNAs in metafemales (Figures 3C–3E). Significantly down-regulated lncRNAs are found in all three trisomies, indicating that there is a subset of lncRNAs that are subjected to statistically significant inverse regulation, especially in sex chromosome aneuploidy. 

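By the same conditions on reads and overlap, the lncRNA transcripts that fell most in trisomy 2L females were asRNA:CR46034, lncRNA:CR43417 and lncRNA:CR45387. lncRNA:CR43417, which overlaps exons of another gene on the opposite strand, was at least 15.7-fold lower (limma with Benjamini-Hochberg adjustment, adjusted p = 0.0485). With reads summed per gene its log2 fold change was 0.63, in the other direction. lncRNA:CR45387 had a log2 fold change of -2.32 (standard error 0.663, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0511). The call of lncRNA:CR43417 was kept only without replicate 1 of wild-type females, and that of lncRNA:CR45387 only without replicate 3, among the 6 fits without 1 library. In trisomy 2L males, asRNA:CR43470 was at least 20.8-fold lower (limma with Benjamini-Hochberg adjustment, adjusted p = 0.0266) and was not called by DESeq2. lncRNA:CR43857 and lncRNA:CR43157 had log2 fold changes of -2.89 and -2.82 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.0547 and 0.00603), and the call of lncRNA:CR43857 was lost without replicate 2 or 3 of wild-type males or replicate 3 of trisomy 2L males. In metafemales, asRNA:CR45829 and asRNA:CR45629 had log2 fold changes of -5.55 and -4.02 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.0663 and 0.0839), and asRNA:CR45330 was at least 125-fold lower (limma with Benjamini-Hochberg adjustment, adjusted p = 0.0561). DESeq2 did not call asRNA:CR45829. The calls of asRNA:CR45829 and asRNA:CR45629 were kept only without replicate 3 of metafemales, and that of asRNA:CR45330 was lost in all 6 fits without 1 library.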

We labeled the DE-lncRNAs which have known GO functions in the plots (Figures 3C–3E), and listed their functions in the table (Figure 3F). 

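Levels of the lncRNAs with a known function were read from the transcript with the most reads of each gene. lncRNA:CR43306 (3L, 18294604 to 18295800, plus strand, BDGP6.54) was at 4.91 ± 1.71 CPM (SD, n = 3) in wild-type males. In wild-type females it was at 0, in trisomy 2L females at 0, 0.197 and 0 CPM, and in metafemales at 0.123, 0 and 0.0919 CPM. lncRNA:roX1 (X, 3858940 to 3862697, minus strand) was at 872 ± 335 CPM (SD, n = 3) in wild-type males, at 17.2 ± 4.63 CPM in wild-type females and at 34.0, 111 and 50.5 CPM in the 3 trisomy 2L female libraries. Its log2 fold change there was 2.02 (standard error 0.346, limma with Benjamini-Hochberg adjustment, adjusted p = 0.00399), and 2 of its 4 transcripts tested were called. lncRNA:roX2 (X, 11579065 to 11580171, plus strand) was at 2.08, 0.0577 and 0.409 CPM in wild-type females, at 8.66, 53.8 and 8.75 CPM in trisomy 2L females, a log2 fold change of 5.08 (standard error 0.841, limma with Benjamini-Hochberg adjustment, adjusted p = 0.00312), and at or under the floor in all 3 metafemale libraries. In metafemales it was at least 26.9-fold lower (limma with Benjamini-Hochberg adjustment, adjusted p = 0.107, with 1.81e-05 to 0.576 over the alternatives), and at least 7.39-fold lower without replicate 1 of wild-type females. lncRNA:let7C (2L, 18455717 to 18473132, plus strand), which overlaps exons of another gene on the opposite strand, was at 2.21 ± 0.840 CPM (SD, n = 3) in wild-type females and at 0.346, 0 and 0.480 CPM in metafemales, a log2 fold change of -2.82 (standard error 0.664, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0224). Replicate 2 of trisomy 2L females differed from the other two in transcripts of male flies. The 12 Y-linked genes listed before the test reached 7.71% of their mean in wild-type males in that library and 0 reads in the other 8 female libraries. The 22 testis genes reached 9.04% in replicate 2 and 2.39% and 2.56% in replicates 1 and 3 of trisomy 2L females, against 4.12% to 5.04% in wild-type females. The sum of lncRNA:roX1 and lncRNA:roX2 reached 17.5% in replicate 2 and 6.33% and 6.49% in replicates 1 and 3, against 2.67% to 4.39% in wild-type females.

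**Figure D4:**
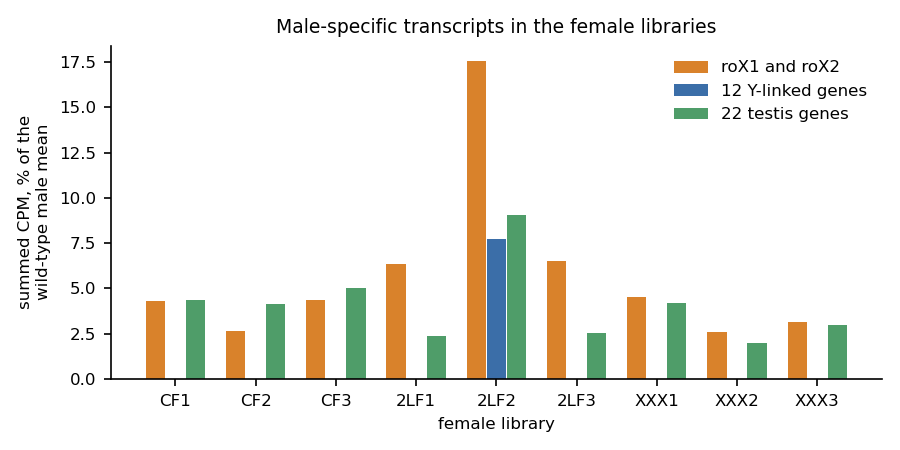
Summed CPM of lncRNA:roX1 and lncRNA:roX2, of 12 Y-linked genes and of 22 testis genes in each of the 9 female libraries, as a percentage of the mean of wild-type males. Replicate 2 of trisomy 2L females is the highest bar for each list (17.5%, 7.71% and 9.04%), and the Y-linked genes are at 0 in the other 8 libraries.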

The majority of them are related to spermatogenesis (for example, *lncRNA:CR43306*), and several others are related to growth and development (*lncRNA:CR31781*), gene expression regulation (*lncRNA:let7C*), and dosage compensation (*lncRNA:roX1* and *lncRNA:roX2*) (Figure 3F). In addition, the expression levels of *lncRNA:CR43306* and *lncRNA:CR31781* are significantly up-regulated in two aneuploidies, while the expression levels of *lncRNA:Hsromega*, which is related to nuclear omega speck organization and the regulation of protein metabolism, are significantly down-regulated in two aneuploidies (Figures 3C–3E).

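lncRNA:CR31781 (2L, 16869462 to 16878300, plus strand, BDGP6.54), of which 1 of 4 transcripts tested was called, was at 21.3 ± 3.58 CPM (SD, n = 3) in wild-type females, 38.5 ± 6.06 in trisomy 2L females and 35.0 ± 6.00 in metafemales, and at 23.2 ± 4.29 in wild-type males and 37.3 ± 2.56 in trisomy 2L males. The log2 fold changes were 1.09 (standard error 0.160, limma with Benjamini-Hochberg adjustment, adjusted p = 0.00150) in trisomy 2L females and 0.87 (adjusted p = 0.00601, limma with Benjamini-Hochberg adjustment) in metafemales. For trisomy 2L males it was 0.54 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.0893), a call lost in each of the 6 fits without 1 library. This gene lies on 2L, at 3 copies in both trisomy 2L groups. lncRNA:CR43306 was not called with limma in any comparison, and DESeq2 called it in trisomy 2L females and metafemales (DESeq2 with Benjamini-Hochberg adjustment, adjusted p = 0.0432 and 0.0438, over the alternatives 0.0432 to 0.861 and 0.0438 to 0.887). lncRNA:Hsromega (3R, 21296621 to 21299396, plus strand), whose 7 tested transcripts share exons, was called in no comparison with limma. Its transcript with the most reads was at 170 ± 63.2 CPM (SD, n = 3) in wild-type females and 142 ± 82.7 in trisomy 2L females, a log2 fold change of -0.10 (standard error 0.892, limma with Benjamini-Hochberg adjustment, adjusted p = 0.989) whose sign changed without replicate 3 of wild-type females (0.13) and without replicate 2 of trisomy 2L females (0.29). It was at 206, 19.4 and 82.8 CPM in wild-type males and at 184, 396 and 660 CPM in trisomy 2L males (limma with Benjamini-Hochberg adjustment, log2 fold change 2.23, adjusted p = 0.210).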

### Potential interactors of lncRNAs affected by aneuploidy

The function of most DE-lncRNAs we identified is unknown. Since lncRNAs may exert their functions by interacting with other factors in *cis* or *trans*,^32^^,^^65^ we predicted their functions by looking for interactors co-expressed or co-located with DE-lncRNAs. The DE-lncRNA and DE-mRNA pairs whose absolute value of Pearson correlation coefficient >0.95 and p value <0.05 were considered as co-expressed. The lncRNA-mRNA pairs shared by at least two aneuploidies were selected to form a co-expression network, which contains 41 lncRNAs, 294 mRNAs, and a total of 568 edges (Figures 4A–4C). It can be observed that there are two large subnetworks in the whole co-expression network, which we call cluster 1 (Figure 4A) and cluster 2 (Figure 4B), in addition to some scattered small clusters (Figure 4C). 

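Pairs of a DE-lncRNA and a DE-mRNA transcript with an absolute Pearson's r above 0.95 over the 6 libraries of a comparison numbered 33324 in trisomy 2L females (10.3% of the pairs called there), 13741 in trisomy 2L males (6.48%) and 41480 in metafemales (10.3%). Found in at least 2 aneuploidies were 2775 pairs, of 46 lncRNA and 961 mRNA transcripts, which is 4.33% of the 64071 pairs called in at least 2. The 6 libraries of a comparison form separate clusters of 3, so transcripts that both differ between the groups correlate whatever their relation within the groups, and 3 libraries per group are too few to test it there. With values centred on each group mean 183 pairs were past the threshold, and over all 15 libraries 117. With log2(CPM + 1) there were 4162. With DESeq2's calls, chosen after the data were seen, there were 5393 pairs of 92 lncRNA and 1720 mRNA transcripts.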

Protein-protein interaction (PPI) analysis was performed for all DE-mRNAs in the network, and the connectivity degree of each mRNA was determined. Therefore, mRNAs with a higher degree, i.e., the redder nodes in Figure 4 (for example, *Ubi-p63E* encoding a polyubiquitin precursor, *Su(var)205* as a structural component of heterochromatin, *Ras85D* as an essential component involved in the signal pathway regulating growth and development, etc.), may play a more critical role in the dysregulation of expression in aneuploidy.

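Among the mRNAs named, Ubi-p63E was at 431 ± 161 CPM (SD, n = 3) in wild-type females, 277 in trisomy 2L females, 256 in metafemales, 251 in wild-type males and 225 in trisomy 2L males. Ras85D was at 134 ± 6.57 CPM (SD, n = 3) in wild-type females, 77.6 ± 7.27 in trisomy 2L females and 87.2 ± 10.4 in metafemales. In males, Ras85D was at 131 CPM in the wild type and 110 in trisomy 2L.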

**Figure 4:**
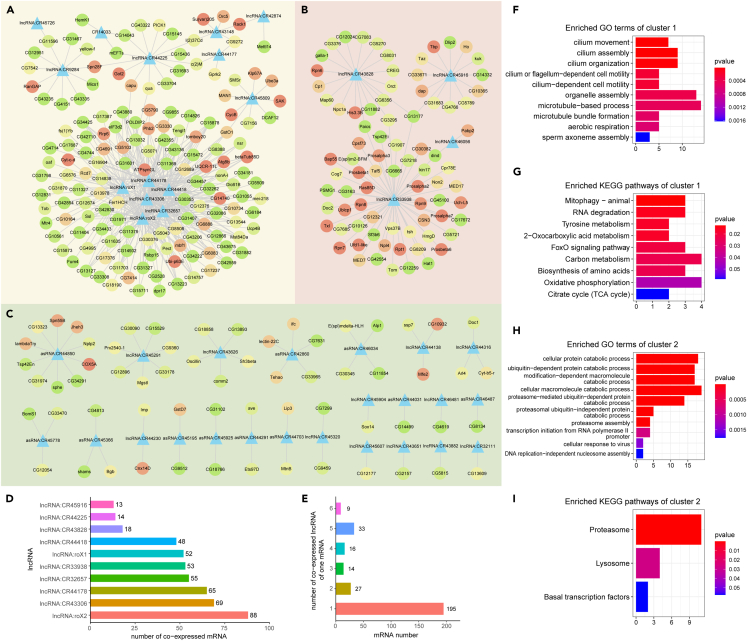
Co-expressed differentially expressed lncRNAs and mRNAs (A–C) Network of co-expressed lncRNAs and mRNAs. The triangular nodes represent lncRNAs, and the round nodes represent mRNAs. The color of the round nodes indicates the degree of this mRNA in the protein-protein interaction (PPI) network composed of DE-mRNAs, with red indicating high connectivity and green indicating low connectivity. The lncRNA and mRNA connected by edges are co-expressed (the absolute value of Pearson correlation coefficient >0.95 and p value <0.05). The entire co-expression network can be divided into two larger clusters (A and B), and a number of smaller, dispersed clusters (C). (D) The top 10 lncRNAs with the largest number of co-expressed mRNAs. (E) The number of co-expressed lncRNA owned by per mRNA. (F) GO functional enrichment analysis of mRNAs involved in the first large cluster of the co-expression network. (G) KEGG pathway enrichment analysis of mRNAs involved in the first large cluster of the co-expression network. (H) GO functional enrichment analysis of mRNAs in the second large cluster of the co-expression network. (I) KEGG pathway enrichment analysis of mRNAs in the second large cluster of the co-expression network.

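With limma's calls, no transcript of lncRNA:roX2 was in the network of pairs found in at least 2 aneuploidies, since it was called in trisomy 2L females only. With DESeq2's calls, it was paired with 945 mRNA transcripts in trisomy 2L females and with 5 in at least 2 aneuploidies, and with 1 when replicate 2 of trisomy 2L females was left out of the correlation, settings chosen after the data were seen. The lncRNAs with the most mRNA transcripts were lncRNA:CR33938 with 426 and lncRNA:CR45916 with 322, followed by lncRNA:CR43626 with 202 and lncRNA:CR44316 with 187, the last 2 named after their values were seen.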

Further analysis of the lncRNA-mRNA co-expression network shows that some lncRNAs have numerous co-expressed mRNAs; for example, *lncRNA:roX2*, which plays a role in the regulation of X chromosome in *Drosophila* males, has 88 co-expressed mRNAs (Figure 4D). Many potential interactors may indicate the functions of these lncRNAs. 

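Of the 961 mRNA transcripts in the network from limma's calls, 325 (33.8%) had 1 lncRNA transcript. With DESeq2's calls 615 of 1720 (35.8%) had 1. With values centred on each group mean it was 115 of 149 (77.2%), and over all 15 libraries 112 of 114 (98.2%).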

On the contrary, most mRNAs have only one co-expressed lncRNA (Figure 4E). Next, functional enrichment analysis and pathway analysis were performed on the two large co-expression subnetworks (Figures 4F–4I). The results showed that the functions of cluster 1 are mainly related to microtubule-based processes, such as cilium movement, cilium organization, and sperm axoneme assembly (Figure 4F); some pathways are enriched by genes in cluster 1, including mitophagy, RNA degradation, amino acid metabolism, aerobic respiration, and so on (Figure 4G). Cluster 2 is mainly enriched in proteasome mediated ubiquitin-independent protein catabolic process, proteasome assembly, and transcription initiation (Figure 4H). Its enriched pathways are proteasome, lysosome, and basal transcription factors (Figure 4I). Using interacting mRNAs to predict the functions of individual lncRNAs (Figure S7A), most of the lncRNAs in cluster 1 are assumed to function in cilium assembly and movement, sperm axoneme assembly, oxidative phosphorylation, biosynthesis of amino acids, mitophagy, and peroxisomes. The lncRNA in cluster 2, represented by *lncRNA:CR33938*, is speculated to have ubiquitin-dependent protein catabolic process, proteasome assembly, cell fate specification, and other important functions affecting various developmental processes. For the entire lncRNA-mRNA co-expression network, the enriched functions or pathways with the names of genes that contributed to the enrichment were displayed using cnetplots (Figures S7B and S7C).

Furthermore, we analyzed DE-mRNAs close to DE-lncRNAs in genome location (within 10 kb), and constructed a co-located lncRNA-mRNA network. This network consists of 89 co-located lncRNA-mRNA pairs, but they are so dispersed that no major clusters are formed (not shown). 

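Pairs of a DE-lncRNA and a DE-mRNA transcript within 10 kb of each other numbered 149 in trisomy 2L females, 51 in trisomy 2L males and 186 in metafemales, with positions from the BDGP6.54 annotation. In at least 2 comparisons there were 42 pairs, and with DESeq2's calls, chosen after the data were seen, 124. Both transcripts changed in the same direction in 104 (69.8%) of the pairs in trisomy 2L females, 30 (58.8%) in trisomy 2L males and 135 (72.6%) in metafemales. Pairs that overlap share sequence, and their levels depend on how the reads were divided.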

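The 42 co-located pairs found in at least 2 comparisons were made of 21 lncRNA and 42 mRNA transcripts. Of these lncRNA transcripts, 17 (81.0%) had 1 or 2 co-located mRNA transcripts, and each of the 42 mRNA transcripts had 1 lncRNA. With DESeq2's calls, 47 of 59 lncRNA transcripts (79.7%) had 1 or 2, and 116 of 120 mRNA transcripts (96.7%) had 1.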

For each lncRNA, most have one or two co-located mRNAs; while for each mRNA, only one lncRNA co-located with it (Figures S8A and S8B). Enrichment analysis revealed that the functions of genes in co-localization network are mainly enriched in somatic muscle development, myoblast fusion, organic hydroxy compound metabolic process, and negative regulation of the Notch signaling pathway (Figure S8C). There were also enrichments of multiple metabolic pathways, such as fatty acid biosynthesis, amino sugar and nucleotide sugar metabolism, inositol phosphate metabolism, and carbon metabolism (Figure S8D).

### Differentially expressed TE families and their interactors

We additionally performed differential expression analysis for TE families. 44, 31, and 43 differentially expressed TE families (DE-TEs) are found in trisomy 2L females, trisomy 2L males, and metafemales, respectively (Figure 5A). Similar to mRNA and lncRNA, the number of DE-TEs shared by trisomy 2L females and metafemales was greater than the number of DE-TEs shared by trisomy 2L females and trisomy 2L males (24 compared with 21), and the species of differentially expressed families was significantly correlated (Fisher’s exact test p values <0.05). Fourteen DE-TEs were present in all three aneuploidies (Figure 5B), while 32 TE families were differentially expressed in at least two groups (Figure 5C). Furthermore, most of these DE-TEs are LTR or LINE-like retrotransposons (Figures 5B and 5C).

**Figure 5:**
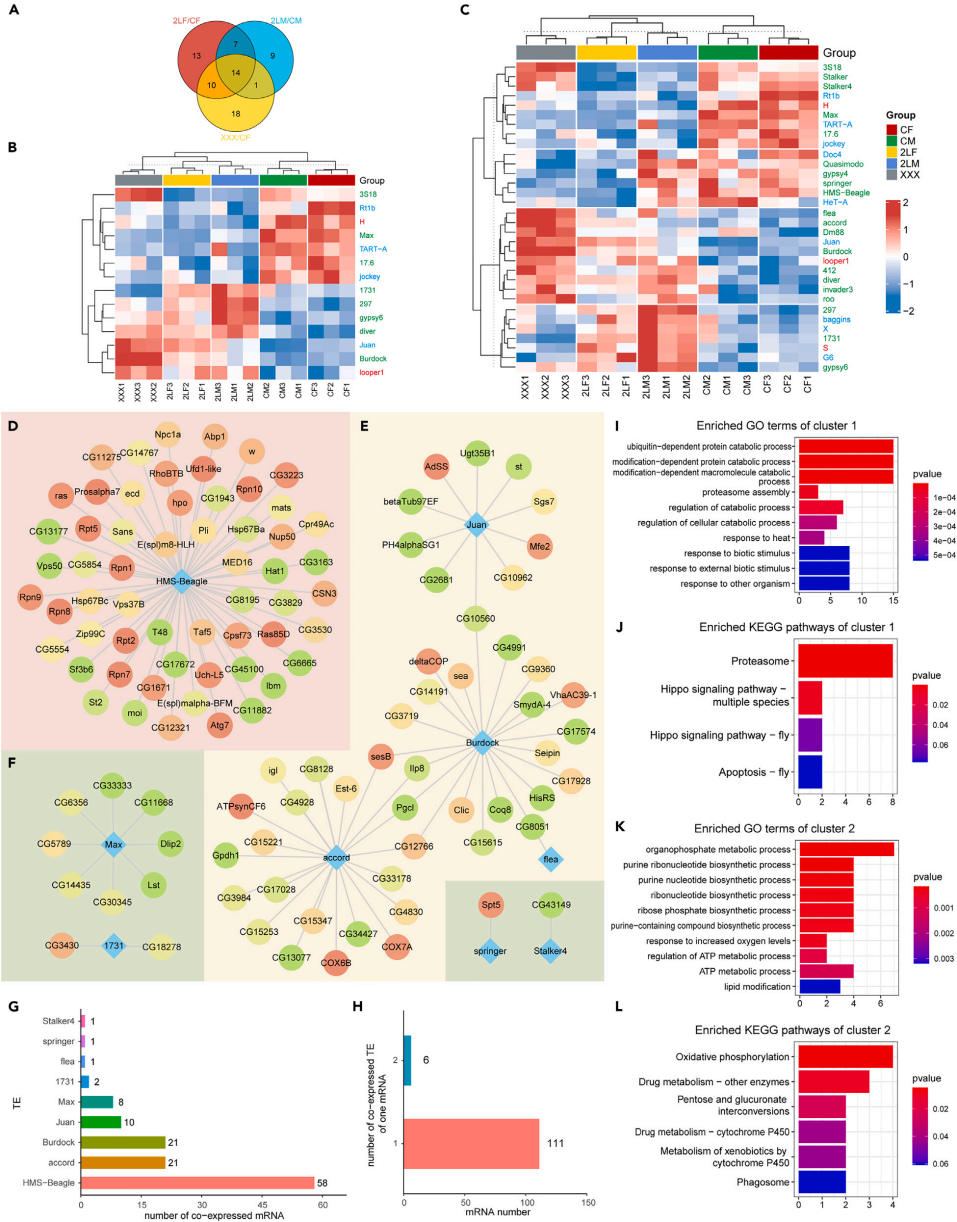
Co-expressed differentially expressed TE families and mRNAs (A) Venn diagram of the number of differentially expressed TE families (DE-TEs) in trisomy 2L female, trisomy 2L male, and metafemale. (B) Clustering heatmap of TE families differentially expressed in all three aneuploidies. (C) Clustering heatmap of TE families differentially expressed in at least two groups of comparisons. The text colors of the TE families represented their classification, with green indicating LTR retrotransposons, blue indicating LINE-like TEs, and red indicating TIR transposons. CF, wild-type female control; CM, wild-type male control; 2LF, trisomy 2L female; 2LM, trisomy 2L male; XXX, metafemale. (D–F) Network of co-expressed TE families and mRNAs. The diamond nodes represent TE families, and the round nodes represent mRNAs. The color of the round nodes indicates the degree of this mRNA in the PPI network composed of DE-mRNAs, with red indicating high connectivity and green indicating low connectivity. The TE family and mRNA connected by edges are co-expressed (the absolute value of Pearson correlation coefficient >0.95 and p value <0.05). The entire co-expression network can be divided into two larger clusters (D and E), and a number of smaller, dispersed clusters (F). (G) TE families sorted by the number of their co-expressed mRNAs. (H) The number of co-expressed TE families owned by one mRNA. (I) GO functional enrichment analysis of mRNAs involved in the first large cluster of the co-expression network. (J) KEGG pathway enrichment analysis of mRNAs involved in the first large cluster of the co-expression network. (K) GO functional enrichment analysis of mRNAs in the second large cluster of the co-expression network. (L) KEGG pathway enrichment analysis of mRNAs in the second large cluster of the co-expression network.

Subsequently, we performed co-expression analysis of these TE families with DE-mRNAs (Figures 5D–5F). The TE-mRNA co-expression network includes 9 TE families, 117 mRNAs, and 123 pairs of interactions. This network can also be further divided into two smaller subnetworks, cluster 1 and cluster 2 (Figures 5D and 5E), and some scattered clusters (Figure 5F). The DE-TE with the most potential interactors is an LTR transposon, *HMS-Beagle*, with 58 co-expressed mRNAs (Figure 5G). On the contrary, there are only one or two co-expressed TE families per mRNA, and the majority are one (Figure 5H). Enrichment analysis of cluster 1 with the core of *HMS-Beagle* showed that its functions are mainly concentrated in ubiquitin-dependent protein catabolic process, proteasome assembly, response to heat, and response to biotic stimulus (Figure 5I). Pathway analysis found that the proteasome, apoptosis, and Hippo signaling pathways are enriched (Figure 5J). The genes in cluster 2 are enriched with lipid modification, ATP metabolic process, purine nucleotide biosynthetic process, and other metabolic processes (Figure 5K). For cellular pathways, they are enriched in oxidative phosphorylation, drug metabolism, phagosome, etc. (Figure 5L). We also predicted the functions of individual TE families based on their co-expressed mRNAs (Figure S9A), and identified specific mRNAs that are responsible for the enriched functions and pathways (Figures S9B and S9C).

### Expression patterns of dosage-affected lncRNAs and their interactors in aneuploid *Drosophila* embryos

To examine the developmental expression patterns of the dosage-affected noncoding genes identified previously, we designed probes (Figure S10) for several lncRNAs and their potential interactors which was used for tyramide signal amplification (TSA)-based fluorescence *in situ* hybridization (FISH) of *Drosophila* embryos. With high resolution, sensitivity, and consistency, TSA-FISH can provide information about the temporal and spatial patterns of RNA expression and allow us to predict the function of RNA based on their subcellular and subembryonic localization.^8^ A total of sixteen candidate genes that may perform different functions were selected for detection, including co-expressed lncRNA-mRNA pairs, as well as a TE family that has the highest connectivity in the co-expression network (Table 1). Full results are shown in Data S1, including subembryonic and subcellular localization of probes and corresponding descriptions; the relative quantification of signal intensities at three developmental stages is also listed.

**Table 1:** Information of candidate genes

Group	Genes	Type	Function
Co-expressed cluster 2	lncRNA:CR33938	lncRNA	lncRNA:CR33938 is highly expressed in the distal cells of the third instar larval leg disc and has potential roles in regulating distal leg development.
	CG3295	mRNA	Predicted to enable ubiquitin protein ligase and transferase activity. Involved in positive regulation of proteasomal ubiquitin-dependent protein catabolic process. Part of GID complex.
	HmgD	mRNA	HmgD encodes a highly abundant chromosomal protein involved in DNA bending and chromatin organization.
	tsh	mRNA	tsh is a homeotic protein that determine segment identity throughout the entire trunk during embryogenesis. It has multiple development, transcription, and signaling functions.
Co-expressed cluster 2	lncRNA:CR45916	lncRNA	Predicted to be involved in miRNA-mediated gene silencing. Predicted to be part of RISC complex.
	dap	mRNA	dap encodes a Cyclin-dependent kinase inhibitor in the CIP/KIP family. It binds to CycE-Cdk2 complexes and thereby inhibits their protein kinase activity.
Co-expressed small cluster	asRNA:CR42860	lncRNA	–
	Tehao	mRNA	It is involved in the Toll signaling pathway and innate immune response.
	ifc	mRNA	Sphingolipid-delta-4-desaturase activity. Required to initiate spermatid differentiation among other signals. Required for central spindle assembly and cytokinesis during male meiosis.
Co-expressed cluster 1	lncRNA:CR43148	lncRNA	–
	Su(var)205	mRNA	Structural component of heterochromatin, involved in gene repression and the modification of position-effect variegation. Recognizes and binds histone H3 tails methylated at Lys-9, leading to epigenetic repression.
Co-expressed cluster 1	lncRNA:CR44178	lncRNA	–
	nonA-l	mRNA	Predicted to enable mRNA binding activity. Predicted to be involved in regulation of transcription, DNA-templated. Predicted to be active in nucleus. Is expressed in adult head.
	lncRNA:CR44418	lncRNA	–
	Atg8b	mRNA	Atg8b encodes a ubiquitin-like protein and is a member of the autophagy-related gene family. Atg8b has an abundant testis-specific expression and has roles in the maintenance of sperm motility.
Transposable element	HMS-Beagle	TE	–

GID complex, glucose-induced degradation-deficient complex; RISC, RNA-induced silencing complex; CIP/KIP family, CDK-interacting protein/kinase inhibitory protein family; CycE-Cdk2 complex, Cyclin E/Cyclin-Dependent Kinase 2 complex; TE, transposable element.

Stage 1–5 and Stage 6–11 include many important early developmental markers, such as the maternal-zygotic transition and the germband elongation. It was found that the zygotically expressed genes in early embryogenesis are enriched in transcription regulation, cell fate determination, tissue and organ development, and morphogenesis.^8^ The candidate gene *tsh* is considered to be able to regulate the development of eye, leg, midgut, head, and prothoracic segment, and participate in transcription regulation and Wg signaling pathway. It is also one of the genes with interesting expression patterns in our FISH experiment. In the two early periods, the subembryonic localizations of *tsh* show segmented patterns, which are distributed in the midposterior and posterior part of the embryos respectively; and the localization of *tsh* in wild type and trisomy 2L are similar (Figures 6A, 6A′, 6B, 6B’, and Data S1). Therefore, *tsh* may be a vital gene to maintain early embryogenesis. For lncRNAs, although the functions of the majority are unknown, specific expression patterns can also be detected. For example, *lncRNA:CR33938*, co-expressed with *tsh*, is mainly enriched in the head and amnioproctodeal invagination in St. 6–11, though its probe signals show a ubiquitous distribution in St.1-5 (Figures 6C, 6C’, and Data S1).

**Figure 6:**
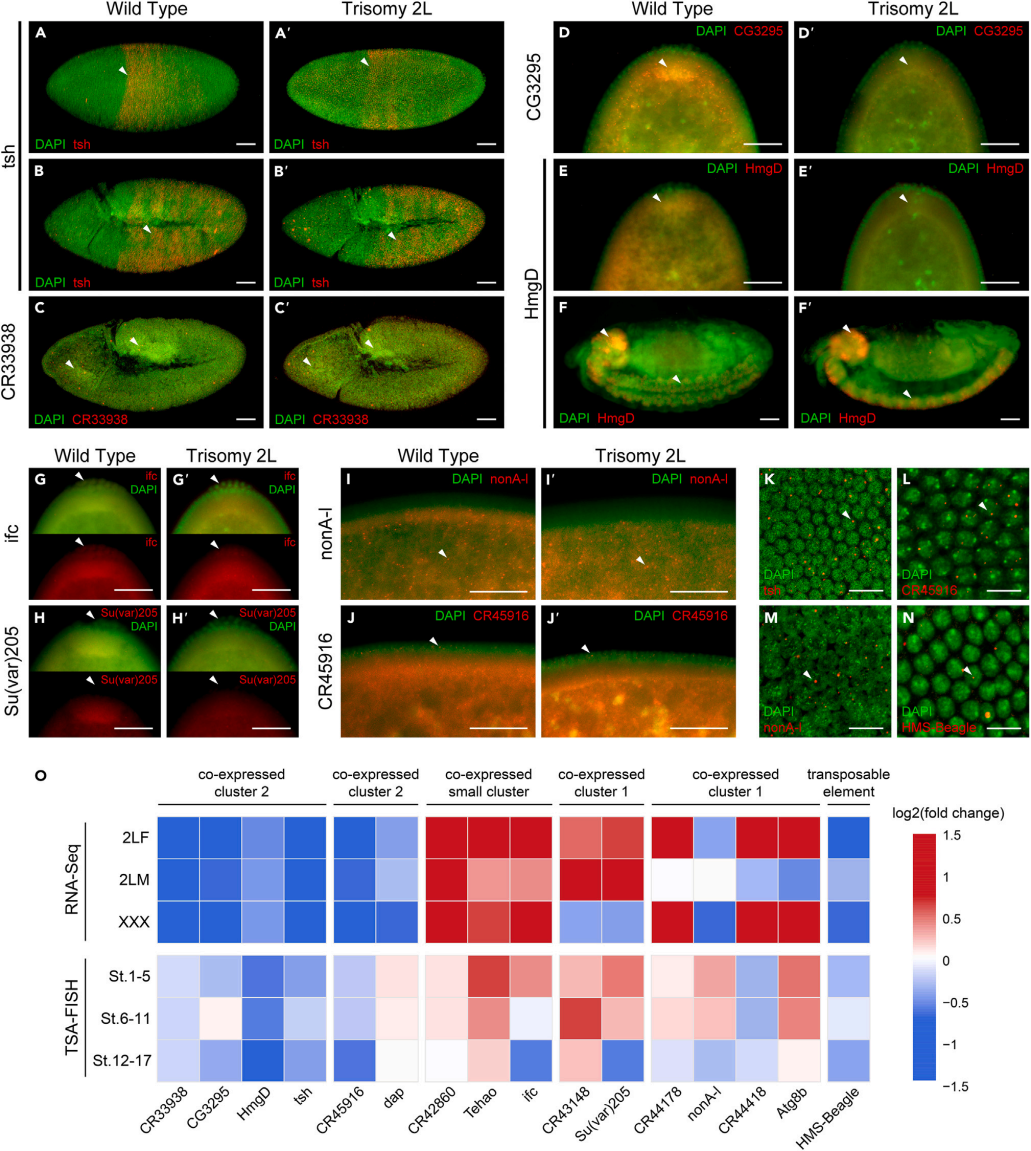
Expression patterns of candidate genes in embryonic development of *Drosophila* (A–J) Subembryonic distribution of probes in wild-type *Drosophila*. (A′-J′) Subembryonic distribution of probes in Trisomy 2L *Drosophila*. The name of the gene is shown in the left of the picture, and the genotype is shown above. Red, probe; green, DAPI. Arrowheads indicate regions of enriched or differential probe signal. Scale bars, 50 μm. (K–N) Subcellular localization of probe signals. Probe names are written in the lower left corner of the picture. Red, probe; green, DAPI. Arrowheads indicate the foci of probe signals. Scale bars, 10 μm. (O) Expression changes of candidate genes in aneuploid *Drosophila* detected by RNA-seq and TSA-FISH. The colors of the heatmap represent log2 fold changes in trisomy compared with wild type. 2LF, trisomy 2L female; 2LM, trisomy 2L male; XXX, metafemale. FISH data represents the mean value of 10 embryos.

Two other genes, *CG3295* and *HmgD*, in the same co-expression cluster have different localizations in trisomy 2L and wild-type embryos. *CG3295*, which is involved in regulation of proteasomal ubiquitin-dependent protein catabolic process, loses its localization at posterior yolk plasm in the trisomy 2L blastoderm (Figures 6D, 6D’, and Data S1) while *HmgD*, which is related to transcription regulation and chromatin organization, not only loses its posterior yolk plasm localization in trisomy 2L but also shows an apical enrichment that is not found in wild-type embryos (Figures 6E, 6E’, and Data S1). The distribution changes of *CG3295* and *HmgD* may lead to subsequent disturbance of ubiquitination and chromatin organization, which may be associated with the abnormal development of trisomy 2L. In addition, signals of *HmgD* are strongly enriched in the brain and ventral nerve cords of *Drosophila* embryos during the third period (Stage 12–17) (Figures 6F and 6F', and Data S1), suggesting the possible nervous system function of *HmgD*.

The expression patterns of genes in the other co-expressed clusters also reflect their biological functions. For example, the probe signals of *ifc* related to spermatogenesis are enriched in posterior yolk plasm and pole cell in Stage 1–5, indicating a reproductive related function (Figures 6G, 6G’, and Data S1). *Su(var)205*, which is associated with heterochromatin assembly, shows a pole cell exclusion pattern, and the posterior yolk plasm localization disappears (Figures 6H, 6H’, and Data S1). Both *nonA-l*, which is related to mRNA splicing, and *lncRNA:CR45916*, which is involved in miRNA-mediated gene silencing, have small foci distributed on the surface of blastoderms, and both have intranuclear subcellular localizations (Figures 6M, 6L, and Data S1). Notably, several probes are enriched in posterior yolk plasm in wild-type embryos in St. 1–5, but not in trisomy 2L (Data S1). These common localization differences show that trisomy 2L has an impact starting in early embryonic development. The characteristic events of *Drosophila* embryonic development in the third period (St. 12–17) are dorsal closure, head involution, and midgut closure. Most of the candidate probes can be detected in the brain, midgut, hindgut, proventriculus, amnioserosa, and the medial side of the embryos during St. 12–17 (Data S1). This may be due to the full activation of zygote genome and generally active transcription of genes in the late embryonic development, in preparation for entering the larval stage.

At the subcellular level, the distribution patterns of most probes (87.5%) are or at some stages are perinuclear (Data S1). *tsh*, *lncRNA:CR45916*, *nonA-l*, and transposable element *HMS-Beagle* have intranuclear localization patterns (Figure 6K–6N). Among the nine co-expressed pairs determined by RNA-seq results, five pairs of lncRNA and mRNA have the same subcellular localization patterns, validating the interaction relationship between these lncRNAs and mRNAs. In addition, there is no visible difference in subcellular distributions of all candidate genes between wild type and trisomy 2L embryos.

The expression levels of candidate genes in wild type and trisomy 2L *Drosophila* embryos were analyzed according to the relative fluorescence intensities of probes. Compared with the wild type, the expression levels of most candidate genes changed significantly in trisomy 2L regardless of whether the probe distributions changed or not (Data S1). The expression changes of 75% (12/16) of the candidate genes in most developmental stages are consistent with the results of RNA sequencing (Figure 6O and Data S1). Furthermore, according to the RNA-seq results, sixteen candidate genes contain nine groups of co-expression relationships, and five co-expression relationships exist in the FISH experiment, which confirms the association between these lncRNAs and mRNAs. 

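The RNA sequencing side of this comparison was made on whole larvae, and the fluorescence of embryos was not analysed here. In trisomy 2L females, limma called 8 of the 15 candidate genes other than the transposable element. Sou (named CG3295 in the paper) had a log2 fold change of -1.10 (standard error 0.205, limma with Benjamini-Hochberg adjustment, adjusted p = 0.00625). tsh had -1.22 (standard error 0.348, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0518) and dap -0.43 (standard error 0.135, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0767). Tehao had 0.94 (standard error 0.199, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0125) and ifc 1.22 (standard error 0.189, limma with Benjamini-Hochberg adjustment, adjusted p = 0.00217). The transcript of asRNA:CR42860 with the most reads, antisense to exons of another gene, had 1.93 (standard error 0.570, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0583). The other two called were lncRNA:CR33938 and lncRNA:CR45916. The call of dap was lost in all 6 fits without 1 library, that of tsh in 4 and that of asRNA:CR42860 in 4. HmgD, lncRNA:CR43148, lncRNA:CR44178, nonA-l, lncRNA:CR44418 and Atg8b were not called with limma and were called with DESeq2, and the mRNA paired with lncRNA:CR43148 in Table 1 was called by neither. Some of these levels rest on 1 library. The lower bound of the fold fell from 14.7 to 0.166 for Atg8b and from 3.65 to 1.78 for lncRNA:CR44418 without replicate 2 of trisomy 2L females. For lncRNA:CR44178 it fell from 4.66 to 0 without replicate 3. In metafemales limma called Sou, tsh, dap, Tehao, ifc, nonA-l, lncRNA:CR33938 and lncRNA:CR45916, and in trisomy 2L males Sou, lncRNA:CR43148, lncRNA:CR33938 and lncRNA:CR45916. tsh, dap, Sou, Tehao and ifc are counted by transcript, as are the lncRNAs.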

The differences between sequencing results and FISH quantification may be due to the different development stages of detection.

### Biological functions of candidate lncRNAs and TEs in *Drosophila* gonads

To further investigate the biological functions of candidate noncoding genes, we used the GAL4-UAS system to knock down several candidate lncRNAs and TE in *Drosophila* gonads. The ovary of female *Drosophila* consists of dozens of ovarioles containing sequentially developing egg chambers, with the germarium at its anterior. The Sex-Lethal (SXL) protein is required for germline stem cells (GSCs) to enter the differentiation pathway. In the absence of SXL, germ cells will be blocked in a state between GSC and cystoblast.^71^ According to immunofluorescence staining, SXL protein was only enriched in the cytoplasm of a few cells at the top of the germarium (Figures 7A–7G). There was no obvious difference in its location in *lncRNA:CR33938*, *lncRNA:CR45916*, and the TE *HMS-Beagle* ovarian-specific knockdown lines compared with the control. However, the relative quantity of SXL in germarium of these RNAi *Drosophila* has been down-regulated, especially in *lncRNA:CR33938* RNAi strain (Figure 7H). Studies have reported that lack of SXL will lead to continued proliferation and germline tumors that inappropriately express a set of male specific markers.^72^ In our experiment, lncRNA or TE knockdown lines showed reduced SXL levels, but no ovarian tumor phenotype was observed.

**Figure 7:**
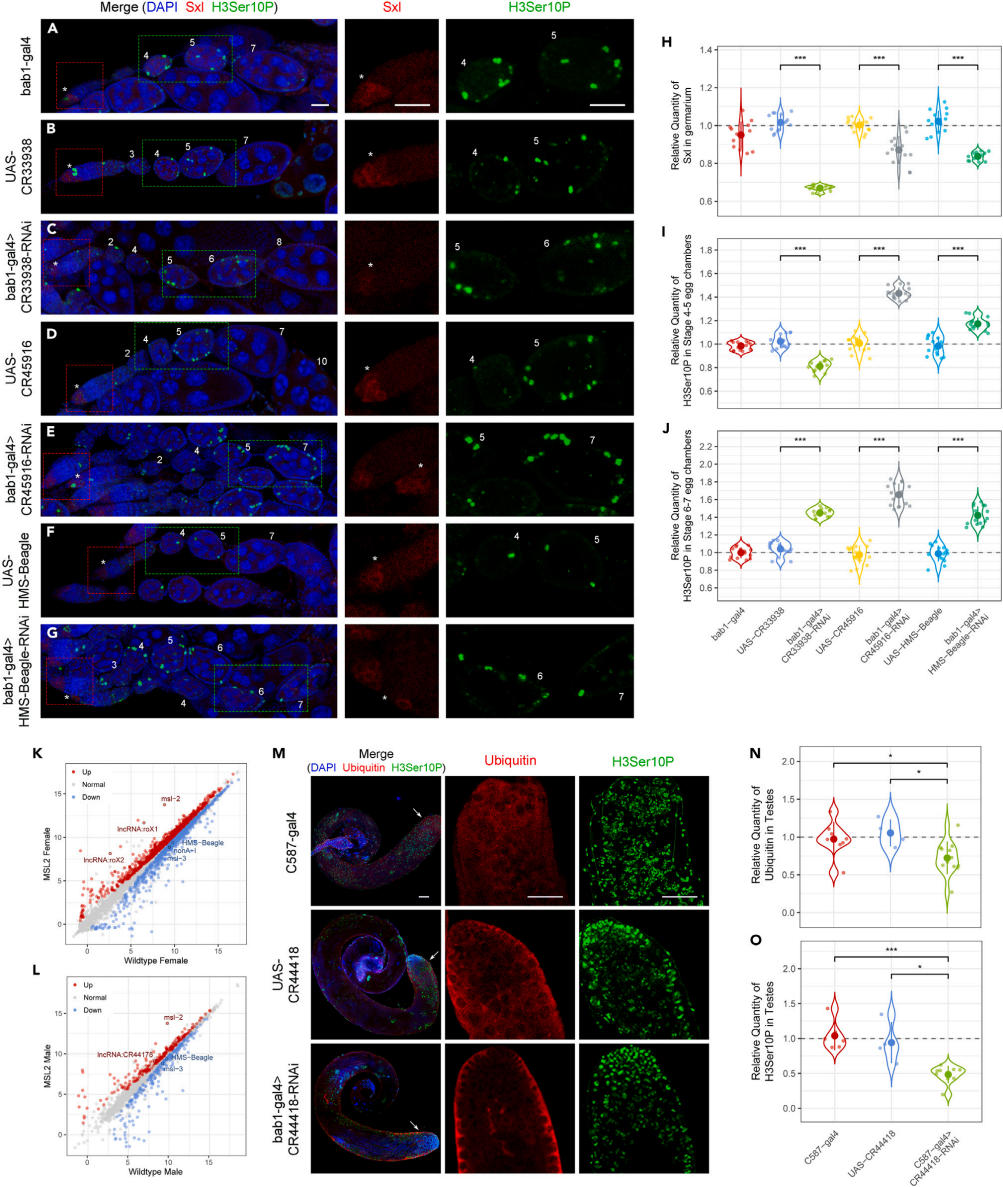
Immunofluorescence staining of ovaries and testes from lncRNAs and TE knockdown *Drosophila* (A–G) Immunofluorescence staining of *Drosophila* ovaries. Each multi-color fluorescent photograph focuses on one ovariole whose egg chambers is marked with the development stages, and an asterisk indicates the germarium. The genotypes are annotated on the left side of each row. Red, SXL; green, H3Ser10P; blue, DAPI. The red dashed squares indicate germarium and are enlarged in the middle panels. The green dashed rectangles indicate egg chambers and are enlarged in the right panels. Scale bars, 25 μm. (H) Relative quantification of SXL at the top of germarium based on fluorescence intensity. Sample size ≥12. (I and J) Relative quantification of H3Ser10P in stage 4–5 (I) and stage 6–7 (J) egg chambers based on fluorescence intensity. Sample size ≥12. (K and L) Scatterplots of gene expression after overexpression of MSL2 in female (K) and male (L) *Drosophila*. The axis indicate the average expression of a gene, in the form of regularized-logarithm transformation. Red and blue dots represent significantly up-regulated and down-regulated genes, respectively (padj < 0.1). DEGs in the candidate genes mentioned above and MSL complex are marked with their symbols. (M) Immunofluorescence staining of *Drosophila* testes. The apex of the testes, indicated by the arrows, is shown in the middle and right panels. The genotypes are annotated on the left. Red, Ubiquitin; green, H3Ser10P; blue, DAPI. Scale bars, 50 μm. (N and O) Relative quantification of Ubiquitin and H3Ser10P in *Drosophila* testes based on fluorescence intensity. Sample size ≥4. Student’s *t* test ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001.

The development of egg chambers is divided into 14 stages, which can be determined by the morphology and size of the egg chamber.^73^ In addition to the germline cells, the egg chambers also include a layer of somatic follicle cells. Follicle cells undergo mitosis until stage 5, after which they undergo the mitosis-endocycle (M/E) transition and begin to differentiate. When the mitotic marker H3Ser10P was used to indicate the dividing cells, the positive signal in the normal ovary was mainly distributed in the germarium, and follicle cells of the egg chambers before stage 6 (that is, before the M/E switch) (Figures 7A, 7B, 7D, and 7F). However, in the three ovarian-specific RNAi strains, it was observed that the H3Ser10P signal of follicle cells persisted to stage 6 or even stage 7 (Figures 7C, 7E, and 7G). Therefore, knocking down *lncRNA:CR33938*, *lncRNA:CR45916*, or *HMS-Beagle* may interfere the M/E transition of follicle cells, and affect the development of *Drosophila* ovary. Relative quantification of the signal intensity of H3Ser10P revealed that in *lncRNA:CR33938* RNAi strain, the level of H3Ser10P was significantly decreased in stage 4–5 egg chambers, but increased in stage 6–7 egg chambers (Figures 7I and 7J). It is suggested that *lncRNA:CR33938* may play a role in female reproduction during oogenesis, and its deficiency will not only reduce the level of SXL in germarium but also delay the development of the egg chambers. For *lncRNA:CR45916* and *HMS-Beagle* RNAi, H3Ser10P was significantly increased in both stage 4–5 and stage 6–7 egg chambers (Figures 7I and 7J), which shows disruption of follicle cell proliferation and abnormal ovarian development.

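lncRNA:CR33938 has 2 exons and lies between genes. It was at 34.9 ± 2.95 CPM (SD, n = 3) in wild-type females, 10.8 ± 0.533 in trisomy 2L females and 15.9 ± 2.29 in metafemales, and at 40.8 ± 10.8 in wild-type males and 25.3 ± 10.2 in trisomy 2L males. In females no library of either aneuploidy overlapped those of the wild type. With DESeq2's calls its co-expressed mRNA transcripts in at least 2 aneuploidies numbered 615.

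**Figure D5:**
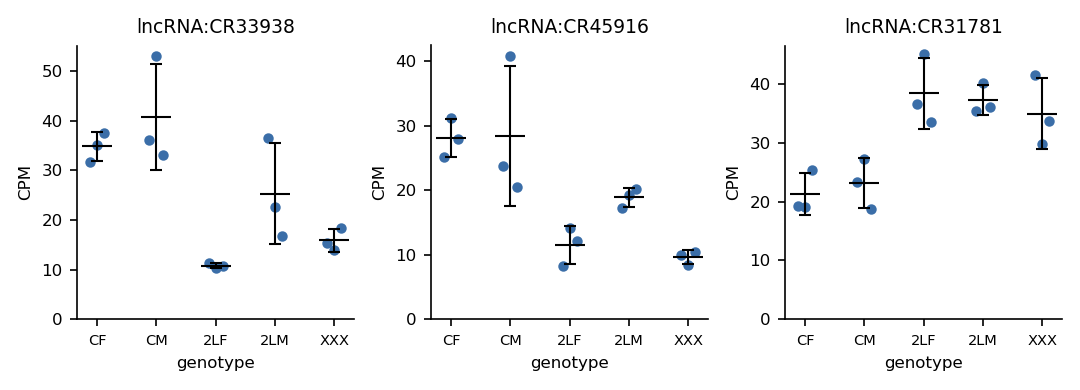
CPM of lncRNA:CR33938, lncRNA:CR45916 and lncRNA:CR31781 in each library (points) with the mean and SD of each group of 3 (bars), for CF, CM, 2LF, 2LM and XXX. lncRNA:CR33938 falls from 34.9 CPM in CF to 10.8 in 2LF and 15.9 in XXX, while lncRNA:CR31781 rises from 21.3 to 38.5 and 35.0.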

Based on the results of RNA sequencing, both *lncRNA:CR33938* and *HMS-Beagle* have more than fifty co-expressed mRNAs, many of which have developmental regulatory functions (Figures 4B, 4D; 5D, and 5G). For example, *Prosalpha7*, *CSN3*, *Ras85D*, which are co-expressed with *lncRNA:CR33938*, and *Atg7*, *ecd*, *mats*, which are co-expressed with *HMS-Beagle*, have ovarian related functions such as oogenesis, ovarian follicle cell or germ cell development. In addition, *dap*, which is co-expressed with *lncRNA:CR45916* functions in oocyte fate determination and germline cell cycle switching. 

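In the network from limma's calls, lncRNA:CR33938 was paired with Prosalpha7 and Ras85D, where both were called in trisomy 2L females and metafemales, and with CSN3, where both were called in trisomy 2L females and males. Prosalpha7 was at 248 ± 21.7 CPM (SD, n = 3) in wild-type females, 122 ± 14.5 in trisomy 2L females and 134 ± 26.4 in metafemales. CSN3 was at 53.9 ± 3.69 CPM (SD, n = 3) in wild-type females, 31.9 ± 2.09 in trisomy 2L females and 35.8 ± 0.410 in metafemales, and at 62.4 in wild-type males and 47.7 in trisomy 2L males. These mRNAs fell with lncRNA:CR33938 between the groups. With values centred on each group mean, Pearson's r of Prosalpha7, CSN3 and Ras85D with lncRNA:CR33938 was 0.696, 0.359 and 0.438 over the 6 libraries of trisomy 2L and wild-type females, 0.642, 0.352 and 0.770 over those of metafemales and wild-type females, and 0.992, 0.954 and 0.955 over those of the males.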

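lncRNA:CR45916, an intergenic transcript of 1 exon, was at 28.1 ± 2.99 CPM (SD, n = 3) in wild-type females, 11.5 ± 2.99 in trisomy 2L females and 9.63 ± 1.06 in metafemales. dap was at 57.5 ± 0.311 CPM (SD, n = 3) in wild-type females, 36.2 ± 3.30 in trisomy 2L females and 32.6 ± 2.28 in metafemales. The pair was past the correlation threshold with both called in trisomy 2L females and metafemales. With values centred on each group mean, Pearson's r of the pair was 0.718 and 0.364 in these comparisons, and 0.891 in the males. In males, lncRNA:CR45916 was at 28.4 ± 10.9 CPM (SD, n = 3) in the wild type and 18.9 ± 1.46 in trisomy 2L, and dap at 57.4 and 50.7 CPM.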

There is also a link between *HMS-Beagle* and the male-specific lethal (MSL) complex, as the expression of *HMS-Beagle* was significantly down-regulated in the transcriptome data of MSL2 overexpressed *Drosophila* (Figures 7K, and 7L). These results indicate that candidate lncRNAs and TE are important, which may affect sex determination and dosage compensation, or gonad development and reproductive ability of *Drosophila* by interacting with SXL, MSL2, and their co-expressed protein-coding genes.

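lncRNA:CR44418 was at 2.43 ± 1.17 CPM (SD, n = 3) in wild-type males and 1.99 ± 0.735 in trisomy 2L males. It was at 0 in wild-type females, at 0.126 ± 0.112 in trisomy 2L females and at 0.0340 ± 0.0590 in metafemales, so its level in females rests on few reads. In trisomy 2L females it was at least 3.65-fold higher, or at least 1.78-fold without replicate 2 of trisomy 2L females, and not called with limma. With DESeq2's calls it had 15 co-expressed mRNA transcripts, and 3 when replicate 2 of trisomy 2L females was left out of the correlation. The mRNAs with functions in spermatogenesis were also far lower in females. In wild-type males, wild-type females and trisomy 2L females, Mst84Da was at 53.2, 0.00426 and 1.10 CPM, Rcd7 at 27.9, 0 and 0.536 CPM, Atg8b at 19.0, 0 and 0.505 CPM, nsr at 71.9, 1.01 and 3.51 CPM, and CG42355 at 3.93, 0 and 0.108 CPM. Much of the level in trisomy 2L females came from replicate 2, with 0, 3.30 and 0 CPM of Mst84Da, 0, 1.61 and 0 of Rcd7, 0, 1.50 and 0.0114 of Atg8b and 1.50, 7.39 and 1.64 of nsr in replicates 1, 2 and 3. CG42355 was at 0.174, 0.0810 and 0.0687 CPM. None of the pairs of lncRNA:CR44418 with these 5 mRNAs was in the network with limma's or with DESeq2's calls.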

Another candidate gene *lncRNA:CR44418* has 48 co-expressed mRNAs (Figures 4A and 4D), of which five (*Atg8b*, *CG42355*, *Mst84Da*, *nsr*, and *Rcd7*) have spermatogenesis related functions, and the co-expressed genes are enriched with GO term of Ubiquitous-dependent protein catabolic process (p value = 2.0e-12). Therefore, we examined the level of ubiquitin in the testes of *lncRNA:CR44418* gonad-specific knockdown *Drosophila*. It was found that ubiquitin signal was mainly concentrated in the apex, but it was also widely distributed in other parts of the testes (Figure 7M). Although the distribution of ubiquitin in the testes of *lncRNA:CR44418* RNAi *Drosophila* was unchanged, its relative level was significantly down-regulated (Figure 7N). Since ubiquitination is required for chromatin remodeling and spermatid terminal differentiation (i.e., individualization) of *Drosophila* sperm,^74^^,^^75^ reduced expression of *lncRNA:CR44418* may lead to decreased ubiquitination in testes and impair spermatogenesis. Furthermore, we also observed a significant decrease of H3Ser10P signal in RNAi testes (Figure 7O), implying a reduction in cell division and a disturbance in the development of male gonads.

## Discussion

Dosage changes of single chromosomes or chromosome segments (aneuploidy) in organisms are usually more detrimental than the increase or decrease of a whole set of chromosomes (euploid variation) known as genetic imbalance.^15^^,^^16^^,^^17^ This phenomenon has been found in different taxa such as *Drosophila*, maize, *Arabidopsis*, *Datura*, and human cells.^10^^,^^11^^,^^16^ Some view that the expression of genes on the varied chromosomes will change proportionally, and this is the primary basis of the deleterious phenotype of aneuploidy.^4^^,^^76^ However, others found partial genome changes can produce extensive regulation on the expression of both *cis* and *trans* genes.^8^^,^^9^^,^^10^^,^^11^^,^^12^^,^^13^^,^^77^^,^^78^^,^^79^^,^^80^ A few studies have examined the expression changes of protein-coding genes in aneuploidy,^10^^,^^11^^,^^12^^,^^13^^,^^63^^,^^64^^,^^77^ with a focus on several potential dosage-sensitive factors, mostly components of protein complexes.^16^^,^^64^^,^^77^ In this study, we performed an analysis of the expression and characteristics of lncRNAs and TEs in aneuploid *Drosophila*, as well as their potential interactors. Their distribution patterns during embryonic development and biological functions in gonads were also investigated. It was demonstrated that lncRNAs and TEs are dosage affected and may be involved in gene expression modulation and development control of aneuploidy.

The patterns of expression in aneuploidy were first detected in maize, which are also applicable to other species.^16^^,^^81^ Early studies of genomic imbalance revealed a phenomenon, in which the genes without copy-number changes in aneuploidy are inversely modulated, which is called the inverse dosage effect.^81^^,^^82^ Later, with the rapid development of high-throughput sequencing technology, comprehensive studies were carried out on different dosage series of segmental aneuploidies.^11^^,^^77^^,^^83^ It was found that the expression of *cis* genes generally ranged from compensation to dosage effect, while the expression of *trans* genes mainly ranged from unchanged to negatively correlated with chromosome changes.^10^^,^^11^^,^^77^ *Trans* genes tend to show an inverse dosage effect when *cis* genes approach dosage compensation.^11^^,^^77^ *Drosophila*, with a relatively simple chromosome complement, also has many in-depth studies on genomic imbalance.^16^^,^^18^ In addition, these studies also revealed sexual dimorphism in aneuploid *Drosophila*, that is, differences between sex-biased and non-sex-biased genes, and the specificity of the response of sex chromosomes.^13^^,^^63^ The fact that the inverse dosage effects act on the entire genome suggests that the dosage compensation of *cis* genes results from a simultaneous inverse modulation that counteracts the direct proportional dosage effect that might otherwise occur.^64^^,^^84^^,^^85^

Previous aneuploidy studies have seldom distinguished between protein-coding and noncoding genes, and most have paid little attention to whether different types of genes have different responses. Only a few studies examined the dosage-dependent expression of some atypical RNAs, for example, serine-4 transfer RNA and *copia* retrotransposons were found to show dosage compensation.^86^^,^^87^ A recent study examined the dosage sensitivity of miRNAs in a series of aneuploid maize, and found that miRNAs are affected as well and could act as regulators in aneuploidy.^25^^,^^88^ We performed an analysis of mRNAs, lncRNAs, and TEs in aneuploid *Drosophila* and revealed that the expression of lncRNAs and TEs can also be affected by genomic imbalance. Similar to protein-coding genes, a subset of *cis* noncoding genes is dosage compensated, while *trans* noncoding genes mostly show down-regulation in trisomies. The down-regulation of lncRNAs is generally more significant than that of mRNAs, indicating that lncRNAs maybe more strongly affected. The greater sensitivity of lncRNAs was documented in different species. Furthermore, the responses of lncRNAs are distinct between males and females in aneuploid *Drosophila*, and the expression of females tends to be lower, which represents a sexual dimorphism. The specific responses of lncRNAs on the X chromosome were also demonstrated. For TEs, although the expression levels of each insertion were not analyzed by chromosomal location, the overall expression of TE families also showed that TEs are dosage affected, with their expression mainly inversely regulated, and are sexually dimorphic.

It is reasonable that lncRNAs and TEs have similar dosage sensitivity as mRNAs. On the one hand, they share the same transcription mechanism with mRNAs.^89^^,^^90^ On the other hand, there is evidence that they have important regulatory functions.^31^^,^^32^^,^^33^^,^^34^ It has been found that dosage-dependent regulators are usually transcription factors, signal transduction components, and chromatin proteins, which have in common that they are members of macromolecular complexes or play roles in multiple interactions.^18^ Among these regulators, the most clearly studied one is *Inverse regulator-a* (*Inr-a* or *pcf11*), a bridge between RNA polymerase II and nascent transcripts, whose gene copy-number variations will perfectly mimic aneuploid effects.^64^^,^^91^^,^^92^ Additional evidence suggests that in the fractionation after whole-genome duplication of eukaryotes, genes that participate in macromolecular complexes and are highly connected in the interactome are preferentially retained for longer periods, because deletion of one member of a duplicate pair may act like an aneuploid effect that is detrimental to genome balance.^21^^,^^22^^,^^23^ In contrast, in small-scale duplications, genes of the same category are often underrepresented.^21^^,^^93^ Genes whose products have more interactions with other molecules are more likely to be influenced by stoichiometry changes and participate in the regulatory networks in aneuploidy.

LncRNAs and TEs may act as dosage-sensitive regulators in imbalanced genomes. LncRNAs can have regulatory roles by interacting with proteins or other molecules.^32^^,^^90^ For example, a large number of transcription factors interact with lncRNAs, which may be crucial for their functions.^94^ Many lncRNAs are located on chromatin, and promote or inhibit the binding and activity of their interacting proteins at their targets.^28^ Some lncRNAs are associated with chromatin remodeling complexes (such as polycomb repressive complexes PRC1 and PRC2), and further participate in chromatin remodeling and epigenetic regulation of gene expression through histone modifications.^90^^,^^95^ In addition, lncRNAs can also form hybridization structures with DNA to influence chromatin accessibility,^28^^,^^90^ or complementarily combine with pre-mRNA to affect mRNA splicing, editing, and stability.^90^^,^^96^ Other lncRNAs can sponge miRNAs as competitive endogenous RNAs (ceRNAs), indirectly affecting the translation of mRNA.^28^^,^^90^^,^^97^ With such a complex intermolecular interaction, lncRNAs are likely to be important in gene regulatory networks and susceptible to the disruption of stoichiometric balance. For TEs, their movement and accumulation may participate in the rewiring of the regulatory networks.^54^ Studies have found that TEs form a large number of tissue-specific and alternative promoters in various species,^47^ and nearly a quarter of the experimentally determined human promoters contain TE-derived sequences.^98^ In mammals, TEs provide an average of 20% of binding sites for different transcription factors.^47^ One-third of the transcription factors screened in human cells and tissues bind to the *L1* retrotransposon.^99^ Furthermore, many regulatory RNAs, like some miRNAs and lncRNAs, are derived from TE sequences.^47^^,^^58^^,^^59^ Other studies suggest that TEs can also be used as a source of ceRNAs, combining with miRNAs.^100^ These complicated relationships may make TEs also dosage sensitive.

Through differential expression analysis, we identified many mRNAs, lncRNAs, and TE families affected by aneuploidy. The enriched functions of common DE-mRNAs explain the reduced viability of aneuploids, consistent with previous studies.^3^^,^^4^^,^^64^^,^^70^ The functions of most DE-lncRNAs are unknown, so we performed co-expression and co-localization analysis with protein-coding genes to determine their potential interactors. We found that the lncRNA-mRNA co-expression network contains two large clusters, and their functions are predicted to be mainly related to microtubule-based processes (cluster 1) and proteasome-mediated protein catabolism (cluster 2). Several lncRNA-mRNA pairs in the co-expression network were selected for subsequent experimental verification. For the differentially expressed TE families, we also established a co-expression network with DE-mRNAs. The TE family with the most interacting mRNAs is *HMS-Beagle*, whose functions are predicted to be related to ubiquitin-dependent protein catabolic processes and responses to heat and biotic stimulus.

Evidence shows that the expression of lncRNAs is finely regulated and has higher tissue, cell type, developmental stage, and biological context specificity than mRNAs.^35^^,^^36^ In *Drosophila*, approximately 30% of lncRNAs have the highest expression in testis,^101^ and most lncRNAs studied in embryonic development have dynamic expression patterns^35^ or complex subcellular localization.^102^ Moreover, a large number of lncRNAs are significantly up-regulated at the beginning of metamorphosis in *Drosophila*, indicating that the enrichment of lncRNAs is critical for developmental transformation and organogenesis.^65^^,^^103^ Similar to lncRNAs, TEs are often expressed in tissue and development stage-specific ways.^104^^,^^105^ Highly conserved TE fragments in mammals tend to cluster around genes involved in development and transcriptional regulation.^106^ A large number of developmentally regulated promoters derived from TEs are found in different species and drive the transcription of neighboring genes in a tissue or stage-specific fashion.^47^ In addition, endogenous retroviruses (ERVs) are dynamically expressed in human and mouse embryonic development,^61^^,^^107^ and some TEs of *Drosophila* can regulate early embryogenesis by inducing the degradation of maternal mRNAs through piRNAs produced by them.^108^ Since both lncRNAs and TEs seem to have important developmental control functions, we also explored the roles of lncRNAs, TEs, and their interactors in the embryo development of aneuploid *Drosophila*.

We screened sixteen candidate genes from the differentially expressed lncRNA-mRNA pairs that may perform different types of functions, and an important TE family, and detected their expression patterns in aneuploid *Drosophila* embryos. The results showed that most candidate genes have specific subembryonic and subcellular localizations in three stages of embryogenesis, and some show different distributions in aneuploidy and wild type. Several candidate genes have interesting localization patterns. For example, the probe signals of *tsh*, which has multiple developmental and transcriptional regulatory functions, show segmented patterns in early embryogenesis; *HmgD*, which is related to transcription regulation and chromatin organization, is enriched in the nervous system in late embryonic development; *ifc*, which is related to spermatogenesis, is enriched in pole cells of blastoderm. Both *nonA-l* (related to mRNA processing) and *lncRNA:CR45916* (involved in gene silencing) have intranuclear subcellular localization. Although the functions of most lncRNAs and TEs are unknown, candidate lncRNAs and TE have specific localization patterns in embryonic FISH. Compared with wild type, the distributions of several probes are changed in early trisomic embryos, indicating that these genes may contribute to the abnormal development of aneuploid *Drosophila*. Furthermore, almost all of the candidate genes have significant differences in relative fluorescence intensities between aneuploidy and wild-type embryos, and the directions are mostly consistent with the sequencing results. Through the analysis of RNA localization and relative expression, the potential relationship between lncRNAs and their paired mRNAs was confirmed. These results suggest that lncRNAs, TEs, and their interacting mRNAs can affect the development of aneuploid *Drosophila* embryos through spatiotemporal specific expression.

RNAi transgenic *Drosophila* lines were constructed to investigate the biological functions of some candidate lncRNAs and TE. We knocked down *lncRNA:CR33938*, *lncRNA:CR45916*, and the TE *HMS-Beagle* in *Drosophila* ovaries. By immunofluorescence staining, it was found that the relative quantity of SXL protein, whose enrichment at the top of germarium is required for GSC differentiation, was significantly reduced in the germarium in all three RNAi lines. Also, in mutant ovaries, the mitotic marker H3Ser10P tended to be distributed to later stage egg chambers, such as stages 6–7; whereas in control groups, H3Ser10P normally disappears in egg chambers at stage 6 when the follicle cells are entering the endocycle. Therefore, depletion of *lncRNA:CR33938*, *lncRNA:CR45916*, or *HMS-Beagle* may lead to abnormal ovarian development of *Drosophila*. Furthermore, the three genes all have co-expressed mRNAs with functions related to developmental regulation, and the interaction between them may be critical for their functions. The expression of *HMS-Beagle* is also affected by MSL2, which is implicated in *Drosophila* X chromosome expression. We also knocked down *lncRNA:CR44418* in *Drosophila* testes. It was predicted to have functions related to spermatogenesis and ubiquitination. We found that the ubiquitin signal was significantly down-regulated in mutant testes, confirming the relationship between *lncRNA:CR44418* and ubiquitination, and indicating that its reduction may affect male *Drosophila* fertility. These results all suggest that dosage-sensitive lncRNAs and TEs could play important biological functions.

In summary, our study provides a comprehensive picture of the characteristics and expression of lncRNAs and TEs in aneuploidy and demonstrates that lncRNAs and TEs, together with their interactors, are dosage-sensitive. Noncoding genes can also be involved in expression modulation and developmental control in aneuploid *Drosophila*. Moreover, based on the fact that aneuploidy is a feature of solid tumors^1^^,^^5^ and that both lncRNAs and TEs are strongly associated to tumorigenesis,^42^^,^^49^ studying the relationships among noncoding genes, unbalanced genomes, and aneuploidy-related human diseases may help to uncover the molecular mechanisms of disease and develop new therapies.

### Limitations of the study

In this paper, through the study of aneuploid *Drosophila*, we showed that lncRNAs and TEs are dosage affected and strongly responsive to an inverse dosage effect. The sequencing data of some other species also support the prevalence of this response. Because this paper focuses on *Drosophila*, three additional aneuploidy datasets, *Arabidopsis*, mouse, and human cells, were added. With the widespread application of sequencing technology, it will be possible to find more resources of different taxa and different series of aneuploidy data on public database platforms, and further improve the dosage sensitivity study of noncoding genes across species. Although the *trans*-acting dosage effects in aneuploidy have been recognized for more than a century, the detailed molecular mechanism remains largely unknown. Dozens of dosage-dependent modifiers have been found in early studies, all of which are protein-coding genes. The lncRNAs and TEs mentioned in this study may be dosage-dependent modifiers, but more evidence is needed. Co-expression relationships are statements of the expression of lncRNAs or TEs and mRNAs in sequencing data but do not necessarily reflect regulatory relationships. In addition, lncRNAs and TEs have various ways to regulate the expression of other genes, which is also worth further exploration. We performed a preliminary study of the functions of several candidate lncRNAs and TE in *Drosophila* embryos and gonads by FISH and RNAi. More molecular biology experiments or studies at the cellular level are warranted.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Rabbit anti-H3Ser10P	EMD Millipore	Cat#06-570; RRID: AB_310177
Mouse anti-SXL	Developmental Studies Hybridoma Bank	Cat#M18-s; RRID: AB_528464
Mouse anti-Ubiquitin	Santa Cruz Biotechnology	Cat#sc-8017; RRID: AB_628423

**Deposited data**		

lncRNA sequencing data of wildtype and aneuploid *Drosophila*	This paper	GEO: GSE233534
RNA-seq data of MSL2 overexpressed *Drosophila*	Gene Expression Omnibus	GEO: GSE41570
RNA-seq data of *Arabidopsis* aneuploidy	Gene Expression Omnibus	GEO: GSE79676
RNA-seq data of mouse aneuploidy	Gene Expression Omnibus	GEO: GSE179435
RNA-seq data of human aneuploidy	Gene Expression Omnibus	GEO: GSE203257

**Experimental models: Organisms/strains**		

*D. melanogaster*: *y; C(2L)dp; F(2R) bw*	This paper	N/A
*D. melanogaster*: *C(1)DX, ywf/winscy*	This paper	N/A
*D. melanogaster*: *UAS-lncRNA:CR33938-RNAi*	This paper	TH15945.S
*D. melanogaster*: *UAS-lncRNA:CR45916-RNAi*	This paper	TH15947.S
*D. melanogaster*: *UAS-lncRNA:CR44418-RNAi*	This paper	TH15951.S
*D. melanogaster*: *UAS-HMS-beagle-RNAi*	This paper	TH16030.S
*D. melanogaster*: *w;GawB-bab1[Pgal4-2]/TM6B*	Qidong Fangjing Biotechnology	OCB00568
*D. melanogaster*: *GawB-C587,w*	Qidong Fangjing Biotechnology	OCB02697

**Oligonucleotides**		

Primers for TSA-FISH, see Figure S10	This paper	N/A
RNAi targeting sequence, see experimental model and study participant details	This paper	N/A

**Software and algorithms**		

HISAT2	Kim et al., 2019^109^	http://daehwankimlab.github.io/hisat2/
StringTie	Pertea et al., 2015^110^	https://ccb.jhu.edu/software/stringtie/
R	The R Project for Statistical Computing	https://www.r-project.org/
ggplot2	Villanueva et al., 2019^111^	https://cran.r-project.org/web/packages/ggplot2/index.html
DESeq2	Love et al., 2014^112^	https://www.bioconductor.org/packages/DESeq2
ClusterProfiler	Wu et al., 2021^113^	https://www.bioconductor.org/packages/clusterProfiler
Cytoscape	Cline et al., 2003^114^	http://www.cytoscape.org
ImageJ	Schindelin et al., 2019	https://fiji.sc/

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Lin Sun ().

#### Materials availability

The *Drosophila* strains used in this study can be purchased from TsingHua Fly Center and Qidong Fangjing Biotechnology.

#### Data and code availability

• The sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database and are accessible through GEO Series accession number GSE233534. The previously published datasets of *Arabidopsis*, mouse, and human aneuploidy used in this article were downloaded from the GEO repository under the accession number GSE79676, GSE179435, and GSE203257, respectively. RNA-seq data of MSL2 overexpressed *Drosophila* are available at the GEO repository under the accession number GSE41570. These datasets are all publicly available. The sources of the datasets supporting the current study are presented in the “key resources table” and “STAR methods” sections.
• This paper does not report the original code.
• Any additional information required to reanalyze the data reported in this work paper is available from the lead contact upon request.

### Experimental model and study participant details

#### *Drosophila* stocks and genetic crosses

The *Drosophila* strains used in this study were all maintained or crossed in our laboratory. The crossing scheme to obtain aneuploid *Drosophila* has been described previously.^63^ Trisomy chromosome 2 left arm (2L) female and male third-instar larvae were obtained from the cross of *y; C(2L)dp; F(2R) bw* females and wildtype males. The metafemale larvae were screened from the filial generation of the cross of *C(1)DX, ywf/winscy* females and wildtype males. All *Drosophila* strains were cultured on cornmeal dextrose medium at 25°C. Genes and chromosomal balancers are described in Flybase (https://flybase.org/).

The UAS-RNAi *Drosophila* were constructed by TsingHua Fly Center (https://thfc.zzbd.org/faq.html). First, the designed short hairpin RNA (shRNA) of the target gene was integrated into the pNP vector. After purification, the pNP-shRNA vector was injected into *Drosophila* embryos with a background genotype of *y[1] sc[1] v[1] p{y[+t7.7]}=nos-phiC31\int.NLS}X; P{y[+t7.7]=CaryP}attP2* (TB00018). The filial generation were selected according to their phenotypes and crossed, and finally transgenic *Drosophila* were obtained. The UAS-RNAi strains involved in this paper include: *UAS-lncRNA:CR33938-RNAi* (TH15945.S) with target sequence CACGAGGACCAAACCAGCGAA inserted at attP2 site; *UAS-lncRNA:CR45916-RNAi* (TH15947.S) with target sequence ATGGCACAATGTGATTAGCAA inserted at attP2 site; *UAS-lncRNA:CR44418-RNAi* (TH15951.S) with target sequence ACCAAAGTTATTAGTCCGCAA inserted at attP2 site; *UAS-HMS-beagle-RNAi* (TH16030.S) with target sequence TACGCTAGATTTAGTTTCAAA inserted at attP2 site. The GAL4 driver lines were obtained from Qidong Fangjing Biotechnology (http://fungene.tech/). Crossing *w;GawB-bab1[Pgal4-2]/TM6B* (OCB00568) with UAS-RNAi strains results in specific knockdown of the target gene in the ovary. *GawB-C587,w* (OCB02697) could knock down target genes in the testes and ovaries when crossed to the UAS-RNAi lines.

### Method details

#### Long noncoding RNAs (lncRNA) sequencing and data analysis

The third-instar larvae of wildtype and aneuploid *Drosophila* were collected as samples for sequencing. LncRNA sequencing was performed by Novogene. Firstly, total RNA was extracted from *Drosophila* tissues, and its concentration, purity and integrity were determined. The ribosomal RNA was then removed from RNA samples that passed quality control using the rRNA Removal Kit, and a strand-specific library was constructed. Finally, the sequencing was performed using Illumina NovaSeq 6000 sequencers with the paired-end 150 bp protocol.

The raw data obtained from RNA sequencing was first processed by Trim Galore (version 0.6.7) (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) to remove adapters and low-quality bases, and the quality of the data was detected by FastQC (version 0.11.9) (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Subsequently, clean reads were aligned to the *Drosophila* reference genome (Drosophila_melanogaster.BDGP6.32.dna.toplevel.fa, downloaded from the Ensembl database) using HISAT2 (version 2.2.1).^109^ Next, the alignment results were assembled and quantitated using StringTie (version 2.1.5).^110^ The transcript_biotype item in the corresponding genome annotation (version 6.32.105) was used to distinguish between protein-coding genes and noncoding genes to obtain their read counts.

#### Data analysis of transposable elements (TEs)

Since TEs are part of the repetitive fraction of the genome,^54^ it will naturally lead to the phenomenon that one read matches multiple positions in the reference genome. In addition, the similarity of TEs in the same family makes it difficult to distinguish different TE insertions in the same family.^115^ To address this technical limitation of sequencing and to simplify the complexity of TE expression, we filtered out secondary multiple alignments in the results of HISAT2 and only counted the total number of reads that mapped to the insertion sequences of each TE family. Specifically, samtools (version 1.15)^116^ was used to process the bam files after HISAT2 alignment, and the multiple alignments were removed (samtools view -h -b -q 1 -F 256). Then, the filtered results were reassembled and quantified by using StringTie. TEs were selected from the genome annotation and the read counts of TE insertions of the same family were added to obtain the total expression of a TE family.

#### Ratio distributions

The method of making the ratio distributions of transcript expression changes is as described previously.^63^ The expression of protein-coding genes and lncRNA genes were normalized to CPM (counts per million). The expression of each TE family was normalized with the overall expression of TEs. Low-expression transcripts were filtered to retain only those with mean read counts greater than 5. Subsequently, the ratios of expression levels of different types of transcripts between aneuploidy and diploid were calculated, respectively. These ratios were plotted as distributions in bins of 0.1, with the vertical axis showing the percentage of the number of transcripts contained in each interval to the total number of transcripts of this type. The plots were generated using ggplot2 (version 3.3.6)^114^ in the R program (version 4.2.1).^117^

#### Differential expression analysis and functional enrichment analysis

Differential expression analysis was performed for protein-coding genes and noncoding genes with mean read counts greater than 5 in each sample using R package DESeq2 (version 1.36.0).^112^ Adjusted p value <0.1 was set as the threshold for significantly different expression. The heatmaps were generated using ComplexHeatmap (version 2.12.1).^118^ Enrichment analysis was performed by ClusterProfiler (version 4.4.4)^113^ using the annotation package org.Dm.e.g.,.db (version 3.15.0) from Bioconductor (https://www.bioconductor.org/). The KEGG pathway data was obtained from network (https://www.kegg.jp/, accessed on 27 August 2022). The differential expression of TE family was analyzed separately.

#### Screening of potential interactors of lncRNAs and TEs

For differentially expressed lncRNAs (DE-lncRNAs) or TEs (DE-TEs), we screened their possible interacting genes according to co-localization or co-expression. To find mRNAs that were highly related to the expression pattern of the DE-lncRNAs, we calculated the Pearson correlation coefficient between the DE-lncRNAs and the differentially expressed mRNAs (DE-mRNAs). LncRNA-mRNA pairs with absolute values of correlation coefficient >0.95 and p value <0.05 were considered to have interactions. In addition, there may be *cis* interactions between lncRNA and mRNA with adjacent genome coordinates. Therefore, the DE-mRNAs within 10 kb upstream and downstream of the DE-lncRNAs was found by bedtools to form co-located lncRNA-mRNA pairs. We used the mRNAs in these gene pairs to speculate the function of the corresponding lncRNA. The interaction networks of lncRNA or TE and mRNA were drawn using Cytoscape (version 3.7.1).^114^

#### Fluorescence *in situ* hybridization (FISH) of *Drosophila* embryos

TSA-FISH of *Drosophila* embryos was performed as described.^63^ In brief, the embryos of three different developmental stages from wildtype and aneuploid *Drosophila* were first collected according to the corresponding time window, fixed with formaldehyde and stored in methanol at −20°C. Next, primers containing flanking T7 promoter elements are designed for candidate genes (Figure S10A). After PCR amplification and *in vitro* transcription, antisense RNA probes containing digoxigenin-labeled UTP were obtained. The probes were tested by agarose gel electrophoresis (Figure S10B). Subsequently, the embryos were permeabilization, pre-hybridization, and hybridization according to the previously published protocol.^119^ Probe signals were detected using tyramide signal amplification (TSA) signal amplification system. Finally, *Drosophila* embryos were placed in anti-fade mounting medium to make slides, and observed with fluorescence microscope (Zeiss Investigated Fluorescence Microcopy Observer Z1) and confocal microscope (ZEISS LSM880). The same probes of different genotype samples for relative fluorescence intensity analysis were photographed using the same parameters. Fluorescence images were processed and analyzed using ImageJ (version 1.53c) (https://fiji.sc/).

#### Immunofluorescence of *Drosophila* ovaries and testes

Three-day-old females and one-day-old males were selected to dissect ovaries and testes. The tissues were fixed for 20 min in 4% paraformaldehyde at room temperature. Next, tissue samples were washed with PBTT (1 × PBS with 0.1% Tween 20 and 0.3% Triton X-100) for 3 times (15 min each time), and blocked with 3% BSA for 30 min. Subsequently, ovaries or testes were incubated with primary antibodies overnight at 4°C. The following day, samples were first incubated with 1 μg/mL DAPI for 15 min and then washed with PBTT for 4 times (20 min each time). Secondary antibodies were added to samples and incubated for 2 h at room temperature. After three 20 min washes with PBTT and three 5 min washes with PBS, slides can be made with the anti-fade mounting medium. The acquisition of microscopy images was done with confocal microscope (ZEISS LSM880). The following antibodies were used in this study: Rabbit anti-H3Ser10P (1:300, EMD Millipore, 06–570); Mouse anti-SXL (1:100, Developmental Studies Hybridoma Bank, M18-s); Mouse anti-Ubiquitin (1:100, Santa Cruz Biotechnology, sc-8017); Alexa Fluor 488 and 594 (1:200, Jackson Immuno Research).

### Quantification and statistical analysis

RNA sequencing data were first aligned to the *Drosophila* reference genome using HISAT2, followed by transcript assembly and quantification via StringTie. More details on the analysis can be found in method details. DESeq2 was used for differential expression analysis, and transcripts with adjusted p value <0.1 were considered to be differentially expressed. Kolmogorov-Smirnov tests were used to compare the difference of ratio distributions between two groups, and a p value <0.05 were considered significant. Fisher’s exact tests were used for enrichment analysis. The threshold of co-expressed lncRNA-mRNA pairs was set as absolute values of correlation coefficient >0.95 and p value <0.05. Co-located lncRNA-mRNA pairs were defined as being within 10 kb upstream and downstream. ImageJ was used to analyze the fluorescence intensity of photographs taken by confocal microscopy. Two tailed Student’s *t*-tests were performed to compare the relative fluorescence intensity, and the level of significance were shown in figure legends. All statistical tests and plots were performed with R software.

## References

[1] Orr B., Godek K.M., Compton D. (2015). Aneuploidy. Curr. Biol..

[2] Williams B.R., Prabhu V.R., Hunter K.E., Glazier C.M., Whittaker C.A., Housman D.E., Amon A. (2008). Aneuploidy affects proliferation and spontaneous immortalization in mammalian cells. Science.

[3] Torres E.M., Sokolsky T., Tucker C.M., Chan L.Y., Boselli M., Dunham M.J., Amon A. (2007). Effects of aneuploidy on cellular physiology and cell division in haploid yeast. Science.

[4] Hwang S., Cavaliere P., Li R., Zhu L.J., Dephoure N., Torres E.M. (2021). Consequences of aneuploidy in human fibroblasts with trisomy 21. Proc. Natl. Acad. Sci. USA.

[5] Torres E.M., Williams B.R., Amon A. (2008). Aneuploidy: cells losing their balance. Genetics.

[6] Ambartsumyan G., Clark A.T. (2008). Aneuploidy and early human embryo development. Hum. Mol. Genet..

[7] García-Bellido A., Delprado J.M., Botas J. (1983). The Effect of Aneuploidy on Embryonic-Development in Drosophila-Melanogaster. Mol. Gen. Genet..

[8] Lécuyer E., Yoshida H., Parthasarathy N., Alm C., Babak T., Cerovina T., Hughes T.R., Tomancak P., Krause H.M. (2007). Global analysis of mRNA localization reveals a prominent role in organizing cellular architecture and function. Cell.

[9] Braun R., Ronquist S., Wangsa D., Chen H., Anthuber L., Gemoll T., Wangsa D., Koparde V., Hunn C., Habermann J.K. (2019). Single Chromosome Aneuploidy Induces Genome-Wide Perturbation of Nuclear Organization and Gene Expression. Neoplasia.

[10] Hou J., Shi X., Chen C., Islam M.S., Johnson A.F., Kanno T., Huettel B., Yen M.R., Hsu F.M., Ji T. (2018). Global impacts of chromosomal imbalance on gene expression in *Arabidopsis* and other taxa. Proc. Natl. Acad. Sci. USA.

[11] Shi X., Yang H., Chen C., Hou J., Hanson K.M., Albert P.S., Ji T., Cheng J., Birchler J.A. (2021). Genomic imbalance determines positive and negative modulation of gene expression in diploid maize. Plant Cell.

[12] Sun L., Johnson A.F., Donohue R.C., Li J., Cheng J., Birchler J.A. (2013). Dosage compensation and inverse effects in triple X metafemales of *Drosophila*. Proc. Natl. Acad. Sci. USA.

[13] Sun L., Johnson A.F., Li J., Lambdin A.S., Cheng J., Birchler J.A. (2013). Differential effect of aneuploidy on the X chromosome and genes with sex-biased expression in *Drosophila*. Proc. Natl. Acad. Sci. USA.

[14] Prestel M., Feller C., Becker P.B. (2010). Dosage compensation and the global re-balancing of aneuploid genomes. Genome Biol..

[15] Birchler J.A., Veitia R.A. (2010). The gene balance hypothesis: implications for gene regulation, quantitative traits and evolution. New Phytol..

[16] Birchler J.A., Veitia R.A. (2012). Gene balance hypothesis: connecting issues of dosage sensitivity across biological disciplines. Proc. Natl. Acad. Sci. USA.

[17] Birchler J.A., Yao H., Chudalayandi S. (2007). Biological consequences of dosage dependent gene regulatory systems. Biochim. Biophys. Acta.

[18] Birchler J.A., Bhadra U., Bhadra M.P., Auger D.L. (2001). Dosage-dependent gene regulation in multicellular eukaryotes: implications for dosage compensation, aneuploid syndromes, and quantitative traits. Dev. Biol..

[19] Veitia R.A., Bottani S., Birchler J.A. (2008). Cellular reactions to gene dosage imbalance: genomic, transcriptomic and proteomic effects. Trends Genet..

[20] Veitia R.A., Bottani S., Birchler J.A. (2013). Gene dosage effects: nonlinearities, genetic interactions, and dosage compensation. Trends Genet..

[21] Freeling M. (2009). Bias in plant gene content following different sorts of duplication: tandem, whole-genome, segmental, or by transposition. Annu. Rev. Plant Biol..

[22] Blanc G., Wolfe K.H. (2004). Functional divergence of duplicated genes formed by polyploidy during *Arabidopsis* evolution. Plant Cell.

[23] Birchler J.A., Veitia R.A. (2007). The gene balance hypothesis: from classical genetics to modern genomics. Plant Cell.

[24] Disteche C.M. (2016). Dosage compensation of the sex chromosomes and autosomes. Semin. Cell Dev. Biol..

[25] Shi X., Yang H., Chen C., Hou J., Ji T., Cheng J., Birchler J.A. (2022). Dosage-sensitive miRNAs trigger modulation of gene expression during genomic imbalance in maize. Nat. Commun..

[26] Rogoyski O.M., Pueyo J.I., Couso J.P., Newbury S.F. (2017). Functions of long non-coding RNAs in human disease and their conservation in *Drosophila* development. Biochem. Soc. Trans..

[27] Li K., Tian Y., Yuan Y., Fan X., Yang M., He Z., Yang D. (2019). Insights into the Functions of LncRNAs in *Drosophila*. Int. J. Mol. Sci..

[28] Statello L., Guo C.J., Chen L.L., Huarte M. (2021). Gene regulation by long non-coding RNAs and its biological functions. Nat. Rev. Mol. Cell Biol..

[29] Wapinski O., Chang H.Y. (2011). Long noncoding RNAs and human disease. Trends Cell Biol..

[30] Kung J.T.Y., Colognori D., Lee J.T. (2013). Long noncoding RNAs: past, present, and future. Genetics.

[31] Wang K.C., Chang H.Y. (2011). Molecular mechanisms of long noncoding RNAs. Mol. Cell..

[32] Kopp F., Mendell J.T. (2018). Functional Classification and Experimental Dissection of Long Noncoding RNAs. Cell.

[33] Hongay C.F., Grisafi P.L., Galitski T., Fink G.R. (2006). Antisense transcription controls cell fate in *Saccharomyces cerevisiae*. Cell.

[34] Groff A.F., Sanchez-Gomez D.B., Soruco M.M.L., Gerhardinger C., Barutcu A.R., Li E., Elcavage L., Plana O., Sanchez L.V., Lee J.C. (2016). In Vivo Characterization of *Linc-p21* Reveals Functional *cis*-Regulatory DNA Elements. Cell Rep..

[35] Schor I.E., Bussotti G., Males M., Forneris M., Viales R.R., Enright A.J., Furlong E.E.M. (2018). Non-coding RNA Expression, Function, and Variation during *Drosophila* Embryogenesis. Curr. Biol..

[36] Cabili M.N., Trapnell C., Goff L., Koziol M., Tazon-Vega B., Regev A., Rinn J.L. (2011). Integrative annotation of human large intergenic noncoding RNAs reveals global properties and specific subclasses. Genes Dev..

[37] Dhanoa J.K., Sethi R.S., Verma R., Arora J.S., Mukhopadhyay C.S. (2018). Long non-coding RNA: its evolutionary relics and biological implications in mammals: a review. J. Anim. Sci. Technol..

[38] Birney E., Stamatoyannopoulos J.A., Dutta A., Guigó R., Gingeras T.R., Margulies E.H., Weng Z., Snyder M., Dermitzakis E.T., ENCODE Project Consortium (2007). Identification and analysis of functional elements in 1% of the human genome by the ENCODE pilot project. Nature.

[39] Whitehead J., Pandey G.K., Kanduri C. (2009). Regulation of the mammalian epigenome by long noncoding RNAs. Biochim. Biophys. Acta.

[40] Clemson C.M., Hutchinson J.N., Sara S.A., Ensminger A.W., Fox A.H., Chess A., Lawrence J.B. (2009). An architectural role for a nuclear noncoding RNA: *NEAT1* RNA is essential for the structure of paraspeckles. Mol. Cell..

[41] Pauli A., Rinn J.L., Schier A.F. (2011). Non-coding RNAs as regulators of embryogenesis. Nat. Rev. Genet..

[42] Schmitt A.M., Chang H.Y. (2016). Long Noncoding RNAs in Cancer Pathways. Cancer Cell.

[43] Wells J.N., Feschotte C. (2020). A Field Guide to Eukaryotic Transposable Elements. Annu. Rev. Genet..

[44] Schnable P.S., Ware D., Fulton R.S., Stein J.C., Wei F., Pasternak S., Liang C., Zhang J., Fulton L., Graves T.A. (2009). The B73 maize genome: complexity, diversity, and dynamics. Science.

[45] Slotkin R.K., Martienssen R. (2007). Transposable elements and the epigenetic regulation of the genome. Nat. Rev. Genet..

[46] Mérel V., Boulesteix M., Fablet M., Vieira C. (2020). Transposable elements in *Drosophila*. Mobile DNA.

[47] Chuong E.B., Elde N.C., Feschotte C. (2017). Regulatory activities of transposable elements: from conflicts to benefits. Nat. Rev. Genet..

[48] Hancks D.C., Kazazian H.H. (2016). Roles for retrotransposon insertions in human disease. Mobile DNA.

[49] Lee E., Iskow R., Yang L., Gokcumen O., Haseley P., Luquette L.J., Lohr J.G., Harris C.C., Ding L., Wilson R.K. (2012). Landscape of somatic retrotransposition in human cancers. Science.

[50] Bourgeois Y., Boissinot S. (2019). On the Population Dynamics of Junk: A Review on the Population Genomics of Transposable Elements. Genes.

[51] Moran J.V., DeBerardinis R.J., Kazazian H.H. (1999). Exon shuffling by L1 retrotransposition. Science.

[52] Moschetti R., Marsano R.M., Barsanti P., Caggese C., Caizzi R. (2004). FB elements can promote exon shuffling: a promoter-less white allele can be reactivated by FB mediated transposition in Drosophila melanogaster. Mol. Genet. Genom..

[53] Cáceres M., Puig M., Ruiz A. (2001). Molecular characterization of two natural hotspots in the Drosophila buzzatii genome induced by transposon insertions. Genome Res..

[54] Feschotte C. (2008). Transposable elements and the evolution of regulatory networks. Nat. Rev. Genet..

[55] Roseman R.R., Swan J.M., Geyer P.K. (1995). A *Drosophila* insulator protein facilitates dosage compensation of the X chromosome *min-white* gene located at autosomal insertion sites. Development.

[56] Bejerano G., Lowe C.B., Ahituv N., King B., Siepel A., Salama S.R., Rubin E.M., Kent W.J., Haussler D. (2006). A distal enhancer and an ultraconserved exon are derived from a novel retroposon. Nature.

[57] Guio L., Vieira C., González J. (2018). Stress affects the epigenetic marks added by natural transposable element insertions in *Drosophila melanogaster*. Sci. Rep..

[58] Kapusta A., Kronenberg Z., Lynch V.J., Zhuo X., Ramsay L., Bourque G., Yandell M., Feschotte C. (2013). Transposable elements are major contributors to the origin, diversification, and regulation of vertebrate long noncoding RNAs. PLoS Genet..

[59] Piriyapongsa J., Mariño-Ramírez L., Jordan I.K. (2007). Origin and evolution of human microRNAs from transposable elements. Genetics.

[60] Lynch V.J., Leclerc R.D., May G., Wagner G.P. (2011). Transposon-mediated rewiring of gene regulatory networks contributed to the evolution of pregnancy in mammals. Nat. Genet..

[61] Gerdes P., Richardson S.R., Mager D.L., Faulkner G.J. (2016). Transposable elements in the mammalian embryo: pioneers surviving through stealth and service. Genome Biol..

[62] Ellison C.E., Bachtrog D. (2013). Dosage compensation via transposable element mediated rewiring of a regulatory network. Science.

[63] Zhang S., Qi H., Huang C., Yuan L., Zhang L., Wang R., Tian Y., Sun L. (2021). Interaction of Male Specific Lethal complex and genomic imbalance on global gene expression in *Drosophila*. Sci. Rep..

[64] Zhang S., Wang R., Huang C., Zhang L., Sun L. (2021). Modulation of Global Gene Expression by Aneuploidy and CNV of Dosage Sensitive Regulatory Genes. Genes.

[65] Camilleri-Robles C., Amador R., Klein C.C., Guigó R., Corominas M., Ruiz-Romero M. (2022). Genomic and functional conservation of lncRNAs: lessons from flies. Mamm. Genome.

[66] Zhang L., Zhang S., Wang R., Sun L. (2022). Genome-Wide Identification of Long Noncoding RNA and Their Potential Interactors in *ISWI* Mutants. Int. J. Mol. Sci..

[67] Sarropoulos I., Marin R., Cardoso-Moreira M., Kaessmann H. (2019). Developmental dynamics of lncRNAs across mammalian organs and species. Nature.

[68] Treiber C.D., Waddell S. (2020). Transposon expression in the *Drosophila* brain is driven by neighboring genes and diversifies the neural transcriptome. Genome Res..

[69] Rahman R., Chirn G.W., Kanodia A., Sytnikova Y.A., Brembs B., Bergman C.M., Lau N.C. (2015). Unique transposon landscapes are pervasive across *Drosophila melanogaster* genomes. Nucleic Acids Res..

[70] Tsai H.J., Nelliat A.R., Choudhury M.I., Kucharavy A., Bradford W.D., Cook M.E., Kim J., Mair D.B., Sun S.X., Schatz M.C., Li R. (2019). Hypo-osmotic-like stress underlies general cellular defects of aneuploidy. Nature.

[71] Salz H.K. (2013). Sex, stem cells and tumors in the *Drosophila* ovary. Fly.

[72] Chau J., Kulnane L.S., Salz H.K. (2009). Sex-lethal Facilitates the Transition From Germline Stem Cell to Committed Daughter Cell in the *Drosophila* Ovary. Genetics.

[73] Jia D., Xu Q., Xie Q., Mio W., Deng W.M. (2016). Automatic stage identification of *Drosophila* egg chamber based on DAPI images. Sci. Rep..

[74] Rathke C., Baarends W.M., Jayaramaiah-Raja S., Bartkuhn M., Renkawitz R., Renkawitz-Pohl R. (2007). Transition from a nucleosome-based to a protamine-based chromatin configuration during spermiogenesis in *Drosophila*. J. Cell Sci..

[75] Nakamura N. (2013). Ubiquitination Regulates the Morphogenesis and Function of Sperm Organelles. Cells.

[76] Mao R., Zielke C.L., Zielke H.R., Pevsner J. (2003). Global up-regulation of chromosome 21 gene expression in the developing Down syndrome brain. Genomics.

[77] Yang H., Shi X., Chen C., Hou J., Ji T., Cheng J., Birchler J.A. (2021). Predominantly inverse modulation of gene expression in genomically unbalanced disomic haploid maize. Plant Cell.

[78] Zhang X., Hong D., Ma S., Ward T., Ho M., Pattni R., Duren Z., Stankov A., Bade Shrestha S., Hallmayer J. (2020). Integrated functional genomic analyses of Klinefelter and Turner syndromes reveal global network effects of altered X chromosome dosage. Proc. Natl. Acad. Sci. USA.

[79] Raznahan A., Parikshak N.N., Chandran V., Blumenthal J.D., Clasen L.S., Alexander-Bloch A.F., Zinn A.R., Wangsa D., Wise J., Murphy D.G.M. (2018). Sex-chromosome dosage effects on gene expression in humans. Proc. Natl. Acad. Sci. USA.

[80] Nawata H., Kashino G., Tano K., Daino K., Shimada Y., Kugoh H., Oshimura M., Watanabe M. (2011). Dysregulation of gene expression in the artificial human trisomy cells of chromosome 8 associated with transformed cell phenotypes. PLoS One.

[81] Birchler J.A., Veitia R.A. (2021). One Hundred Years of Gene Balance: How Stoichiometric Issues Affect Gene Expression, Genome Evolution, and Quantitative Traits. Cytogenet. Genome Res..

[82] Birchler J.A. (1979). A study of enzyme activities in a dosage series of the long arm of chromosome one in maize. Genetics.

[83] Johnson A.F., Hou J., Yang H., Shi X., Chen C., Islam M.S., Ji T., Cheng J., Birchler J.A. (2020). Magnitude of modulation of gene expression in aneuploid maize depends on the extent of genomic imbalance. J Genet Genomics.

[84] Sun L., Fernandez H.R., Donohue R.C., Li J., Cheng J., Birchler J.A. (2013). Male-specific lethal complex in *Drosophila* counteracts histone acetylation and does not mediate dosage compensation. Proc. Natl. Acad. Sci. USA.

[85] Birchler J.A., Pal-Bhadra M., Bhadra U. (2003). Dosage dependent gene regulation and the compensation of the X chromosome in *Drosophila* males. Genetica.

[86] Birchler J.A., Owenby R.K., Jacobson K.B. (1982). Dosage compensation of serine-4 transfer RNA in *Drosophila melanogaster*. Genetics.

[87] Hiebert J.C., Birchler J.A. (1992). Dosage compensation of the *copia* retrotransposon in *Drosophila melanogaster*. Genetics.

[88] Shi X., Yang H., Birchler J.A. (2023). MicroRNAs play regulatory roles in genomic balance. Bioessays.

[89] Quinn J.J., Chang H.Y. (2016). Unique features of long non-coding RNA biogenesis and function. Nat. Rev. Genet..

[90] Kazimierczyk M., Kasprowicz M.K., Kasprzyk M.E., Wrzesinski J. (2020). Human Long Noncoding RNA Interactome: Detection, Characterization and Function. Int. J. Mol. Sci..

[91] Rabinow L., Nguyen-Huynh A.T., Birchler J.A. (1991). A *trans*-acting regulatory gene that inversely affects the expression of the *white, brown* and *scarlet* loci in *Drosophila*. Genetics.

[92] Xie W., Birchler J.A. (2012). Identification of Inverse Regulator-a (*Inr-a*) as Synonymous with Pre-mRNA Cleavage Complex II Protein (*Pcf11*) in *Drosophila*. G3 (Bethesda).

[93] Birchler J.A. (2012). Insights from paleogenomic and population studies into the consequences of dosage sensitive gene expression in plants. Curr. Opin. Plant Biol..

[94] Long Y., Wang X., Youmans D.T., Cech T.R. (2017). How do lncRNAs regulate transcription?. Sci. Adv..

[95] Gupta R.A., Shah N., Wang K.C., Kim J., Horlings H.M., Wong D.J., Tsai M.C., Hung T., Argani P., Rinn J.L. (2010). Long non-coding RNA *HOTAIR* reprograms chromatin state to promote cancer metastasis. Nature.

[96] Romero-Barrios N., Legascue M.F., Benhamed M., Ariel F., Crespi M. (2018). Splicing regulation by long noncoding RNAs. Nucleic Acids Res..

[97] Salmena L., Poliseno L., Tay Y., Kats L., Pandolfi P.P. (2011). A ceRNA hypothesis: the Rosetta Stone of a hidden RNA language?. Cell.

[98] Jordan I.K., Rogozin I.B., Glazko G.V., Koonin E.V. (2003). Origin of a substantial fraction of human regulatory sequences from transposable elements. Trends Genet..

[99] Sun X., Wang X., Tang Z., Grivainis M., Kahler D., Yun C., Mita P., Fenyö D., Boeke J.D. (2018). Transcription factor profiling reveals molecular choreography and key regulators of human retrotransposon expression. Proc. Natl. Acad. Sci. USA.

[100] Cho J., Paszkowski J. (2017). Regulation of rice root development by a retrotransposon acting as a microRNA sponge. Elife.

[101] Brown J.B., Boley N., Eisman R., May G.E., Stoiber M.H., Duff M.O., Booth B.W., Wen J., Park S., Suzuki A.M. (2014). Diversity and dynamics of the *Drosophila* transcriptome. Nature.

[102] Wilk R., Hu J., Blotsky D., Krause H.M. (2016). Diverse and pervasive subcellular distributions for both coding and long noncoding RNAs. Genes Dev..

[103] Chen B., Zhang Y., Zhang X., Jia S., Chen S., Kang L. (2016). Genome-wide identification and developmental expression profiling of long noncoding RNAs during *Drosophila* metamorphosis. Sci. Rep..

[104] Faulkner G.J., Kimura Y., Daub C.O., Wani S., Plessy C., Irvine K.M., Schroder K., Cloonan N., Steptoe A.L., Lassmann T. (2009). The regulated retrotransposon transcriptome of mammalian cells. Nat. Genet..

[105] Djebali S., Davis C.A., Merkel A., Dobin A., Lassmann T., Mortazavi A., Tanzer A., Lagarde J., Lin W., Schlesinger F. (2012). Landscape of transcription in human cells. Nature.

[106] Lowe C.B., Bejerano G., Haussler D. (2007). Thousands of human mobile element fragments undergo strong purifying selection near developmental genes. Proc. Natl. Acad. Sci. USA.

[107] Grow E.J., Flynn R.A., Chavez S.L., Bayless N.L., Wossidlo M., Wesche D.J., Martin L., Ware C.B., Blish C.A., Chang H.Y. (2015). Intrinsic retroviral reactivation in human preimplantation embryos and pluripotent cells. Nature.

[108] Rouget C., Papin C., Boureux A., Meunier A.C., Franco B., Robine N., Lai E.C., Pelisson A., Simonelig M. (2010). Maternal mRNA deadenylation and decay by the piRNA pathway in the early *Drosophila* embryo. Nature.

[109] Kim D., Paggi J.M., Park C., Bennett C., Salzberg S.L. (2019). Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. Nat. Biotechnol..

[110] Pertea M., Pertea G.M., Antonescu C.M., Chang T.C., Mendell J.T., Salzberg S.L. (2015). StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. Nat. Biotechnol..

[111] Villanueva R.A.M., Chen Z.J. (2019). ggplot2: Elegant Graphics for Data Analysis. Meas-Interdiscip Res.

[112] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[113] Wu T., Hu E., Xu S., Chen M., Guo P., Dai Z., Feng T., Zhou L., Tang W., Zhan L. (2021). clusterProfiler 4.0: A universal enrichment tool for interpreting omics data. Innovation.

[114] Shannon P., Markiel A., Ozier O., Baliga N.S., Wang J.T., Ramage D., Amin N., Schwikowski B., Ideker T. (2003). Cytoscape: A software environment for integrated models of biomolecular interaction networks. Genome Res..

[115] Wicker T., Sabot F., Hua-Van A., Bennetzen J.L., Capy P., Chalhoub B., Flavell A., Leroy P., Morgante M., Panaud O. (2007). A unified classification system for eukaryotic transposable elements. Nat. Rev. Genet..

[116] Li H., Handsaker B., Wysoker A., Fennell T., Ruan J., Homer N., Marth G., Abecasis G., Durbin R., 1000 Genome Project Data Processing Subgroup (2009). The Sequence Alignment/Map format and SAMtools. Bioinformatics.

[117] R Core Team (2022).

[118] Gu Z., Eils R., Schlesner M. (2016). Complex heatmaps reveal patterns and correlations in multidimensional genomic data. Bioinformatics.

[119] Jandura A., Hu J., Wilk R., Krause H.M. (2017). High Resolution Fluorescent *In Situ* Hybridization in *Drosophila* Embryos and Tissues Using Tyramide Signal Amplification. J. Vis. Exp..

# Supplementary material for: Characteristics and expression of lncRNA and transposable elements in Drosophila aneuploidy
**Source:** iScience. 2023 Nov 19;26(12):108494. doi: 10.1016/j.isci.2023.108494
**Supplement:** Data S1. Embryo-FISH of sixteen candidate genes, related to Figure 6

## Article

# Characteristics and expression of lncRNA and transposable elements in *Drosophila* aneuploidy

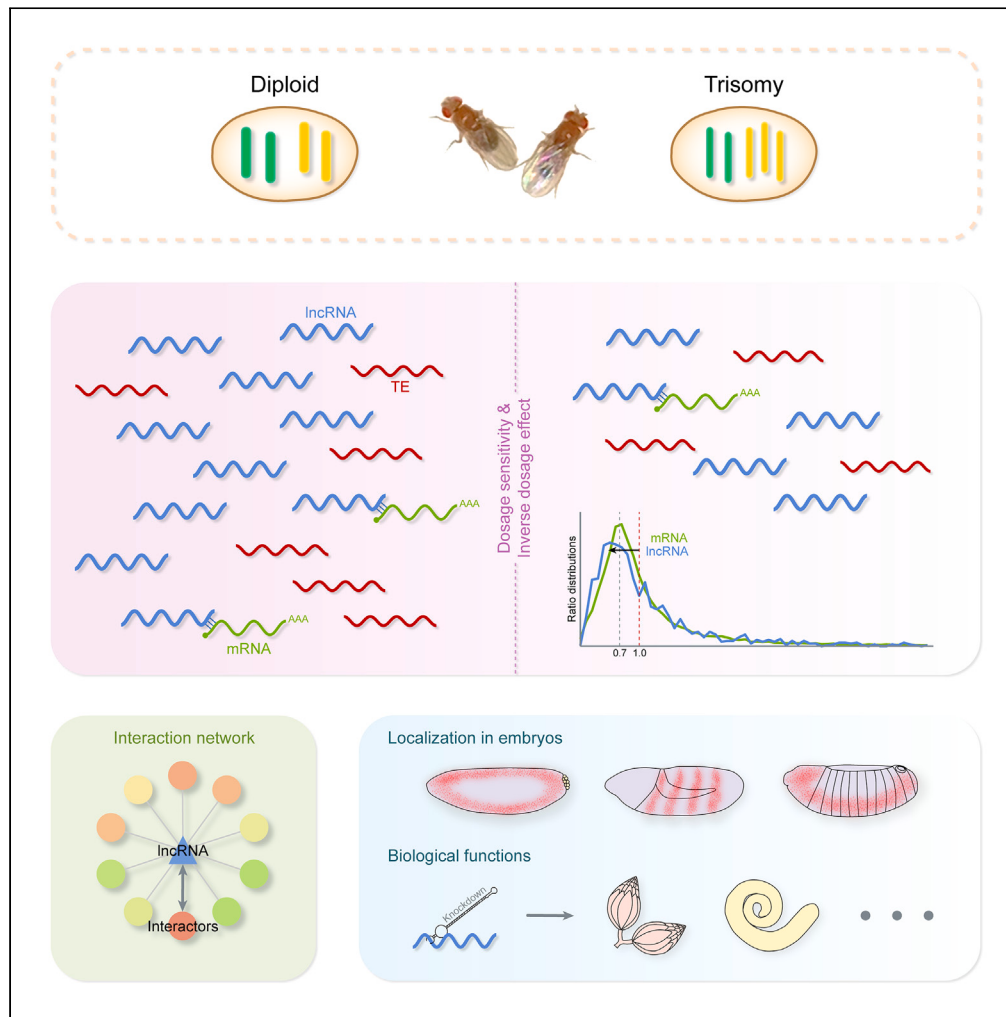

Shuai Zhang,  
Ruixue Wang, Xilin  
Zhu, Ludan Zhang,  
Xinyu Liu, Lin Sun

## Highlights

We showed the characteristics and expression of lncRNAs and TEs in aneuploidy

lncRNAs and TEs are dosage affected and strongly responsive to inverse dosage effect

Noncoding genes can act together with their co-expressed/co-localized genes

Some lncRNAs and TEs have developmental and transcriptional regulatory functions

Zhang et al., iScience 26,  
108494  
December 15, 2023 © 2023 The  
Authors.  
[https://doi.org/10.1016/  
j.isci.2023.108494](https://doi.org/10.1016/j.isci.2023.108494)

## Article

Characteristics and expression of lncRNA and transposable elements in *Drosophila* aneuploidyShuai Zhang,<sup>1,3</sup> Ruixue Wang,<sup>1,3</sup> Xilin Zhu,<sup>1</sup> Ludan Zhang,<sup>1</sup> Xinyu Liu,<sup>1</sup> and Lin Sun<sup>1,2,4,\*</sup>

## SUMMARY

Aneuploidy can globally affect the expression of the whole genome, which is detrimental to organisms. Dosage-sensitive regulators usually have multiple intermolecular interactions, and changes in their stoichiometry are responsible for the dysregulation of the regulatory network. Currently, studies on noncoding genes in aneuploidy are relatively rare. We studied the characteristics and expression profiles of long noncoding RNAs (lncRNAs) and transposable elements (TEs) in aneuploid *Drosophila*. It is found that lncRNAs and TEs are affected by genomic imbalance and appear to be more sensitive to an inverse dosage effect than mRNAs. Several dosage-sensitive lncRNAs and TEs were detected for their expression patterns during embryogenesis, and their biological functions in the ovary and testes were investigated using tissue-specific RNAi. This study advances our understanding of the noncoding sequences in imbalanced genomes and provides a novel perspective for the study of aneuploidy-related human diseases such as cancer.

## INTRODUCTION

Aneuploidy usually causes serious harm to organisms, including defects in cell proliferation, altered metabolic characteristics, abnormal protein production, increased genomic instability, and decreased cell viability.<sup>1–4</sup> This results in growth retardation, developmental delays and defects, as well as abnormal morphology of organisms.<sup>1,2,5–7</sup> Aneuploidy is also frequently present in human cancers.<sup>1,5</sup> Studies have found that the gene expression in aneuploidy shows a wide range of dysregulation.<sup>8–10</sup> Not only is the expression of genes located on varied chromosomes (*cis*) regulated, but the genes in the remainder of the genome (*trans*) also have altered expression,<sup>10–13</sup> and the influence can affect the entire gene expression regulatory network.<sup>14,15</sup> The molecular basis of genomic imbalance caused by dosage changes of single chromosomes or chromosome segments is related to the disturbance of the balanced relationship of regulatory genes.<sup>16,17</sup> Changes in the stoichiometry of subunits of macromolecular complexes, mainly including transcription factors, chromatin proteins, and signal transduction components,<sup>18</sup> will alter their assembly kinetics and overall function.<sup>19,20</sup> This view, namely, the Gene Balance Hypothesis, has been confirmed by evolutionary genomics, quantitative trait genetics, and other evidences. It can explain, to some extent, the phenomena of aneuploid syndromes, dosage compensation, and regulatory gene evolution following polyploidization.<sup>21–23</sup> Currently, most of the gene expression studies in aneuploidy are conducted for protein-coding genes, while the modulation of noncoding genes has rarely been studied.<sup>24,25</sup>

Long noncoding RNAs (lncRNAs) are defined as RNAs that are longer than 200 nucleotides and lack a significant open reading frame.<sup>26</sup> lncRNAs are mainly transcribed by RNA polymerase II similarly to mRNAs (some can also be transcribed by RNA polymerase III). Pre-mature lncRNAs usually have 5'-end m7G caps and 3'-end poly(A) tails and undergo alternative splicing. lncRNAs have high diversity and low evolutionary conservation, but they usually have conserved secondary structures, which may be crucial to their functions.<sup>27,28</sup> Although most lncRNAs have not been well characterized and are still functionally unknown, there are sufficient evidences that they have important cellular functions.<sup>28–30</sup> Some lncRNAs can participate in modulations at epigenetic, transcriptional, and post-transcriptional levels through different mechanisms, and many lncRNAs are regulated by other genes.<sup>27,28</sup> Functional lncRNA transcripts can serve as signals, decoys, guides, and scaffolds to exert their *cis* or *trans* molecular functions.<sup>31</sup> In other cases, the transcription or splicing process of lncRNAs will have a transcription regulation function. Furthermore, the regulatory function may depend only on the DNA elements embedded in lncRNA loci and not on transcriptional products.<sup>32–34</sup> Despite the relatively low expression levels, lncRNAs usually tend to be expressed in certain tissues, cell types, and developmental stages<sup>35,36</sup> and are closely associated with histone modification, chromatin remodeling, genomic imprinting, dosage compensation, subcellular structure organization, embryogenesis, as well as a variety of human diseases, including cancer.<sup>37–42</sup>

Another genomic component that is frequently overlooked is the transposable elements (TEs).<sup>43</sup> Almost all eukaryotes contain TEs, with variable abundance and diversity among species.<sup>43</sup> There are thousands of TE families in plants, and in some species, TEs constitute more

<https://doi.org/10.1016/j.isci.2023.108494>than 80% of the total genome (e.g., maize).<sup>44</sup> In contrast, TEs account for about 45% of the human genome and 20% in *Drosophila*.<sup>45,46</sup> The insertion of TEs is often detrimental, which can lead to various human inherited diseases and is related to tumorigenesis.<sup>47–49</sup> The main factors causing these harmful effects are: changes in gene expression, cytotoxicity of TE transcripts or protein products, and ectopic recombination caused by TEs.<sup>50</sup> TE-mediated genome shuffling can also be detrimental, such as the retrotransposon *LINE-1* (L1) in human and *Foldback* (FB) element in *Drosophila*.<sup>51–53</sup> TEs can play a regulatory role in different ways. In addition to directly changing the gene structures or destroying *cis*-regulatory elements,<sup>46,54</sup> they can also carry TE-derived DNA elements such as promoters, enhancers, and insulators into the regulatory apparatus.<sup>47,55,56</sup> Another mechanism is to spread their repressive epigenetic marks to adjacent chromatin and silence nearby genes.<sup>46,57</sup> Moreover, TEs also contribute a large number of noncoding regulatory RNAs, including lncRNAs, microRNAs (miRNAs), and circular RNAs (circRNAs).<sup>47,58,59</sup> A study found that approximately 75% of human lncRNAs contained TE-derived fragments,<sup>58</sup> and another study showed that 12% of human miRNA genes were derived from TEs.<sup>59</sup> TEs are essential in gene regulatory networks, embryonic development, dosage compensation, domestication of animals and plants, etc.<sup>47,60–62</sup>

In previous studies, we investigated the global expression of autosomal and sex chromosome aneuploidy in *Drosophila*. Dosage compensation is found to occur in genes on the varied chromosomes, and inverse dosage effect, which is negatively related to the changes in chromosome numbers, is observed in genes located on unvaried chromosomes.<sup>12,13,63,64</sup> Some protein-coding genes have been identified as potential dosage-sensitive regulators in *Drosophila*.<sup>18,63,64</sup> A recent study on the dosage sensitivity of miRNAs in maize<sup>25</sup> inspired us to consider the responses of genes other than protein-coding genes such as lncRNAs and TEs in genomic imbalance. By analyzing the transcriptomes of autosomal and sex chromosome aneuploid, we describe the characteristics and expression profiles of lncRNAs and TEs in *Drosophila*. Given that both lncRNAs and TEs have important regulatory functions and are related to the growth, development, and disease of organisms, we asked whether lncRNAs and TEs also play roles in the modulation of genomic imbalance and the development of aneuploidy. We searched for dosage-sensitive lncRNAs and TEs, as well as their potential interactors; then we examined the expression patterns of candidate genes during embryogenesis in aneuploid *Drosophila*. These studies demonstrate the possibility of lncRNAs and TEs acting as dosage-sensitive regulators in gene expression and development in *Drosophila*.

## RESULTS

### Genomic characteristics of lncRNAs and TEs in aneuploid *Drosophila*

To investigate the expression and characteristics of noncoding sequences in aneuploid *Drosophila*, ribosomal RNA is removed from the samples to retain mRNA and all ncRNA except for rRNA. We also used strand-specific RNA sequencing to improve the accuracy of read mapping and transcript quantification. Through transcriptome analysis, we obtained the expression of more than 30,000 *Drosophila* transcripts in three biological replicates of five different karyotypes. Based on the known lncRNAs defined by FlyBase, these transcripts can be divided into 28,944 protein-coding transcripts and 2,952 lncRNA transcripts. In addition, according to Ensembl annotation, 5,574 TE insertions were found in the *Drosophila* genome. We combined them into 127 TE families and counted the overall expression of each TE family. Through the heatmaps and PCA plots of 15 samples, it was found that the three biological replicates of the same genotype clustered well, which represents the reproducibility of the samples and the high quality of sequencing (Figures S1A–S1F). Samples of the same sex were preferentially clustered together, whether they were aneuploid or not (Figures S1A–S1C). Furthermore, the expression levels of lncRNAs and mRNAs show a high correlation among different samples (Pearson's correlation coefficient = 0.968 and p value <0.05; Figure S1G). The correlation between TE and lncRNA/mRNA is low but still significantly positively correlated (Figure S1H, and S1I).

According to genomic positions, lncRNAs were divided into four types: long intergenic noncoding RNA (lincRNA, 56.4%), intronic-lncRNA (17.1%), sense-lncRNA (4.3%), and antisense-lncRNA (22.2%) (Figure 1A). Among them, lincRNA has the highest proportion, accounting for approximately half of all lncRNAs, which is consistent with previous studies.<sup>65,66</sup> Benefiting from the strand-specific sequencing, which can retain the directional information of transcripts, the proportion of lncRNAs from antisense strands also accounts for more than 20%. The number of mRNA transcripts on each chromosome is much greater than that of lncRNAs, and the number of transcripts is approximately related to chromosome length (Pearson correlation coefficients: lncRNA = 0.932, mRNA = 0.992; p values: lncRNA = 2.20e-3, mRNA = 1.16e-5) (Figure 1B). By analyzing the number of exons and the length of transcripts from protein-coding genes and noncoding genes, it can be found that both the distributions of exon numbers and transcript lengths of lncRNAs are more concentrated than those of mRNAs, but the horizontal axis positions of lncRNA peaks are smaller (Figures 1C and 1D). As found in a previous study, most of the lncRNAs in *Drosophila* are mono-exonic with an average size of only 1000 nt.<sup>65</sup> Moreover, we found that the average exon number and size of lncRNAs that were differentially expressed in at least one aneuploid (see in the following text) (1.669 exons and 1443.4 nt) were greater than those of lncRNAs that were not differentially expressed in any aneuploid (1.626 exons and 1016.0 nt). Previous reports suggested that developmentally dynamic lncRNAs are usually longer in length and contain more exons.<sup>65,67</sup> Therefore, we speculate that the lncRNAs affected by aneuploidy may share some common features with developmentally dynamic lncRNAs. The overall expression level of mRNA is significantly higher than that of lncRNA (Mann-Whitney U test p value <2.2e-16; Figure 1E), and the mean CPM values of mRNA are approximately three times higher than those of lncRNA (Figure 1F). The expression levels of lncRNA fluctuated relatively widely among genotypes and are lower in aneuploidies than in the corresponding euploidies. This indicates that lncRNAs may be modulated by a dosage-dependent inverse effect in aneuploidy.

TEs were also divided into four types, with intergenic-TEs (50.5%) and intronic-TEs (42%) being the two most abundant, which together account for more than 90% of all TEs (Figure 1G). The other two types, sense-TE (3.7%) and antisense-TE (3.7%), account for less than 10% of the total. The intronic-TEs account for a high proportion, which may be related to the fact that TE can introduce splicing sites into introns, leading to the generation of chimeric transcripts.<sup>68</sup> TEs are widely distributed on the autosomal and sex chromosomes of *Drosophila*, and it is

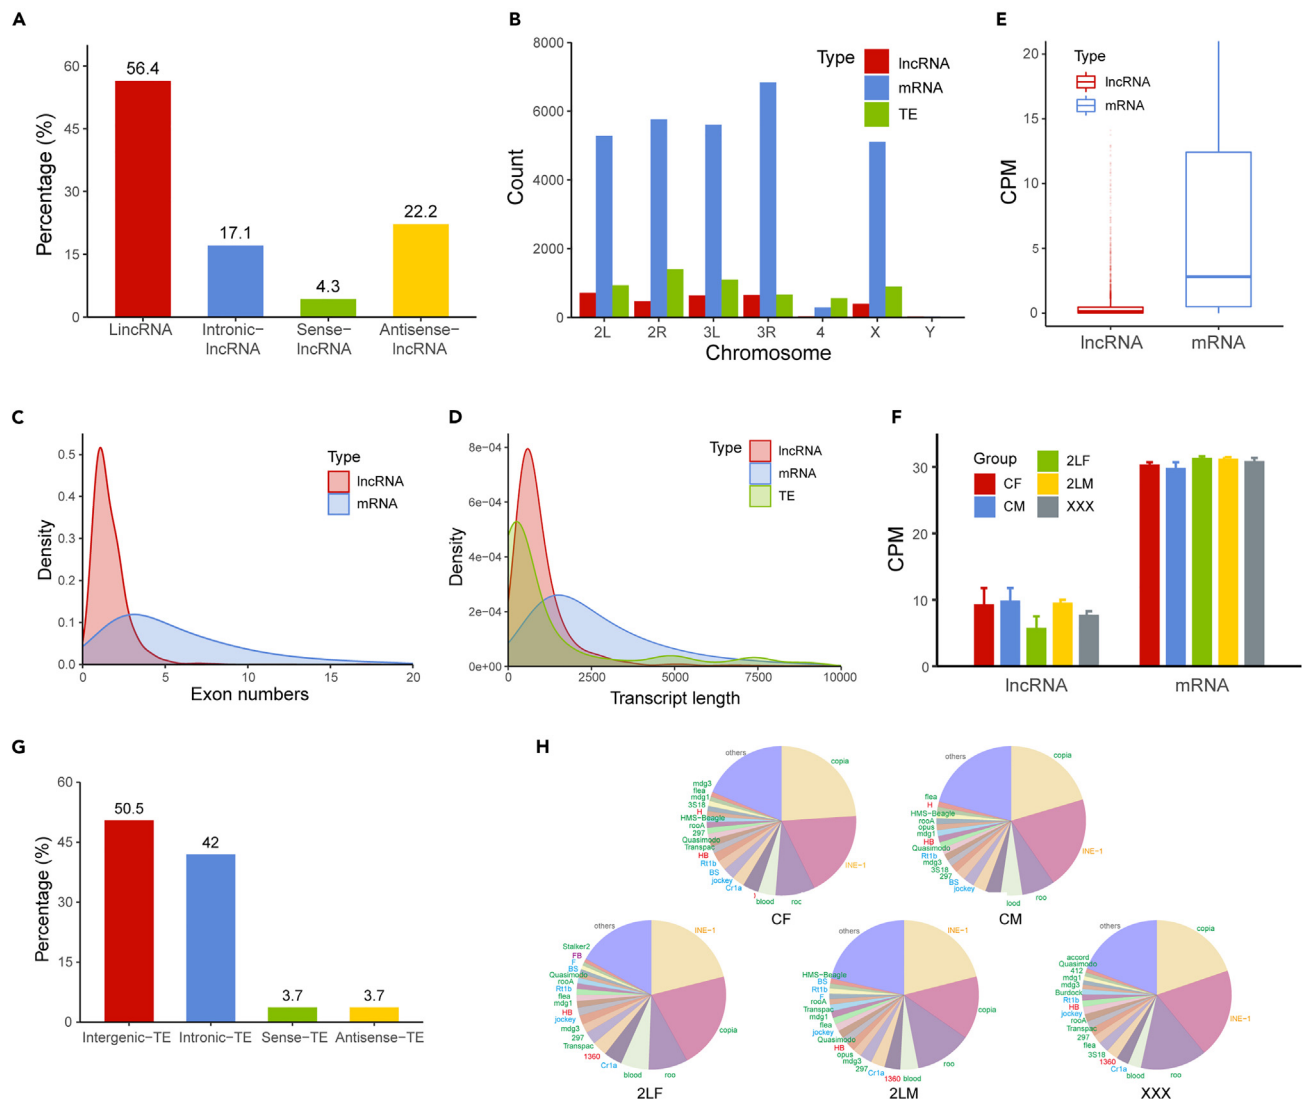

**Figure 1. Characteristics of long noncoding RNA (lncRNA) and transposable elements (TEs) in *Drosophila* samples**

(A) Percentage of different types of lncRNAs in *Drosophila*.  
 (B) The number of lncRNA, mRNA, and TE insertion located on different chromosomes.  
 (C) Density plot of exon numbers of lncRNA and mRNA.  
 (D) Density plot of transcript length of lncRNA, mRNA, and TE.  
 (E) Boxplots of the expression levels (CPM) of lncRNA and mRNA.  
 (F) Mean expressions of lncRNA and mRNA in each sample. The error bars indicate standard deviation (SD) of three biological replicates.  
 (G) Percentage of different types of TEs in *Drosophila*.  
 (H) Pie charts showing the proportion of the expression of each TE family to the total expression of TEs in each sample. The text colors of the top 20 TE families listed represented their classification, while the green text represented LTR (long terminal repeat) retrotransposons, blue represented LINE-like TEs, yellow represented SINE-like TEs, and red represented TIR (terminal inverted repeat) DNA transposons. CF, wild-type female control; CM, wild-type male control; 2LF, trisomy 2L female; 2LM, trisomy 2L male; XXX, metafemale.

noteworthy that there is an excessive amount of TEs relative to chromosome length on the fourth chromosome, even more than the number of mRNAs (Figure 1B). This is because many TEs tend to accumulate in heterochromatic regions with low recombination rates, and the fourth chromosome is a specific transposon-dense chromosome.<sup>43,69</sup> The peak position of the transcript length distribution of TEs is lower than mRNAs and lncRNAs, but there are two small peaks at larger values, indicating that there is a polarization in the size of TEs (Figure 1D). The total expression of TEs in each sample accounts for 0.2%–0.3% of all mapped reads. Analysis of the TE families with the highest expression in each genotype reveals a similar picture (Figure 1H). *Copia*, *INE-1*, and *roo*, the top 3 highly expressed TE families are all retrotransposons, and their expression accounts for approximately half of all TEs. More than half of the TE families with the top 20 levels of expression are LTR

(long terminal repeat) retrotransposons, the second most abundant type is LINE-like TE, and a few TIR (terminal inverted repeat) DNA transposons represented by the 1,360 family are also highly expressed (Figure 1H).

### There are dosage sensitivities of lncRNAs and TEs in aneuploidy

Previous studies have found that the global expression in *Drosophila* and other species is affected by genomic imbalance. The genes located on the varied chromosomes (*cis*) generally show dosage compensation, while the genes on unvaried chromosomes (*trans*) are mainly subject to negative modulation with chromosome number changes, which is called an inverse dosage effect.<sup>12,13,64</sup> To determine whether lncRNAs and TEs are regulated by dosage-dependent effects, we generated ratio distributions of expression changes for different types of transcripts in aneuploidies compared with diploid controls according to their chromosomal locations (Figure 2).

In trisomy chromosome 2 left arm (2L) females, the ratio distribution curves of X-linked lncRNAs and mRNAs are inversely regulated by the addition of an autosomal arm and concentrated at 0.67, as indicated by the vertical yellow dashed line, and there is no significant difference between lncRNAs and mRNAs (Figure 2A; Kolmogorov-Smirnov (K-S) test  $p$  value = 0.66). In contrast, the ratio distribution of mRNAs expressed from chromosome 2L is centered around the ratio of 1.0, as indicated by the vertical purple solid line, representing dosage compensation (Figure 2B). However, the ratio distribution of lncRNAs expressed from 2L is significantly different from that of mRNAs (K-S test  $p$  value =  $4.4 \times 10^{-3}$ ). Although there is a high distribution around 1.0, the highest peak appears at a ratio of 0.7 (Figure 2B). This result indicates that most of the lncRNAs expressed from the varied chromosome can be further inversely regulated. At the same time, the distribution of lncRNAs also has a small peak at 1.5 indicated by the vertical yellow solid line, which represents lncRNAs that exhibit a proportional dosage effect without compensation. For lncRNAs and mRNAs expressed from other autosomes, the ratio distribution curves both shift to the left, with the peak of mRNA at 0.6 and the peak of lncRNA at 0.4 (Figure 2C; K-S test  $p$  value =  $7.5 \times 10^{-6}$ ). Therefore, the *trans* lncRNAs and mRNAs, which are located on the unvaried chromosomes both exhibit an inverse dosage effect, but lncRNAs are affected to a greater extent.

The aneuploid effect in trisomy 2L males is different from that in females. The peak of the distributions of X-linked lncRNAs and mRNAs are both centered around the ratio of 1.0 (Figure 2D; K-S test  $p$  value = 0.71), indicating no changes in expression. The peak of the ratio distribution curve of mRNAs expressed from 2L is slightly lower than 1.5 (Figure 2E), which indicates that the expression level of mRNA is compensated to some extent but not completely. The distribution of 2L lncRNAs is significantly different from that of mRNA (K-S test  $p$  value =  $4.2 \times 10^{-7}$ ), with one peak near the ratio of 1.1, representing dosage compensation, and two secondary peaks near 0.7 (inverse dosage effect) and 1.5 (gene dosage effect). The peak of mRNA localized on other autosomes is at the ratio of 0.9 (Figure 2F), representing the slight *trans*-acting inverse dosage effect. The peak of lncRNAs is around 1.0, but there is a shoulder peak at the ratio of 0.8 and a small peak at a ratio of 0.5 (Figure 2F; K-S test  $p$  value =  $1.3 \times 10^{-11}$ ). This suggests that a subset of *trans* lncRNAs is more inversely regulated than mRNAs in trisomy 2L males.

In addition to autosomal aneuploidy, we also analyzed the expression of lncRNAs and mRNAs in sex chromosome aneuploidy. For X-linked *cis* mRNAs, the distribution curve is around 1.0, indicating that the expression of most mRNAs is unchanged in XXX; AA metafemales (Figure 2G). The ratio distribution of *cis* lncRNAs is significantly different from that of mRNAs (K-S test  $p$  value =  $2.5 \times 10^{-5}$ ), showing a multipeak shape, with the highest peak at 0.7–0.8, which may represent slightly excessive dosage compensation compared to the normal female level. There is a second peak at the ratio of 0.3, which may represent stronger inverse regulation, and a small peak at 1.1, which represents partial incomplete compensation (Figure 2G). The ratio distributions of *trans* lncRNAs and mRNAs are both biased to the left of 1.0 (Figure 2H), suggesting decreased expression levels due to the inverse dosage effect of the triple X genotype. However, lncRNAs are more left-shifted than mRNA (K-S test  $p$  value =  $7.6 \times 10^{-13}$ ); that is, the expression level of lncRNAs is further down-regulated.

Compared with trisomy 2L males, in trisomy 2L females and metafemales, *cis* genes appear to be more likely to show dosage compensation, while *trans* genes tend to exist inverse dosage effects. Therefore, *cis* and *trans* genes are generally regulated in the same direction, which indicates that the *trans* genes affected by an inverse dosage effect and the *cis* compensated genes may be affected by related mechanisms. In addition, the inverse dosage effect seems to be stronger in females than in males, reflecting a sexual dimorphism of genomic imbalance. Similar to some mRNAs, lncRNAs are dosage-affected in aneuploid *Drosophila*, and there is dosage compensation of *cis* lncRNAs and inverse dosage effects of *trans* lncRNAs as described previously.<sup>12,13,64</sup> Whereas the responses of lncRNAs and mRNAs to the addition of an extra chromosome arm (whether autosomal or sex chromosome) are different, in that lncRNAs have a greater magnitude of expression modulation (Figures 2B, 2C, and 2E–2H). This result is also consistent with the comparisons of the mean CPM values of lncRNAs and mRNAs among samples (Figure 1F). Also, the sex chromosomes and autosomes have different characteristics in aneuploidy. In trisomy 2L *Drosophila*, only lncRNAs expressed from the X chromosome will produce ratio distributions that are not significantly different from mRNAs (Figures 2A and 2D).

Furthermore, we examined whether lncRNAs have similar responses in other species. In the five trisomies of *Arabidopsis* (Figure S2), the peaks of the ratio distributions of *cis* mRNAs are mostly between 1.0 and 1.5, which represents partial compensation to different degrees. The number of *cis* lncRNAs is small, showing a scattered distribution (Figures S2A, S2C, S2E, S2G, and S2I). The ratio distributions of mRNAs and lncRNAs located on the varied chromosomes are significantly shifted to the left of 1.0 in all aneuploidies, in which lncRNAs have main peaks or secondary peaks with smaller abscissae than mRNAs (Figures S2B, S2D, S2F, S2H, and S2J). As for the ratio distributions of four trisomies of mouse embryonic stem cells, *cis* mRNAs have a shoulder peak at the position below 1.5 (Figures S3A, and S3D), or have a main peak at the left side of 1.5 (Figures S3G, and S3J). The distributions of *cis* lncRNAs are more left shifted than that of mRNAs (K-S test  $p$  values  $< 0.05$ ), which is close to dosage compensation. The mRNAs expressed from the X chromosome are affected by autosomal aneuploidy, and their ratio distribution curves, centered at 1.0, form a shoulder peak on the left side; X-linked lncRNAs, on the other hand, produce a sharp peak at about

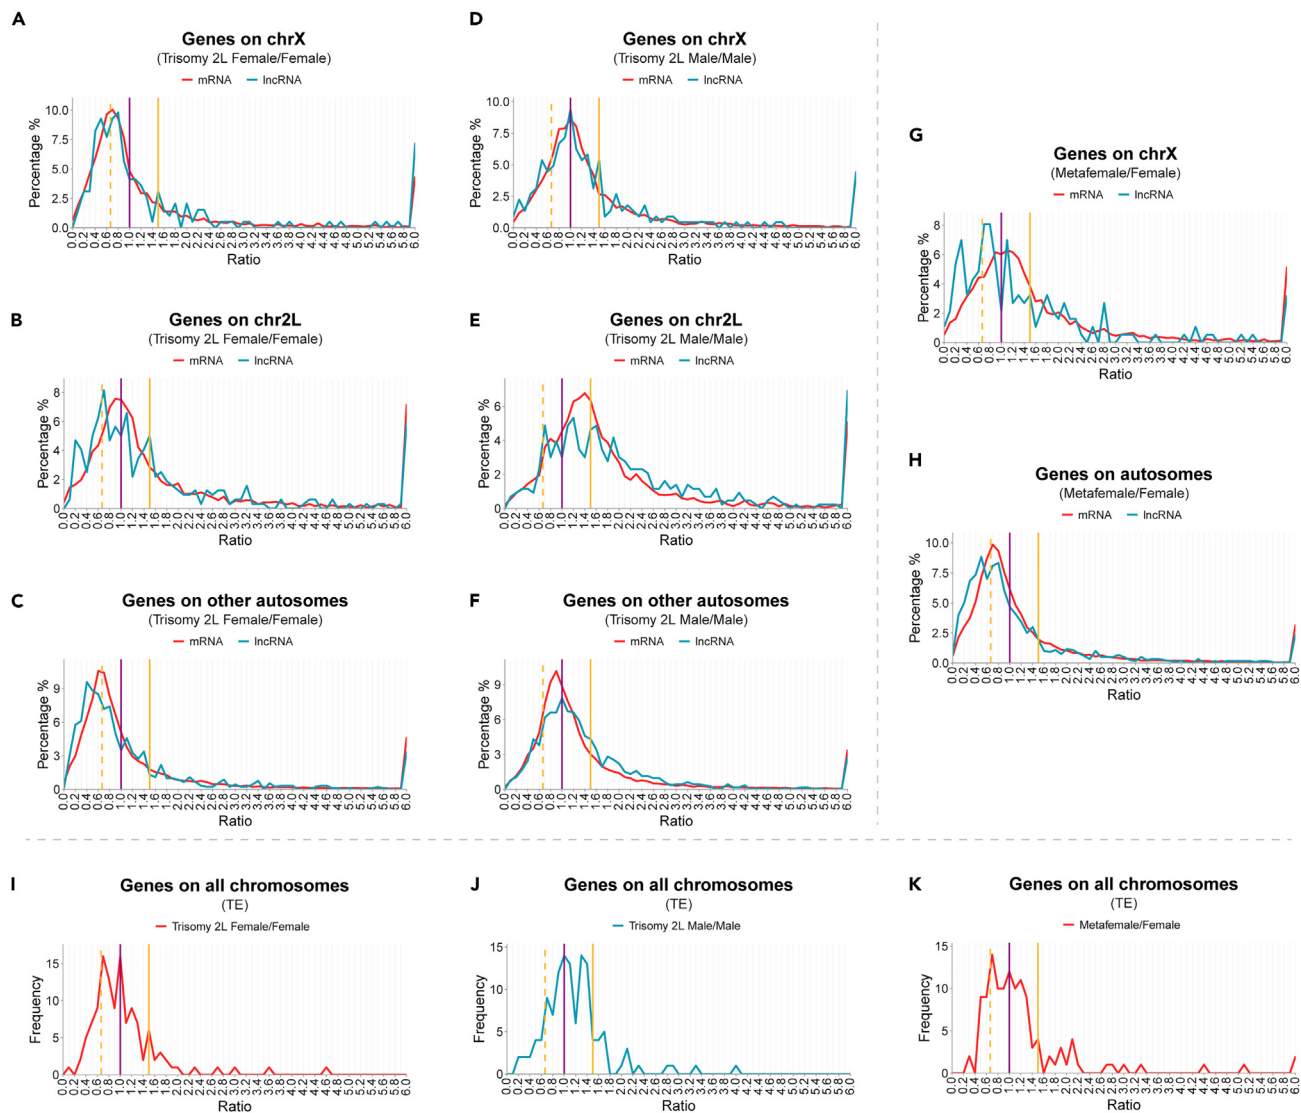

**Figure 2. Distributions of the expression ratios of lncRNA and TE family in aneuploid *Drosophila***

(A–C) Ratio distributions of the expression levels of lncRNA and mRNA located on chromosome X (A), 2L (B), and other autosomes (C) in trisomy 2L females compared with wild-type females.

(D–F) Ratio distributions of the expression levels of lncRNA and mRNA located on chromosome X (D), 2L (E), and other autosomes (F) in trisomy 2L males compared with wild-type males.

(G and H) Ratio distributions of the expression levels of lncRNA and mRNA located on chromosome X (G) and autosomes (H) in metafemales compared with wild-type females.

(I–K) Ratio distributions of the expression levels of TE families in trisomy 2L females compared with wild-type females (I), trisomy 2L males compared with wild-type males (J), and metafemales compared with wild-type females (K).

The vertical purple solid line represents the ratio of 1.00, the vertical yellow solid line represents the ratio of 1.50, and the vertical yellow dashed line shows the ratio of 0.67. The ratio distributions were generated as described in [STAR methods](#), and the percentages of frequencies were plotted in bins of 0.1.

0.7, which represents the consequence of an inverse dosage effect ([Figures S3B, S3E, S3H, and S3K](#)). For the genes on unvaried autosomes, the ratio distributions show that the expression levels of most mRNAs in mouse trisomy cells have not changed, but lncRNAs have relatively more left-leaning curves ([Figures S3C, S3F, S3I, and S3L](#)), indicating that lncRNAs might be more sensitive to genomic imbalance. In another dataset of induced-pluripotent stem-derived vascular endothelial cells (iPSC-derived ECs) of human trisomy 21 ([Figure S4](#)), it is found that, compared with wild type, or isogenic corrected disomy 21 cells, or both of them together, the ratio distribution curves of mRNAs and lncRNAs on chromosome 21 have main peaks at 1.0, which means that most *cis* genes are completely compensated. It is even found that lncRNAs have a peak around 0.4 when compared with isogenic corrected disomy 21 cells. The main peaks of mRNAs on the X chromosome and other autosomes are all located at 1.0, and there is a shoulder peak on the left ([Figures S4B, S4C, S4E, S4F, S4H, and S4I](#)). The distribution curves of

*trans* lncRNAs have peaks whose abscissae are smaller than that of mRNAs (Figures S4B, S4E, and S4H), or peaks with an overall left deviation (Figures S4C, S4F, S4I; K-S test *p* values <0.05). Generally speaking, the datasets of three different species we have analyzed all show that lncRNA and mRNA can be affected by genome imbalance, and lncRNA seems to be more strongly affected by inverse dosage effect than mRNA in aneuploidy. Therefore, the inverse dosage effect and the highly dosage sensitivity of lncRNAs in aneuploidy are generalizable across taxa.

Due to the high conservation of DNA sequences among insertions of the same TE family, we combined all insertions by TE family and calculated their expression. The ratio distributions of TE families no longer distinguish *cis* and *trans* chromosomes. In trisomy 2L females, the two main peaks of the ratio distribution are observed at ratios of 1.0 and 0.7, representing the TEs with unchanged expression and the TEs that are subject to an inverse dosage effect (Figure 2I). The ratio distribution curve of trisomy 2L males is different from that of females (K-S test *p* value = 0.0103), with two main peaks located at ratios of 1.0 and 1.3 (Figure 2J), indicating complete and incomplete dosage compensation, respectively. Meanwhile, there is a small peak at 0.7, which indicates that some TEs are regulated by an inverse dosage effect. In metafemales, the main peak of the distribution is located at 0.7 (Figure 2K), indicating that the expression of most TEs is inversely regulated. The second highest peak is at 1.0, representing no change in expression levels or dosage compensation. Therefore, TEs are also dosage-affected in aneuploidy and regulated by inverse dosage effects to a certain degree.

### Differential expression analysis of lncRNAs in aneuploid *Drosophila*

Next, we performed differential expression analysis for different types of transcripts in aneuploid *Drosophila* to provide a statistical description of the lncRNAs and mRNAs affected by aneuploidy. We identified 6,195, 3,121, and 5,300 differentially expressed mRNA (DE-mRNA) transcripts in trisomy 2L females, trisomy 2L males, and metafemales, respectively (Figure S5A). Trisomy 2L females and metafemales share more DE-mRNAs, while trisomy 2L females and trisomy 2L males have slightly fewer common DE-mRNAs (2,774 compared with 1,507). In terms of DE-mRNAs, aneuploidies of the same sex and different chromosome arms are more similar than aneuploidies of different sexes and the same chromosome arm. Furthermore, the number of DE-mRNAs shared by any two aneuploidies is significant (Fisher's exact test *p* value <2.2e-16), suggesting that multiple aneuploidies can affect the same genes. There are 829 common DE-mRNAs in all three aneuploidies (Figure S5A), and their clustering shows obvious regularity (Figure S5B). The expression levels of more than half of the common DE-mRNAs in aneuploidy are higher than those in diploid, but there is still a large number of DE-mRNAs down-regulated (Figure S5B). Functional enrichment analysis of these common DE-mRNAs reveals that they are mainly involved in multiple biological metabolic processes and have various enzyme activities (Figure S5C). Their intracellular locations are mainly in the proteasome, peptidase complex, and CMG complex. In addition, the pathway analysis of these mRNAs also focuses on metabolism and the proteasome (Figure S5D). These results are consistent with the fact that aneuploidy is generally characterized by altered metabolism, reduced viability, abnormal protein production, and increased sensitivity to conditions interfering with protein synthesis, folding, and degradation.<sup>3,4,70</sup>

For lncRNAs, we found 266, 108, and 239 differentially expressed transcripts in trisomy 2L females, trisomy 2L males, and metafemales, respectively (Figure 3A). The rules found with mRNAs seem to be equally applicable to lncRNAs. The number of differentially expressed lncRNAs (DE-lncRNAs) shared by trisomy 2L females and metafemales is greater than the number of DE-lncRNAs shared by trisomy 2L females and trisomy 2L males (81 compared with 31). Moreover, the intersection of any two groups of DE-lncRNAs is significant (Fisher's exact test *p* value <0.05), indicating that the modulation of lncRNAs in aneuploidy is also gene-specific. Seventeen lncRNAs are differentially expressed in the three aneuploidies (Figure 3B). To gain a better picture, we analyzed a total of 110 lncRNAs that are significantly differentially expressed in at least two comparisons (Figure S6).

Volcano plots were drawn for all DE-lncRNAs, and the numbers of significantly up-regulated and down-regulated transcripts were counted (Figures 3C–3E). There are more up-regulated lncRNAs in trisomy 2L females and trisomy 2L males, but the number of significantly down-regulated lncRNAs is greater than the number of up-regulated lncRNAs in metafemales (Figures 3C–3E). Significantly down-regulated lncRNAs are found in all three trisomies, indicating that there is a subset of lncRNAs that are subjected to statistically significant inverse regulation, especially in sex chromosome aneuploidy. We labeled the DE-lncRNAs which have known GO functions in the plots (Figures 3C–3E), and listed their functions in the table (Figure 3F). The majority of them are related to spermatogenesis (for example, *lncRNA:CR43306*), and several others are related to growth and development (*lncRNA:CR31781*), gene expression regulation (*lncRNA:let7C*), and dosage compensation (*lncRNA:roX1* and *lncRNA:roX2*) (Figure 3F). In addition, the expression levels of *lncRNA:CR43306* and *lncRNA:CR31781* are significantly up-regulated in two aneuploidies, while the expression levels of *lncRNA:Hsromega*, which is related to nuclear omega speck organization and the regulation of protein metabolism, are significantly down-regulated in two aneuploidies (Figures 3C–3E).

### Potential interactors of lncRNAs affected by aneuploidy

The function of most DE-lncRNAs we identified is unknown. Since lncRNAs may exert their functions by interacting with other factors in *cis* or *trans*,<sup>32,65</sup> we predicted their functions by looking for interactors co-expressed or co-located with DE-lncRNAs. The DE-lncRNA and DE-mRNA pairs whose absolute value of Pearson correlation coefficient >0.95 and *p* value <0.05 were considered as co-expressed. The lncRNA-mRNA pairs shared by at least two aneuploidies were selected to form a co-expression network, which contains 41 lncRNAs, 294 mRNAs, and a total of 568 edges (Figures 4A–4C). It can be observed that there are two large subnetworks in the whole co-expression network, which we call cluster 1 (Figure 4A) and cluster 2 (Figure 4B), in addition to some scattered small clusters (Figure 4C). Protein-protein interaction (PPI) analysis was performed for all DE-mRNAs in the network, and the connectivity degree of each mRNA was determined. Therefore, mRNAs with a higher degree, i.e., the redder nodes in Figure 4 (for example, *Ubi-p63E* encoding a polyubiquitin precursor, *Su(var)205* as a structural component of

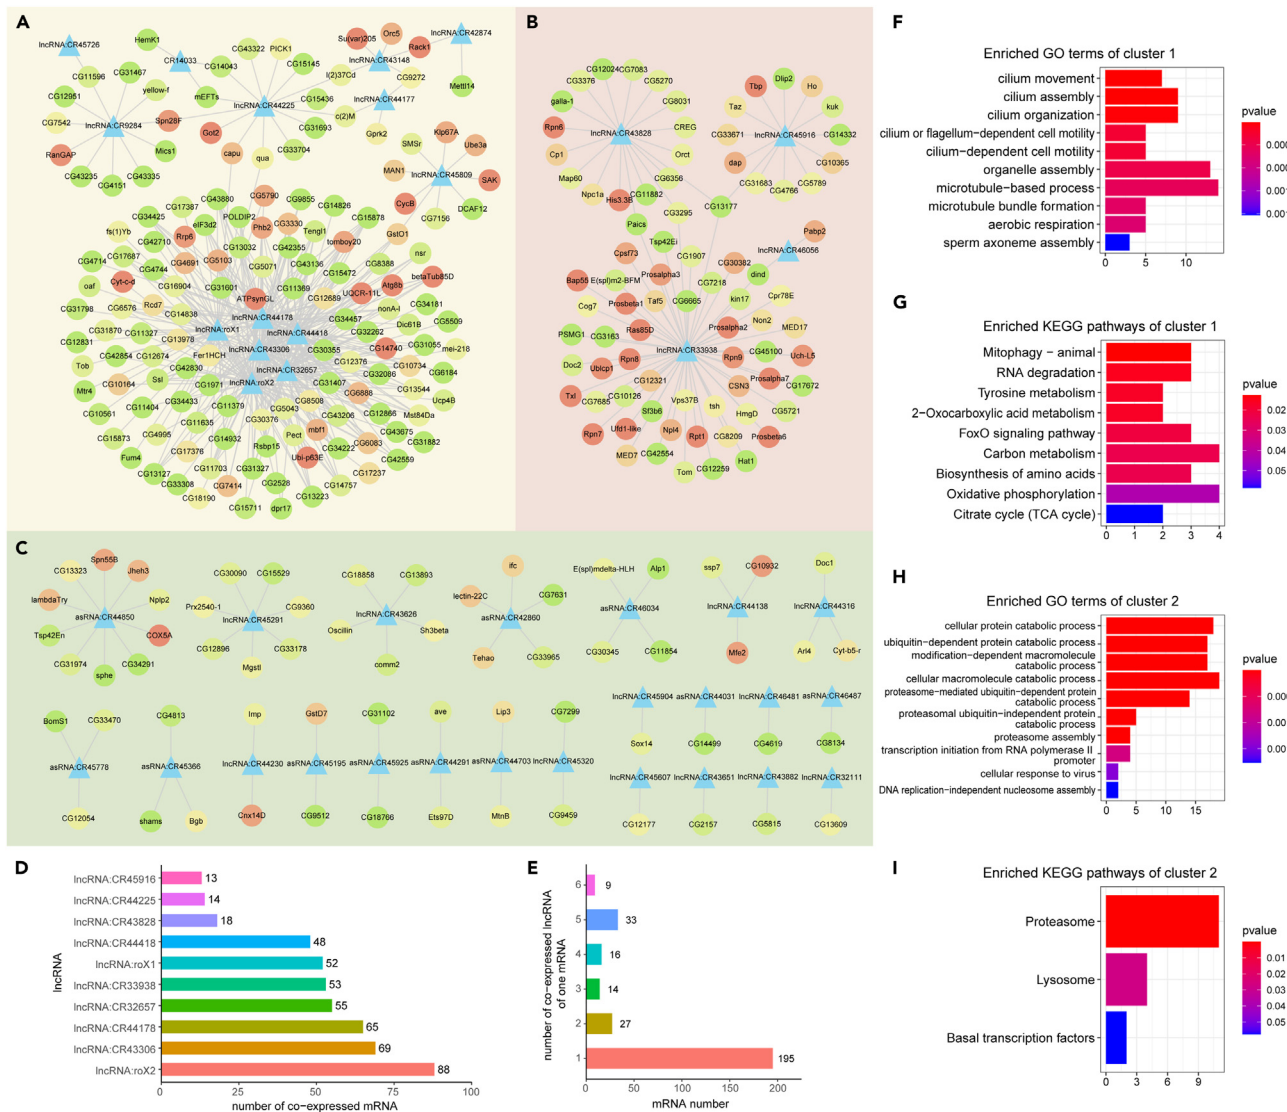

**Figure 4. Co-expressed differentially expressed lncRNAs and mRNAs**

(A–C) Network of co-expressed lncRNAs and mRNAs. The triangular nodes represent lncRNAs, and the round nodes represent mRNAs. The color of the round nodes indicates the degree of this mRNA in the protein-protein interaction (PPI) network composed of DE-mRNAs, with red indicating high connectivity and green indicating low connectivity. The lncRNA and mRNA connected by edges are co-expressed (the absolute value of Pearson correlation coefficient >0.95 and p value <0.05). The entire co-expression network can be divided into two larger clusters (A and B), and a number of smaller, dispersed clusters (C).

(D) The top 10 lncRNAs with the largest number of co-expressed mRNAs.

(E) The number of co-expressed lncRNA owned by per mRNA.

(F) GO functional enrichment analysis of mRNAs involved in the first large cluster of the co-expression network.

(G) KEGG pathway enrichment analysis of mRNAs involved in the first large cluster of the co-expression network.

(H) GO functional enrichment analysis of mRNAs in the second large cluster of the co-expression network.

(I) KEGG pathway enrichment analysis of mRNAs in the second large cluster of the co-expression network.

heterochromatin, *Ras85D* as an essential component involved in the signal pathway regulating growth and development, etc.), may play a more critical role in the dysregulation of expression in aneuploidy.

Further analysis of the lncRNA-mRNA co-expression network shows that some lncRNAs have numerous co-expressed mRNAs; for example, *lncRNA:roX2*, which plays a role in the regulation of X chromosome in *Drosophila* males, has 88 co-expressed mRNAs (Figure 4D). Many potential interactors may indicate the functions of these lncRNAs. On the contrary, most mRNAs have only one co-expressed lncRNA (Figure 4E). Next, functional enrichment analysis and pathway analysis were performed on the two large co-expression subnetworks (Figures 4F–4I). The results showed that the functions of cluster 1 are mainly related to microtubule-based processes, such as cilium

### Figure 5. Co-expressed differentially expressed TE families and mRNAs

- (A) Venn diagram of the number of differentially expressed TE families (DE-TEs) in trisomy 2L female, trisomy 2L male, and metafemal.
- (B) Clustering heatmap of TE families differentially expressed in all three aneuploidies.
- (C) Clustering heatmap of TE families differentially expressed in at least two groups of comparisons. The text colors of the TE families represented their classification, with green indicating LTR retrotransposons, blue indicating LINE-like TEs, and red indicating TIR transposons. CF, wild-type female control; CM, wild-type male control; 2LF, trisomy 2L female; 2LM, trisomy 2L male; XXX, metafemal.
- (D–F) Network of co-expressed TE families and mRNAs. The diamond nodes represent TE families, and the round nodes represent mRNAs. The color of the round nodes indicates the degree of this mRNA in the PPI network composed of DE-mRNAs, with red indicating high connectivity and green indicating low connectivity. The TE family and mRNA connected by edges are co-expressed (the absolute value of Pearson correlation coefficient >0.95 and p value <0.05). The entire co-expression network can be divided into two larger clusters (D and E), and a number of smaller, dispersed clusters (F).
- (G) TE families sorted by the number of their co-expressed mRNAs.
- (H) The number of co-expressed TE families owned by one mRNA.
- (I) GO functional enrichment analysis of mRNAs involved in the first large cluster of the co-expression network.
- (J) KEGG pathway enrichment analysis of mRNAs involved in the first large cluster of the co-expression network.
- (K) GO functional enrichment analysis of mRNAs in the second large cluster of the co-expression network.
- (L) KEGG pathway enrichment analysis of mRNAs in the second large cluster of the co-expression network.

movement, cilium organization, and sperm axoneme assembly (Figure 4F); some pathways are enriched by genes in cluster 1, including mitophagy, RNA degradation, amino acid metabolism, aerobic respiration, and so on (Figure 4G). Cluster 2 is mainly enriched in proteasome mediated ubiquitin-independent protein catabolic process, proteasome assembly, and transcription initiation (Figure 4H). Its enriched pathways are proteasome, lysosome, and basal transcription factors (Figure 4I). Using interacting mRNAs to predict the functions of individual lncRNAs (Figure S7A), most of the lncRNAs in cluster 1 are assumed to function in cilium assembly and movement, sperm axoneme assembly, oxidative phosphorylation, biosynthesis of amino acids, mitophagy, and peroxisomes. The lncRNA in cluster 2, represented by lncRNA:CR33938, is speculated to have ubiquitin-dependent protein catabolic process, proteasome assembly, cell fate specification, and other important functions affecting various developmental processes. For the entire lncRNA-mRNA co-expression network, the enriched functions or pathways with the names of genes that contributed to the enrichment were displayed using cnetplots (Figures S7B and S7C).

Furthermore, we analyzed DE-mRNAs close to DE-lncRNAs in genome location (within 10 kb), and constructed a co-located lncRNA-mRNA network. This network consists of 89 co-located lncRNA-mRNA pairs, but they are so dispersed that no major clusters are formed (not shown). For each lncRNA, most have one or two co-located mRNAs; while for each mRNA, only one lncRNA co-located with it (Figures S8A and S8B). Enrichment analysis revealed that the functions of genes in co-localization network are mainly enriched in somatic muscle development, myoblast fusion, organic hydroxy compound metabolic process, and negative regulation of the Notch signaling pathway (Figure S8C). There were also enrichments of multiple metabolic pathways, such as fatty acid biosynthesis, amino sugar and nucleotide sugar metabolism, inositol phosphate metabolism, and carbon metabolism (Figure S8D).

### Differentially expressed TE families and their interactors

We additionally performed differential expression analysis for TE families. 44, 31, and 43 differentially expressed TE families (DE-TEs) are found in trisomy 2L females, trisomy 2L males, and metafemales, respectively (Figure 5A). Similar to mRNA and lncRNA, the number of DE-TEs shared by trisomy 2L females and metafemales was greater than the number of DE-TEs shared by trisomy 2L females and trisomy 2L males (24 compared with 21), and the species of differentially expressed families was significantly correlated (Fisher's exact test p values <0.05). Fourteen DE-TEs were present in all three aneuploidies (Figure 5B), while 32 TE families were differentially expressed in at least two groups (Figure 5C). Furthermore, most of these DE-TEs are LTR or LINE-like retrotransposons (Figures 5B and 5C).

Subsequently, we performed co-expression analysis of these TE families with DE-mRNAs (Figures 5D–5F). The TE-mRNA co-expression network includes 9 TE families, 117 mRNAs, and 123 pairs of interactions. This network can also be further divided into two smaller subnetworks, cluster 1 and cluster 2 (Figures 5D and 5E), and some scattered clusters (Figure 5F). The DE-TE with the most potential interactors is an LTR transposon, *HMS-Beagle*, with 58 co-expressed mRNAs (Figure 5G). On the contrary, there are only one or two co-expressed TE families per mRNA, and the majority are one (Figure 5H). Enrichment analysis of cluster 1 with the core of *HMS-Beagle* showed that its functions are mainly concentrated in ubiquitin-dependent protein catabolic process, proteasome assembly, response to heat, and response to biotic stimulus (Figure 5I). Pathway analysis found that the proteasome, apoptosis, and Hippo signaling pathways are enriched (Figure 5J). The genes in cluster 2 are enriched with lipid modification, ATP metabolic process, purine nucleotide biosynthetic process, and other metabolic processes (Figure 5K). For cellular pathways, they are enriched in oxidative phosphorylation, drug metabolism, phagosome, etc. (Figure 5L). We also predicted the functions of individual TE families based on their co-expressed mRNAs (Figure S9A), and identified specific mRNAs that are responsible for the enriched functions and pathways (Figures S9B and S9C).

### Expression patterns of dosage-affected lncRNAs and their interactors in aneuploid *Drosophila* embryos

To examine the developmental expression patterns of the dosage-affected noncoding genes identified previously, we designed probes (Figure S10) for several lncRNAs and their potential interactors which was used for tyramide signal amplification (TSA)-based fluorescence *in situ* hybridization (FISH) of *Drosophila* embryos. With high resolution, sensitivity, and consistency, TSA-FISH can provide information about the temporal and spatial patterns of RNA expression and allow us to predict the function of RNA based on their subcellular and subembryonic

**Table 1. Information of candidate genes**

GID complex, glucose-induced degradation-deficient complex; RISC, RNA-induced silencing complex; CIP/KIP family, CDK-interacting protein/kinase inhibitory protein family; CycE-Cdk2 complex, Cyclin E/Cyclin-Dependent Kinase 2 complex; TE, transposable element.

localization.<sup>8</sup> A total of sixteen candidate genes that may perform different functions were selected for detection, including co-expressed lncRNA-mRNA pairs, as well as a TE family that has the highest connectivity in the co-expression network (Table 1). Full results are shown in Data S1, including subembryonic and subcellular localization of probes and corresponding descriptions; the relative quantification of signal intensities at three developmental stages is also listed.

Stage 1–5 and Stage 6–11 include many important early developmental markers, such as the maternal-zygotic transition and the germband elongation. It was found that the zygotically expressed genes in early embryogenesis are enriched in transcription regulation, cell fate determination, tissue and organ development, and morphogenesis.<sup>8</sup> The candidate gene *tsh* is considered to be able to regulate the development of eye, leg, midgut, head, and prothoracic segment, and participate in transcription regulation and Wg signaling pathway. It is also one of the genes with interesting expression patterns in our FISH experiment. In the two early periods, the subembryonic localizations of *tsh* show segmented patterns, which are distributed in the midposterior and posterior part of the embryos respectively; and the localization of *tsh* in wild type and trisomy 2L are similar (Figures 6A, 6A', 6B, 6B', and Data S1). Therefore, *tsh* may be a vital gene to maintain early embryogenesis. For lncRNAs, although the functions of the majority are unknown, specific expression patterns can also be detected. For example,

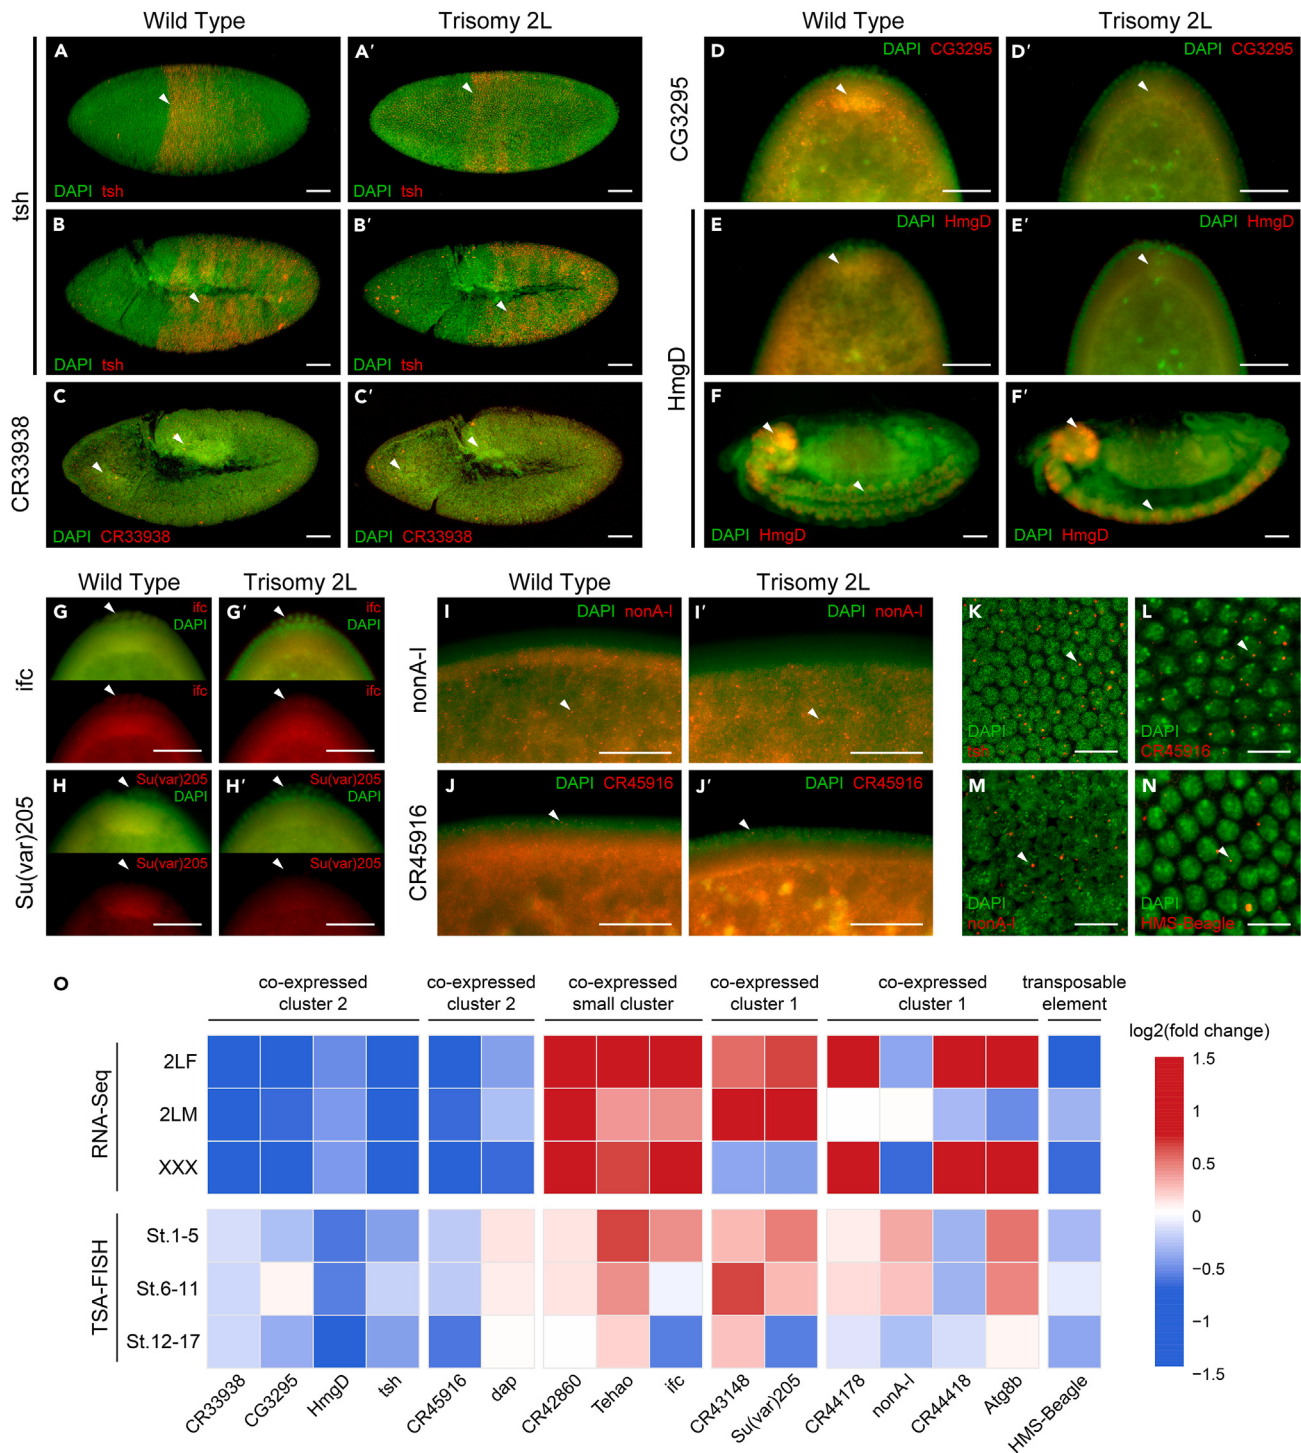

**Figure 6. Expression patterns of candidate genes in embryonic development of *Drosophila***  
(A–J) Subembryonic distribution of probes in wild-type *Drosophila*. (A'–J') Subembryonic distribution of probes in Trisomy 2L *Drosophila*. The name of the gene is shown in the left of the picture, and the genotype is shown above. Red, probe; green, DAPI. Arrowheads indicate regions of enriched or differential probe signal. Scale bars, 50  $\mu$ m.  
(K–N) Subcellular localization of probe signals. Probe names are written in the lower left corner of the picture. Red, probe; green, DAPI. Arrowheads indicate the foci of probe signals. Scale bars, 10  $\mu$ m.  
(O) Expression changes of candidate genes in aneuploid *Drosophila* detected by RNA-seq and TSA-FISH. The colors of the heatmap represent log<sub>2</sub> fold changes in trisomy compared with wild type. 2LF, trisomy 2L female; 2LM, trisomy 2L male; XXX, metafemale. FISH data represents the mean value of 10 embryos.

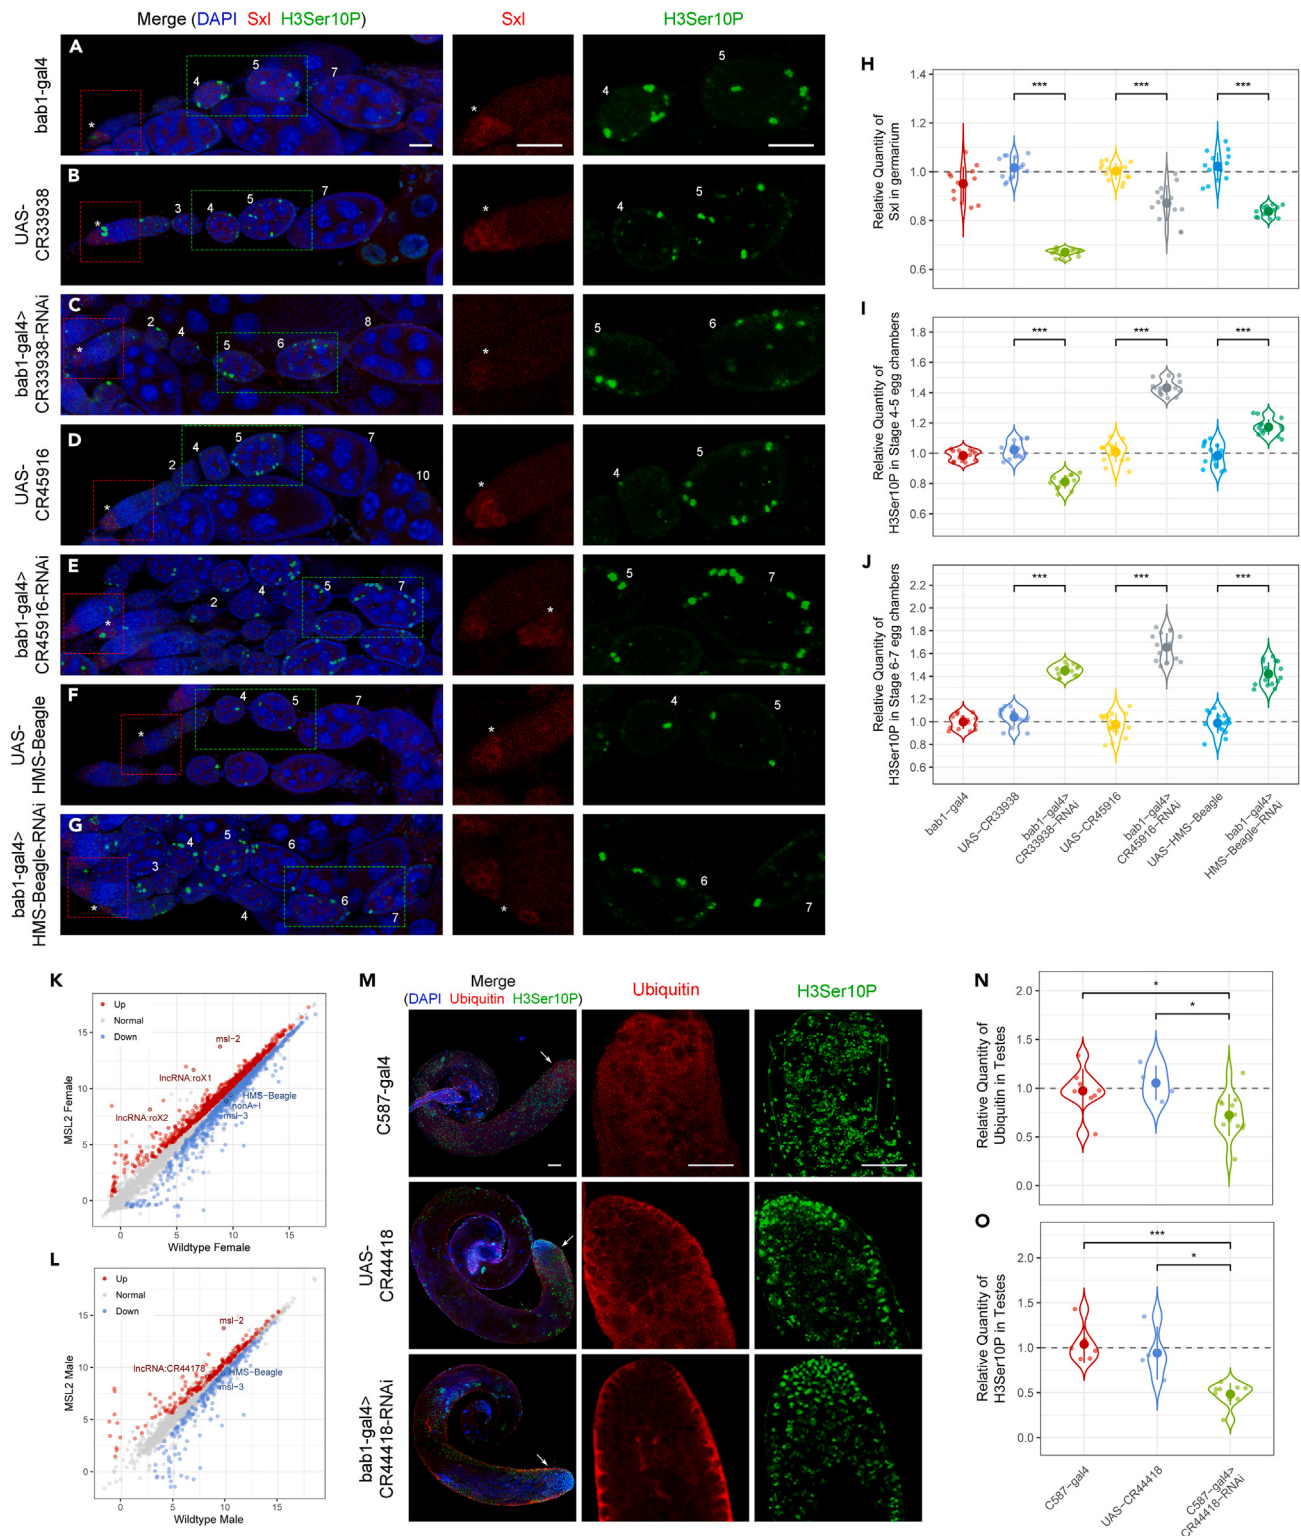

**Figure 7. Immunofluorescence staining of ovaries and testes from IncRNAs and TE knockdown *Drosophila***

(A–G) Immunofluorescence staining of *Drosophila* ovaries. Each multi-color fluorescent photograph focuses on one ovariole whose egg chambers is marked with the development stages, and an asterisk indicates the gerarium. The genotypes are annotated on the left side of each row. Red, Sxl; green, H3Ser10P; blue,

**Figure 7. Continued**

DAPI. The red dashed squares indicate germarium and are enlarged in the middle panels. The green dashed rectangles indicate egg chambers and are enlarged in the right panels. Scale bars, 25  $\mu$ m.

(H) Relative quantification of SXL at the top of germarium based on fluorescence intensity. Sample size  $\geq 12$ .

(I and J) Relative quantification of H3Ser10P in stage 4–5 (I) and stage 6–7 (J) egg chambers based on fluorescence intensity. Sample size  $\geq 12$ .

(K and L) Scatterplots of gene expression after overexpression of MSL2 in female (K) and male (L) *Drosophila*. The axis indicate the average expression of a gene, in the form of regularized-logarithm transformation. Red and blue dots represent significantly up-regulated and down-regulated genes, respectively ( $\text{padj} < 0.1$ ). DEGs in the candidate genes mentioned above and MSL complex are marked with their symbols.

(M) Immunofluorescence staining of *Drosophila* testes. The apex of the testes, indicated by the arrows, is shown in the middle and right panels. The genotypes are annotated on the left. Red, Ubiquitin; green, H3Ser10P; blue, DAPI. Scale bars, 50  $\mu$ m.

(N and O) Relative quantification of Ubiquitin and H3Ser10P in *Drosophila* testes based on fluorescence intensity. Sample size  $\geq 4$ . Student's t test \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ .

*lncRNA:CR33938*, co-expressed with *tsh*, is mainly enriched in the head and amnioproctodeal invagination in St. 6–11, though its probe signals show a ubiquitous distribution in St. 1–5 (Figures 6C, 6C', and Data S1).

Two other genes, *CG3295* and *HmgD*, in the same co-expression cluster have different localizations in trisomy 2L and wild-type embryos. *CG3295*, which is involved in regulation of proteasomal ubiquitin-dependent protein catabolic process, loses its localization at posterior yolk plasm in the trisomy 2L blastoderm (Figures 6D, 6D', and Data S1) while *HmgD*, which is related to transcription regulation and chromatin organization, not only loses its posterior yolk plasm localization in trisomy 2L but also shows an apical enrichment that is not found in wild-type embryos (Figures 6E, 6E', and Data S1). The distribution changes of *CG3295* and *HmgD* may lead to subsequent disturbance of ubiquitination and chromatin organization, which may be associated with the abnormal development of trisomy 2L. In addition, signals of *HmgD* are strongly enriched in the brain and ventral nerve cords of *Drosophila* embryos during the third period (Stage 12–17) (Figures 6F and 6F', and Data S1), suggesting the possible nervous system function of *HmgD*.

The expression patterns of genes in the other co-expressed clusters also reflect their biological functions. For example, the probe signals of *ifc* related to spermatogenesis are enriched in posterior yolk plasm and pole cell in Stage 1–5, indicating a reproductive related function (Figures 6G, 6G', and Data S1). *Su(var)205*, which is associated with heterochromatin assembly, shows a pole cell exclusion pattern, and the posterior yolk plasm localization disappears (Figures 6H, 6H', and Data S1). Both *nonA-I*, which is related to mRNA splicing, and *lncRNA:CR45916*, which is involved in miRNA-mediated gene silencing, have small foci distributed on the surface of blastoderms, and both have intranuclear subcellular localizations (Figures 6M, 6L, and Data S1). Notably, several probes are enriched in posterior yolk plasm in wild-type embryos in St. 1–5, but not in trisomy 2L (Data S1). These common localization differences show that trisomy 2L has an impact starting in early embryonic development. The characteristic events of *Drosophila* embryonic development in the third period (St. 12–17) are dorsal closure, head involution, and midgut closure. Most of the candidate probes can be detected in the brain, midgut, hindgut, proventriculus, amnioserosa, and the medial side of the embryos during St. 12–17 (Data S1). This may be due to the full activation of zygote genome and generally active transcription of genes in the late embryonic development, in preparation for entering the larval stage.

At the subcellular level, the distribution patterns of most probes (87.5%) are or at some stages are perinuclear (Data S1). *tsh*, *lncRNA:CR45916*, *nonA-I*, and transposable element *HMS-Beagle* have intranuclear localization patterns (Figure 6K–6N). Among the nine co-expressed pairs determined by RNA-seq results, five pairs of *lncRNA* and mRNA have the same subcellular localization patterns, validating the interaction relationship between these *lncRNAs* and mRNAs. In addition, there is no visible difference in subcellular distributions of all candidate genes between wild type and trisomy 2L embryos.

The expression levels of candidate genes in wild type and trisomy 2L *Drosophila* embryos were analyzed according to the relative fluorescence intensities of probes. Compared with the wild type, the expression levels of most candidate genes changed significantly in trisomy 2L regardless of whether the probe distributions changed or not (Data S1). The expression changes of 75% (12/16) of the candidate genes in most developmental stages are consistent with the results of RNA sequencing (Figure 6O and Data S1). Furthermore, according to the RNA-seq results, sixteen candidate genes contain nine groups of co-expression relationships, and five co-expression relationships exist in the FISH experiment, which confirms the association between these *lncRNAs* and mRNAs. The differences between sequencing results and FISH quantification may be due to the different development stages of detection.

### Biological functions of candidate *lncRNAs* and TEs in *Drosophila* gonads

To further investigate the biological functions of candidate noncoding genes, we used the GAL4-UAS system to knock down several candidate *lncRNAs* and TE in *Drosophila* gonads. The ovary of female *Drosophila* consists of dozens of ovarioles containing sequentially developing egg chambers, with the germarium at its anterior. The Sex-Lethal (SXL) protein is required for germline stem cells (GSCs) to enter the differentiation pathway. In the absence of SXL, germ cells will be blocked in a state between GSC and cystoblast.<sup>71</sup> According to immunofluorescence staining, SXL protein was only enriched in the cytoplasm of a few cells at the top of the germarium (Figures 7A–7G). There was no obvious difference in its location in *lncRNA:CR33938*, *lncRNA:CR45916*, and the TE *HMS-Beagle* ovarian-specific knockdown lines compared with the control. However, the relative quantity of SXL in germarium of these RNAi *Drosophila* has been down-regulated, especially in *lncRNA:CR33938* RNAi strain (Figure 7H). Studies have reported that lack of SXL will lead to continued proliferation and germline tumors that inappropriately express a set of male specific markers.<sup>72</sup> In our experiment, *lncRNA* or TE knockdown lines showed reduced SXL levels, but no ovarian tumor phenotype was observed.

The development of egg chambers is divided into 14 stages, which can be determined by the morphology and size of the egg chamber.<sup>73</sup> In addition to the germline cells, the egg chambers also include a layer of somatic follicle cells. Follicle cells undergo mitosis until stage 5, after which they undergo the mitosis-endocycle (M/E) transition and begin to differentiate. When the mitotic marker H3Ser10P was used to indicate the dividing cells, the positive signal in the normal ovary was mainly distributed in the germarium, and follicle cells of the egg chambers before stage 6 (that is, before the M/E switch) (Figures 7A, 7B, 7D, and 7F). However, in the three ovarian-specific RNAi strains, it was observed that the H3Ser10P signal of follicle cells persisted to stage 6 or even stage 7 (Figures 7C, 7E, and 7G). Therefore, knocking down *lncRNA:CR33938*, *lncRNA:CR45916*, or *HMS-Beagle* may interfere the M/E transition of follicle cells, and affect the development of *Drosophila* ovary. Relative quantification of the signal intensity of H3Ser10P revealed that in *lncRNA:CR33938* RNAi strain, the level of H3Ser10P was significantly decreased in stage 4–5 egg chambers, but increased in stage 6–7 egg chambers (Figures 7I and 7J). It is suggested that *lncRNA:CR33938* may play a role in female reproduction during oogenesis, and its deficiency will not only reduce the level of SXL in germarium but also delay the development of the egg chambers. For *lncRNA:CR45916* and *HMS-Beagle* RNAi, H3Ser10P was significantly increased in both stage 4–5 and stage 6–7 egg chambers (Figures 7I and 7J), which shows disruption of follicle cell proliferation and abnormal ovarian development.

Based on the results of RNA sequencing, both *lncRNA:CR33938* and *HMS-Beagle* have more than fifty co-expressed mRNAs, many of which have developmental regulatory functions (Figures 4B, 4D; 5D, and 5G). For example, *Prosalpha7*, *CSN3*, *Ras85D*, which are co-expressed with *lncRNA:CR33938*, and *Atg7*, *ecd*, *mats*, which are co-expressed with *HMS-Beagle*, have ovarian related functions such as oogenesis, ovarian follicle cell or germ cell development. In addition, *dap*, which is co-expressed with *lncRNA:CR45916* functions in oocyte fate determination and germline cell cycle switching. There is also a link between *HMS-Beagle* and the male-specific lethal (MSL) complex, as the expression of *HMS-Beagle* was significantly down-regulated in the transcriptome data of MSL2 overexpressed *Drosophila* (Figures 7K, and 7L). These results indicate that candidate lncRNAs and TE are important, which may affect sex determination and dosage compensation, or gonad development and reproductive ability of *Drosophila* by interacting with SXL, MSL2, and their co-expressed protein-coding genes.

Another candidate gene *lncRNA:CR44418* has 48 co-expressed mRNAs (Figures 4A and 4D), of which five (*Atg8b*, *CG42355*, *Mst84Da*, *nsr*, and *Rcd7*) have spermatogenesis related functions, and the co-expressed genes are enriched with GO term of Ubiquitous-dependent protein catabolic process (p value = 2.0e-12). Therefore, we examined the level of ubiquitin in the testes of *lncRNA:CR44418* gonad-specific knock-down *Drosophila*. It was found that ubiquitin signal was mainly concentrated in the apex, but it was also widely distributed in other parts of the testes (Figure 7M). Although the distribution of ubiquitin in the testes of *lncRNA:CR44418* RNAi *Drosophila* was unchanged, its relative level was significantly down-regulated (Figure 7N). Since ubiquitination is required for chromatin remodeling and spermatid terminal differentiation (i.e., individualization) of *Drosophila* sperm,<sup>74,75</sup> reduced expression of *lncRNA:CR44418* may lead to decreased ubiquitination in testes and impair spermatogenesis. Furthermore, we also observed a significant decrease of H3Ser10P signal in RNAi testes (Figure 7O), implying a reduction in cell division and a disturbance in the development of male gonads.

## DISCUSSION

Dosage changes of single chromosomes or chromosome segments (aneuploidy) in organisms are usually more detrimental than the increase or decrease of a whole set of chromosomes (euploid variation) known as genetic imbalance.<sup>15–17</sup> This phenomenon has been found in different taxa such as *Drosophila*, maize, *Arabidopsis*, *Datura*, and human cells.<sup>10,11,16</sup> Some view that the expression of genes on the varied chromosomes will change proportionally, and this is the primary basis of the deleterious phenotype of aneuploidy.<sup>4,76</sup> However, others found partial genome changes can produce extensive regulation on the expression of both *cis* and *trans* genes.<sup>8–13,77–80</sup> A few studies have examined the expression changes of protein-coding genes in aneuploidy,<sup>10–13,63,64,77</sup> with a focus on several potential dosage-sensitive factors, mostly components of protein complexes.<sup>16,64,77</sup> In this study, we performed an analysis of the expression and characteristics of lncRNAs and TEs in aneuploid *Drosophila*, as well as their potential interactors. Their distribution patterns during embryonic development and biological functions in gonads were also investigated. It was demonstrated that lncRNAs and TEs are dosage affected and may be involved in gene expression modulation and development control of aneuploidy.

The patterns of expression in aneuploidy were first detected in maize, which are also applicable to other species.<sup>16,81</sup> Early studies of genomic imbalance revealed a phenomenon, in which the genes without copy-number changes in aneuploidy are inversely modulated, which is called the inverse dosage effect.<sup>81,82</sup> Later, with the rapid development of high-throughput sequencing technology, comprehensive studies were carried out on different dosage series of segmental aneuploidies.<sup>11,77,83</sup> It was found that the expression of *cis* genes generally ranged from compensation to dosage effect, while the expression of *trans* genes mainly ranged from unchanged to negatively correlated with chromosome changes.<sup>10,11,77</sup> *Trans* genes tend to show an inverse dosage effect when *cis* genes approach dosage compensation.<sup>11,77</sup> *Drosophila*, with a relatively simple chromosome complement, also has many in-depth studies on genomic imbalance.<sup>16,18</sup> In addition, these studies also revealed sexual dimorphism in aneuploid *Drosophila*, that is, differences between sex-biased and non-sex-biased genes, and the specificity of the response of sex chromosomes.<sup>13,63</sup> The fact that the inverse dosage effects act on the entire genome suggests that the dosage compensation of *cis* genes results from a simultaneous inverse modulation that counteracts the direct proportional dosage effect that might otherwise occur.<sup>64,84,85</sup>

Previous aneuploidy studies have seldom distinguished between protein-coding and noncoding genes, and most have paid little attention to whether different types of genes have different responses. Only a few studies examined the dosage-dependent expression of some atypical RNAs, for example, serine-4 transfer RNA and *copia* retrotransposons were found to show dosage compensation.<sup>86,87</sup> A recent study examined the dosage sensitivity of miRNAs in a series of aneuploid maize, and found that miRNAs are affected as well and could act as regulators in aneuploidy.<sup>25,88</sup> We performed an analysis of mRNAs, lncRNAs, and TEs in aneuploid *Drosophila* and revealed that the expression

of lncRNAs and TEs can also be affected by genomic imbalance. Similar to protein-coding genes, a subset of *cis* noncoding genes is dosage compensated, while *trans* noncoding genes mostly show down-regulation in trisomies. The down-regulation of lncRNAs is generally more significant than that of mRNAs, indicating that lncRNAs may be more strongly affected. The greater sensitivity of lncRNAs was documented in different species. Furthermore, the responses of lncRNAs are distinct between males and females in aneuploid *Drosophila*, and the expression of females tends to be lower, which represents a sexual dimorphism. The specific responses of lncRNAs on the X chromosome were also demonstrated. For TEs, although the expression levels of each insertion were not analyzed by chromosomal location, the overall expression of TE families also showed that TEs are dosage affected, with their expression mainly inversely regulated, and are sexually dimorphic.

It is reasonable that lncRNAs and TEs have similar dosage sensitivity as mRNAs. On the one hand, they share the same transcription mechanism with mRNAs.<sup>89,90</sup> On the other hand, there is evidence that they have important regulatory functions.<sup>31–34</sup> It has been found that dosage-dependent regulators are usually transcription factors, signal transduction components, and chromatin proteins, which have in common that they are members of macromolecular complexes or play roles in multiple interactions.<sup>18</sup> Among these regulators, the most clearly studied one is *Inverse regulator-a* (*Inr-a* or *pcf11*), a bridge between RNA polymerase II and nascent transcripts, whose gene copy-number variations will perfectly mimic aneuploid effects.<sup>64,91,92</sup> Additional evidence suggests that in the fractionation after whole-genome duplication of eukaryotes, genes that participate in macromolecular complexes and are highly connected in the interactome are preferentially retained for longer periods, because deletion of one member of a duplicate pair may act like an aneuploid effect that is detrimental to genome balance.<sup>21–23</sup> In contrast, in small-scale duplications, genes of the same category are often underrepresented.<sup>21,93</sup> Genes whose products have more interactions with other molecules are more likely to be influenced by stoichiometry changes and participate in the regulatory networks in aneuploidy.

lncRNAs and TEs may act as dosage-sensitive regulators in imbalanced genomes. lncRNAs can have regulatory roles by interacting with proteins or other molecules.<sup>32,90</sup> For example, a large number of transcription factors interact with lncRNAs, which may be crucial for their functions.<sup>94</sup> Many lncRNAs are located on chromatin, and promote or inhibit the binding and activity of their interacting proteins at their targets.<sup>28</sup> Some lncRNAs are associated with chromatin remodeling complexes (such as polycomb repressive complexes PRC1 and PRC2), and further participate in chromatin remodeling and epigenetic regulation of gene expression through histone modifications.<sup>90,95</sup> In addition, lncRNAs can also form hybridization structures with DNA to influence chromatin accessibility,<sup>28,90</sup> or complementarily combine with pre-mRNA to affect mRNA splicing, editing, and stability.<sup>90,96</sup> Other lncRNAs can sponge miRNAs as competitive endogenous RNAs (ceRNAs), indirectly affecting the translation of mRNA.<sup>28,90,97</sup> With such a complex intermolecular interaction, lncRNAs are likely to be important in gene regulatory networks and susceptible to the disruption of stoichiometric balance. For TEs, their movement and accumulation may participate in the rewiring of the regulatory networks.<sup>54</sup> Studies have found that TEs form a large number of tissue-specific and alternative promoters in various species,<sup>47</sup> and nearly a quarter of the experimentally determined human promoters contain TE-derived sequences.<sup>98</sup> In mammals, TEs provide an average of 20% of binding sites for different transcription factors.<sup>47</sup> One-third of the transcription factors screened in human cells and tissues bind to the *L1* retrotransposon.<sup>99</sup> Furthermore, many regulatory RNAs, like some miRNAs and lncRNAs, are derived from TE sequences.<sup>47,58,59</sup> Other studies suggest that TEs can also be used as a source of ceRNAs, combining with miRNAs.<sup>100</sup> These complicated relationships may make TEs also dosage sensitive.

Through differential expression analysis, we identified many mRNAs, lncRNAs, and TE families affected by aneuploidy. The enriched functions of common DE-mRNAs explain the reduced viability of aneuploids, consistent with previous studies.<sup>3,4,64,70</sup> The functions of most DE-lncRNAs are unknown, so we performed co-expression and co-localization analysis with protein-coding genes to determine their potential interactors. We found that the lncRNA-mRNA co-expression network contains two large clusters, and their functions are predicted to be mainly related to microtubule-based processes (cluster 1) and proteasome-mediated protein catabolism (cluster 2). Several lncRNA-mRNA pairs in the co-expression network were selected for subsequent experimental verification. For the differentially expressed TE families, we also established a co-expression network with DE-mRNAs. The TE family with the most interacting mRNAs is *HMS-Beagle*, whose functions are predicted to be related to ubiquitin-dependent protein catabolic processes and responses to heat and biotic stimulus.

Evidence shows that the expression of lncRNAs is finely regulated and has higher tissue, cell type, developmental stage, and biological context specificity than mRNAs.<sup>35,36</sup> In *Drosophila*, approximately 30% of lncRNAs have the highest expression in testis,<sup>101</sup> and most lncRNAs studied in embryonic development have dynamic expression patterns<sup>35</sup> or complex subcellular localization.<sup>102</sup> Moreover, a large number of lncRNAs are significantly up-regulated at the beginning of metamorphosis in *Drosophila*, indicating that the enrichment of lncRNAs is critical for developmental transformation and organogenesis.<sup>65,103</sup> Similar to lncRNAs, TEs are often expressed in tissue and development stage-specific ways.<sup>104,105</sup> Highly conserved TE fragments in mammals tend to cluster around genes involved in development and transcriptional regulation.<sup>106</sup> A large number of developmentally regulated promoters derived from TEs are found in different species and drive the transcription of neighboring genes in a tissue or stage-specific fashion.<sup>47</sup> In addition, endogenous retroviruses (ERVs) are dynamically expressed in human and mouse embryonic development,<sup>61,107</sup> and some TEs of *Drosophila* can regulate early embryogenesis by inducing the degradation of maternal mRNAs through piRNAs produced by them.<sup>108</sup> Since both lncRNAs and TEs seem to have important developmental control functions, we also explored the roles of lncRNAs, TEs, and their interactors in the embryo development of aneuploid *Drosophila*.

We screened sixteen candidate genes from the differentially expressed lncRNA-mRNA pairs that may perform different types of functions, and an important TE family, and detected their expression patterns in aneuploid *Drosophila* embryos. The results showed that most candidate genes have specific subembryonic and subcellular localizations in three stages of embryogenesis, and some show different distributions in aneuploidy and wild type. Several candidate genes have interesting localization patterns. For example, the probe signals of *tsh*, which has multiple developmental and transcriptional regulatory functions, show segmented patterns in early embryogenesis; *HmgD*, which is related to transcription regulation and chromatin organization, is enriched in the nervous system in late embryonic development; *ifc*, which is related

to spermatogenesis, is enriched in pole cells of blastoderm. Both *nonA-I* (related to mRNA processing) and *lncRNA:CR45916* (involved in gene silencing) have intranuclear subcellular localization. Although the functions of most lncRNAs and TEs are unknown, candidate lncRNAs and TE have specific localization patterns in embryonic FISH. Compared with wild type, the distributions of several probes are changed in early trisomic embryos, indicating that these genes may contribute to the abnormal development of aneuploid *Drosophila*. Furthermore, almost all of the candidate genes have significant differences in relative fluorescence intensities between aneuploidy and wild-type embryos, and the directions are mostly consistent with the sequencing results. Through the analysis of RNA localization and relative expression, the potential relationship between lncRNAs and their paired mRNAs was confirmed. These results suggest that lncRNAs, TEs, and their interacting mRNAs can affect the development of aneuploid *Drosophila* embryos through spatiotemporal specific expression.

RNAi transgenic *Drosophila* lines were constructed to investigate the biological functions of some candidate lncRNAs and TE. We knocked down *lncRNA:CR33938*, *lncRNA:CR45916*, and the TE *HMS-Beagle* in *Drosophila* ovaries. By immunofluorescence staining, it was found that the relative quantity of SXL protein, whose enrichment at the top of germarium is required for GSC differentiation, was significantly reduced in the germarium in all three RNAi lines. Also, in mutant ovaries, the mitotic marker H3Ser10P tended to be distributed to later stage egg chambers, such as stages 6–7; whereas in control groups, H3Ser10P normally disappears in egg chambers at stage 6 when the follicle cells are entering the endocycle. Therefore, depletion of *lncRNA:CR33938*, *lncRNA:CR45916*, or *HMS-Beagle* may lead to abnormal ovarian development of *Drosophila*. Furthermore, the three genes all have co-expressed mRNAs with functions related to developmental regulation, and the interaction between them may be critical for their functions. The expression of *HMS-Beagle* is also affected by MSL2, which is implicated in *Drosophila* X chromosome expression. We also knocked down *lncRNA:CR44418* in *Drosophila* testes. It was predicted to have functions related to spermatogenesis and ubiquitination. We found that the ubiquitin signal was significantly down-regulated in mutant testes, confirming the relationship between *lncRNA:CR44418* and ubiquitination, and indicating that its reduction may affect male *Drosophila* fertility. These results all suggest that dosage-sensitive lncRNAs and TEs could play important biological functions.

In summary, our study provides a comprehensive picture of the characteristics and expression of lncRNAs and TEs in aneuploidy and demonstrates that lncRNAs and TEs, together with their interactors, are dosage-sensitive. Noncoding genes can also be involved in expression modulation and developmental control in aneuploid *Drosophila*. Moreover, based on the fact that aneuploidy is a feature of solid tumors<sup>1,5</sup> and that both lncRNAs and TEs are strongly associated to tumorigenesis,<sup>42,49</sup> studying the relationships among noncoding genes, unbalanced genomes, and aneuploidy-related human diseases may help to uncover the molecular mechanisms of disease and develop new therapies.

### Limitations of the study

In this paper, through the study of aneuploid *Drosophila*, we showed that lncRNAs and TEs are dosage affected and strongly responsive to an inverse dosage effect. The sequencing data of some other species also support the prevalence of this response. Because this paper focuses on *Drosophila*, three additional aneuploidy datasets, *Arabidopsis*, mouse, and human cells, were added. With the widespread application of sequencing technology, it will be possible to find more resources of different taxa and different series of aneuploidy data on public database platforms, and further improve the dosage sensitivity study of noncoding genes across species. Although the *trans*-acting dosage effects in aneuploidy have been recognized for more than a century, the detailed molecular mechanism remains largely unknown. Dozens of dosage-dependent modifiers have been found in early studies, all of which are protein-coding genes. The lncRNAs and TEs mentioned in this study may be dosage-dependent modifiers, but more evidence is needed. Co-expression relationships are statements of the expression of lncRNAs or TEs and mRNAs in sequencing data but do not necessarily reflect regulatory relationships. In addition, lncRNAs and TEs have various ways to regulate the expression of other genes, which is also worth further exploration. We performed a preliminary study of the functions of several candidate lncRNAs and TE in *Drosophila* embryos and gonads by FISH and RNAi. More molecular biology experiments or studies at the cellular level are warranted.

### STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- RESOURCE AVAILABILITY
  - Materials availability
  - Data and code availability
- EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS
  - *Drosophila* stocks and genetic crosses
- METHOD DETAILS
  - Long noncoding RNAs (lncRNA) sequencing and data analysis
  - Data analysis of transposable elements (TEs)
  - Ratio distributions
  - Differential expression analysis and functional enrichment analysis
  - Screening of potential interactors of lncRNAs and TEs
  - Fluorescence *in situ* hybridization (FISH) of *Drosophila* embryos

○ Immunofluorescence of *Drosophila* ovaries and testes

● **QUANTIFICATION AND STATISTICAL ANALYSIS**

## SUPPLEMENTAL INFORMATION

Supplemental information can be found online at <https://doi.org/10.1016/j.isci.2023.108494>.

## ACKNOWLEDGMENTS

This research was supported by National Natural Science Foundation of China (Grant No. 31871243 and No. 32070566) to L.S. We are grateful to James A. Birchler for revising the manuscript. High-throughput sequencing services were performed by Novogene.

## AUTHOR CONTRIBUTIONS

S.Z., R.W., and L.S. conceived the project, designed the experiments, undertook experiments, and wrote the manuscript; S.Z., R.W., X.Z., L.Z., and X.L. performed the experiments; S.Z. analyzed the data; S.Z., R.W., and L.S. wrote the manuscript. All authors have read and agreed to the published version of the manuscript.

## DECLARATION OF INTERESTS

The authors declare no competing interests.

Received: July 2, 2023

Revised: September 28, 2023

Accepted: November 16, 2023

Published: November 19, 2023

## REFERENCES

- Orr, B., Godek, K.M., and Compton, D. (2015). Aneuploidy. *Curr. Biol.* 25, R538–R542.
- Williams, B.R., Prabhu, V.R., Hunter, K.E., Glazier, C.M., Whittaker, C.A., Housman, D.E., and Amon, A. (2008). Aneuploidy affects proliferation and spontaneous immortalization in mammalian cells. *Science* 322, 703–709.
- Torres, E.M., Sokolsky, T., Tucker, C.M., Chan, L.Y., Boselli, M., Dunham, M.J., and Amon, A. (2007). Effects of aneuploidy on cellular physiology and cell division in haploid yeast. *Science* 317, 916–924.
- Hwang, S., Cavaliere, P., Li, R., Zhu, L.J., Dephoure, N., and Torres, E.M. (2021). Consequences of aneuploidy in human fibroblasts with trisomy 21. *Proc. Natl. Acad. Sci. USA* 118, e2014723118.
- Torres, E.M., Williams, B.R., and Amon, A. (2008). Aneuploidy: cells losing their balance. *Genetics* 179, 737–746.
- Ambartsumyan, G., and Clark, A.T. (2008). Aneuploidy and early human embryo development. *Hum. Mol. Genet.* 17, R10–R15.
- García-Bellido, A., Delprado, J.M., and Botas, J. (1983). The Effect of Aneuploidy on Embryonic-Development in *Drosophila-Melanogaster*. *Mol. Gen. Genet.* 192, 253–263.
- Lécuyer, E., Yoshida, H., Parthasarathy, N., Alm, C., Babak, T., Cerovina, T., Hughes, T.R., Tomancak, P., and Krause, H.M. (2007). Global analysis of mRNA localization reveals a prominent role in organizing cellular architecture and function. *Cell* 131, 174–187.
- Braun, R., Ronquist, S., Wangsa, D., Chen, H., Anthuber, L., Gemoll, T., Wangsa, D., Koparde, V., Hunn, C., Habermann, J.K., et al. (2019). Single Chromosome Aneuploidy Induces Genome-Wide Perturbation of Nuclear Organization and Gene Expression. *Neoplasia* 21, 401–412.
- Hou, J., Shi, X., Chen, C., Islam, M.S., Johnson, A.F., Kanno, T., Huettel, B., Yen, M.R., Hsu, F.M., Ji, T., et al. (2018). Global impacts of chromosomal imbalance on gene expression in *Arabidopsis* and other taxa. *Proc. Natl. Acad. Sci. USA* 115, E11321–E11330.
- Shi, X., Yang, H., Chen, C., Hou, J., Hanson, K.M., Albert, P.S., Ji, T., Cheng, J., and Birchler, J.A. (2021). Genomic imbalance determines positive and negative modulation of gene expression in diploid maize. *Plant Cell* 33, 917–939.
- Sun, L., Johnson, A.F., Donohue, R.C., Li, J., Cheng, J., and Birchler, J.A. (2013). Dosage compensation and inverse effects in triple X metafemales of *Drosophila*. *Proc. Natl. Acad. Sci. USA* 110, 7383–7388.
- Sun, L., Johnson, A.F., Li, J., Lambdin, A.S., Cheng, J., and Birchler, J.A. (2013). Differential effect of aneuploidy on the X chromosome and genes with sex-biased expression in *Drosophila*. *Proc. Natl. Acad. Sci. USA* 110, 16514–16519.
- Prestel, M., Feller, C., and Becker, P.B. (2010). Dosage compensation and the global re-balancing of aneuploid genomes. *Genome Biol.* 11, 216.
- Birchler, J.A., and Veitia, R.A. (2010). The gene balance hypothesis: implications for gene regulation, quantitative traits and evolution. *New Phytol.* 186, 54–62.
- Birchler, J.A., and Veitia, R.A. (2012). Gene balance hypothesis: connecting issues of dosage sensitivity across biological disciplines. *Proc. Natl. Acad. Sci. USA* 109, 14746–14753.
- Birchler, J.A., Yao, H., and Chudalayandi, S. (2007). Biological consequences of dosage dependent gene regulatory systems. *Biochim. Biophys. Acta* 1769, 422–428.
- Birchler, J.A., Bhadra, U., Bhadra, M.P., and Auger, D.L. (2001). Dosage-dependent gene regulation in multicellular eukaryotes: implications for dosage compensation, aneuploid syndromes, and quantitative traits. *Dev. Biol.* 234, 275–288.
- Veitia, R.A., Bottani, S., and Birchler, J.A. (2008). Cellular reactions to gene dosage imbalance: genomic, transcriptomic and proteomic effects. *Trends Genet.* 24, 390–397.
- Veitia, R.A., Bottani, S., and Birchler, J.A. (2013). Gene dosage effects: nonlinearities, genetic interactions, and dosage compensation. *Trends Genet.* 29, 385–393.
- Freeling, M. (2009). Bias in plant gene content following different sorts of duplication: tandem, whole-genome, segmental, or by transposition. *Annu. Rev. Plant Biol.* 60, 433–453.
- Blanc, G., and Wolfe, K.H. (2004). Functional divergence of duplicated genes formed by polyploidy during *Arabidopsis* evolution. *Plant Cell* 16, 1679–1691.
- Birchler, J.A., and Veitia, R.A. (2007). The gene balance hypothesis: from classical genetics to modern genomics. *Plant Cell* 19, 395–402.
- Disteche, C.M. (2016). Dosage compensation of the sex chromosomes and autosomes. *Semin. Cell Dev. Biol.* 56, 9–18.
- Shi, X., Yang, H., Chen, C., Hou, J., Ji, T., Cheng, J., and Birchler, J.A. (2022). Dosage-sensitive miRNAs trigger modulation of gene expression during genomic imbalance in maize. *Nat. Commun.* 13, 3014.
- Rogowski, O.M., Pueyo, J.I., Couso, J.P., and Newbury, S.F. (2017). Functions of long non-coding RNAs in human disease and their

- conservation in *Drosophila* development. *Biochem. Soc. Trans.* 45, 895–904.
27. Li, K., Tian, Y., Yuan, Y., Fan, X., Yang, M., He, Z., and Yang, D. (2019). Insights into the Functions of lncRNAs in *Drosophila*. *Int. J. Mol. Sci.* 20, 4646.
  28. Statello, L., Guo, C.J., Chen, L.L., and Huarte, M. (2021). Gene regulation by long non-coding RNAs and its biological functions. *Nat. Rev. Mol. Cell Biol.* 22, 96–118.
  29. Wapinski, O., and Chang, H.Y. (2011). Long noncoding RNAs and human disease. *Trends Cell Biol.* 21, 354–361.
  30. Kung, J.T.Y., Colognori, D., and Lee, J.T. (2013). Long noncoding RNAs: past, present, and future. *Genetics* 193, 651–669.
  31. Wang, K.C., and Chang, H.Y. (2011). Molecular mechanisms of long noncoding RNAs. *Mol. Cell.* 43, 904–914.
  32. Kopp, F., and Mendell, J.T. (2018). Functional Classification and Experimental Dissection of Long Noncoding RNAs. *Cell* 172, 393–407.
  33. Hongay, C.F., Grisafi, P.L., Galitski, T., and Fink, G.R. (2006). Antisense transcription controls cell fate in *Saccharomyces cerevisiae*. *Cell* 127, 735–745.
  34. Groff, A.F., Sanchez-Gomez, D.B., Soruco, M.M.L., Gerhardinger, C., Barutcu, A.R., Li, E., Elcavage, L., Plana, O., Sanchez, L.V., Lee, J.C., et al. (2016). In Vivo Characterization of *Linc-p21* Reveals Functional cis-Regulatory DNA Elements. *Cell Rep.* 16, 2178–2186.
  35. Schor, I.E., Bussotti, G., Males, M., Forneris, M., Viales, R.R., Enright, A.J., and Furlong, E.E.M. (2018). Non-coding RNA Expression, Function, and Variation during *Drosophila* Embryogenesis. *Curr. Biol.* 28, 3547–3561.e3549.
  36. Cabili, M.N., Trapnell, C., Goff, L., Koziol, M., Tazon-Vega, B., Regev, A., and Rinn, J.L. (2011). Integrative annotation of human large intergenic noncoding RNAs reveals global properties and specific subclasses. *Genes Dev.* 25, 1915–1927.
  37. Dhanoa, J.K., Sethi, R.S., Verma, R., Arora, J.S., and Mukhopadhyay, C.S. (2018). Long non-coding RNA: its evolutionary relics and biological implications in mammals: a review. *J. Anim. Sci. Technol.* 60, 25.
  38. ENCODE Project Consortium, Birney, E., Stamatoyannopoulos, J.A., Dutta, A., Guigó, R., Gingeras, T.R., Margulies, E.H., Weng, Z., Snyder, M., Dermitzakis, E.T., et al. (2007). Identification and analysis of functional elements in 1% of the human genome by the ENCODE pilot project. *Nature* 447, 799–816.
  39. Whitehead, J., Pandey, G.K., and Kanduri, C. (2009). Regulation of the mammalian epigenome by long noncoding RNAs. *Biochim. Biophys. Acta* 1790, 936–947.
  40. Clemson, C.M., Hutchinson, J.N., Sara, S.A., Ensminger, A.W., Fox, A.H., Chess, A., and Lawrence, J.B. (2009). An architectural role for a nuclear noncoding RNA: *NEAT1* RNA is essential for the structure of paraspeckles. *Mol. Cell.* 33, 717–726.
  41. Pauli, A., Rinn, J.L., and Schier, A.F. (2011). Non-coding RNAs as regulators of embryogenesis. *Nat. Rev. Genet.* 12, 136–149.
  42. Schmitt, A.M., and Chang, H.Y. (2016). Long Noncoding RNAs in Cancer Pathways. *Cancer Cell* 29, 452–463.
  43. Wells, J.N., and Feschotte, C. (2020). A Field Guide to Eukaryotic Transposable Elements. *Annu. Rev. Genet.* 54, 539–561.
  44. Schnable, P.S., Ware, D., Fulton, R.S., Stein, J.C., Wei, F., Pasternak, S., Liang, C., Zhang, J., Fulton, L., Graves, T.A., et al. (2009). The B73 maize genome: complexity, diversity, and dynamics. *Science* 326, 1112–1115.
  45. Slotkin, R.K., and Martienssen, R. (2007). Transposable elements and the epigenetic regulation of the genome. *Nat. Rev. Genet.* 8, 272–285.
  46. Mérel, V., Boulesteix, M., Fablet, M., and Vieira, C. (2020). Transposable elements in *Drosophila*. *Mobile DNA* 11, 23.
  47. Chuong, E.B., Elde, N.C., and Feschotte, C. (2017). Regulatory activities of transposable elements: from conflicts to benefits. *Nat. Rev. Genet.* 18, 71–86.
  48. Hanks, D.C., and Kazazian, H.H., Jr. (2016). Roles for retrotransposon insertions in human disease. *Mobile DNA* 7, 9.
  49. Lee, E., Iskow, R., Yang, L., Gokcumen, O., Haseley, P., Luquette, L.J., 3rd, Lohr, J.G., Harris, C.C., Ding, L., Wilson, R.K., et al. (2012). Landscape of somatic retrotransposition in human cancers. *Science* 337, 967–971.
  50. Bourgeois, Y., and Boissinot, S. (2019). On the Population Dynamics of Junk: A Review on the Population Genomics of Transposable Elements. *Genes* 10, 419.
  51. Moran, J.V., DeBerardinis, R.J., and Kazazian, H.H. (1999). Exon shuffling by L1 retrotransposition. *Science* 283, 1530–1534.
  52. Moschetti, R., Marsano, R.M., Barsanti, P., Caggese, C., and Caizzi, R. (2004). FB elements can promote exon shuffling: a promoter-less white allele can be reactivated by FB mediated transposition in *Drosophila melanogaster*. *Mol. Genet. Genom.* 271, 394–401.
  53. Cáceres, M., Puig, M., and Ruiz, A. (2001). Molecular characterization of two natural hotspots in the *Drosophila buzzatii* genome induced by transposon insertions. *Genome Res.* 11, 1353–1364.
  54. Feschotte, C. (2008). Transposable elements and the evolution of regulatory networks. *Nat. Rev. Genet.* 9, 397–405.
  55. Roseman, R.R., Swan, J.M., and Geyer, P.K. (1995). A *Drosophila* insulator protein facilitates dosage compensation of the X chromosome *min-white* gene located at autosomal insertion sites. *Development* 121, 3573–3582.
  56. Bejerano, G., Lowe, C.B., Ahituv, N., King, B., Siepel, A., Salama, S.R., Rubin, E.M., Kent, W.J., and Haussler, D. (2006). A distal enhancer and an ultraconserved exon are derived from a novel retroposon. *Nature* 441, 87–90.
  57. Guio, L., Vieira, C., and González, J. (2018). Stress affects the epigenetic marks added by natural transposable element insertions in *Drosophila melanogaster*. *Sci. Rep.* 8, 12197.
  58. Kapusta, A., Kronenberg, Z., Lynch, V.J., Zhuo, X., Ramsay, L., Bourque, G., Yandell, M., and Feschotte, C. (2013). Transposable elements are major contributors to the origin, diversification, and regulation of vertebrate long noncoding RNAs. *PLoS Genet.* 9, e1003470.
  59. Priyapongsa, J., Mariño-Ramírez, L., and Jordan, I.K. (2007). Origin and evolution of human microRNAs from transposable elements. *Genetics* 176, 1323–1337.
  60. Lynch, V.J., Leclerc, R.D., May, G., and Wagner, G.P. (2011). Transposon-mediated rewiring of gene regulatory networks contributed to the evolution of pregnancy in mammals. *Nat. Genet.* 43, 1154–1159.
  61. Gerdes, P., Richardson, S.R., Mager, D.L., and Faulkner, G.J. (2016). Transposable elements in the mammalian embryo: pioneers surviving through stealth and service. *Genome Biol.* 17, 100.
  62. Ellison, C.E., and Bachtrog, D. (2013). Dosage compensation via transposable element mediated rewiring of a regulatory network. *Science* 342, 846–850.
  63. Zhang, S., Qi, H., Huang, C., Yuan, L., Zhang, L., Wang, R., Tian, Y., and Sun, L. (2021). Interaction of Male Specific Lethal complex and genomic imbalance on global gene expression in *Drosophila*. *Sci. Rep.* 11, 19679.
  64. Zhang, S., Wang, R., Huang, C., Zhang, L., and Sun, L. (2021). Modulation of Global Gene Expression by Aneuploidy and CNV of Dosage Sensitive Regulatory Genes. *Genes* 12, 1606.
  65. Camilleri-Robles, C., Amador, R., Klein, C.C., Guigó, R., Corominas, M., and Ruiz-Romero, M. (2022). Genomic and functional conservation of lncRNAs: lessons from flies. *Mamm. Genome* 33, 328–342.
  66. Zhang, L., Zhang, S., Wang, R., and Sun, L. (2022). Genome-Wide Identification of Long Noncoding RNA and Their Potential Interactors in *ISWI* Mutants. *Int. J. Mol. Sci.* 23, 6247.
  67. Sarropoulos, I., Marin, R., Cardoso-Moreira, M., and Kaessmann, H. (2019). Developmental dynamics of lncRNAs across mammalian organs and species. *Nature* 571, 510–514.
  68. Treiber, C.D., and Waddell, S. (2020). Transposon expression in the *Drosophila* brain is driven by neighboring genes and diversifies the neural transcriptome. *Genome Res.* 30, 1559–1569.
  69. Rahman, R., Chirn, G.W., Kanodia, A., Sytnikova, Y.A., Brembs, B., Bergman, C.M., and Lau, N.C. (2015). Unique transposon landscapes are pervasive across *Drosophila melanogaster* genomes. *Nucleic Acids Res.* 43, 10655–10672.
  70. Tsai, H.J., Nelli, A.R., Choudhury, M.I., Kucharavy, A., Bradford, W.D., Cook, M.E., Kim, J., Mair, D.B., Sun, S.X., Schatz, M.C., and Li, R. (2019). Hypo-osmotic-like stress underlies general cellular defects of aneuploidy. *Nature* 570, 117–121.
  71. Salz, H.K. (2013). Sex, stem cells and tumors in the *Drosophila* ovary. *Fly* 7, 3–7.
  72. Chau, J., Kulnane, L.S., and Salz, H.K. (2009). Sex-lethal Facilitates the Transition From Germline Stem Cell to Committed Daughter Cell in the *Drosophila* Ovary. *Genetics* 182, 121–132.
  73. Jia, D., Xu, Q., Xie, Q., Mio, W., and Deng, W.M. (2016). Automatic stage identification of *Drosophila* egg chamber based on DAPI images. *Sci. Rep.* 6, 18850.
  74. Rathke, C., Baarends, W.M., Jayaramaiah-Raja, S., Bartkuhn, M., Renkawitz, R., and Renkawitz-Pohl, R. (2007). Transition from a nucleosome-based to a protamine-based chromatin configuration during spermiogenesis in *Drosophila*. *J. Cell Sci.* 120, 1689–1700.
  75. Nakamura, N. (2013). Ubiquitination Regulates the Morphogenesis and Function of Sperm Organelles. *Cells* 2, 732–750.
  76. Mao, R., Zielke, C.L., Zielke, H.R., and Pevsner, J. (2003). Global up-regulation of chromosome 21 gene expression in the

- developing Down syndrome brain. *Genomics* 81, 457–467.
77. Yang, H., Shi, X., Chen, C., Hou, J., Ji, T., Cheng, J., and Birchler, J.A. (2021). Predominantly inverse modulation of gene expression in genomically unbalanced disomic haploid maize. *Plant Cell* 33, 901–916.
  78. Zhang, X., Hong, D., Ma, S., Ward, T., Ho, M., Pattni, R., Duren, Z., Stankov, A., Bade Shrestha, S., Hallmayer, J., et al. (2020). Integrated functional genomic analyses of Klinefelter and Turner syndromes reveal global network effects of altered X chromosome dosage. *Proc. Natl. Acad. Sci. USA* 117, 4864–4873.
  79. Raznahan, A., Parikshak, N.N., Chandran, V., Blumenthal, J.D., Clasen, L.S., Alexander-Bloch, A.F., Zinn, A.R., Wangsa, D., Wise, J., Murphy, D.G.M., et al. (2018). Sex-chromosome dosage effects on gene expression in humans. *Proc. Natl. Acad. Sci. USA* 115, 7398–7403.
  80. Nawata, H., Kashino, G., Tano, K., Daino, K., Shimada, Y., Kugoh, H., Oshimura, M., and Watanabe, M. (2011). Dysregulation of gene expression in the artificial human trisomy cells of chromosome 8 associated with transformed cell phenotypes. *PLoS One* 6, e25319.
  81. Birchler, J.A., and Veitia, R.A. (2021). One Hundred Years of Gene Balance: How Stoichiometric Issues Affect Gene Expression, Genome Evolution, and Quantitative Traits. *Cytogenet. Genome Res.* 161, 529–550.
  82. Birchler, J.A. (1979). A study of enzyme activities in a dosage series of the long arm of chromosome one in maize. *Genetics* 92, 1211–1229.
  83. Johnson, A.F., Hou, J., Yang, H., Shi, X., Chen, C., Islam, M.S., Ji, T., Cheng, J., and Birchler, J.A. (2020). Magnitude of modulation of gene expression in aneuploid maize depends on the extent of genomic imbalance. *J. Genet. Genomics* 47, 93–103.
  84. Sun, L., Fernandez, H.R., Donohue, R.C., Li, J., Cheng, J., and Birchler, J.A. (2013). Male-specific lethal complex in *Drosophila* counteracts histone acetylation and does not mediate dosage compensation. *Proc. Natl. Acad. Sci. USA* 110, E808–E817.
  85. Birchler, J.A., Pal-Bhadra, M., and Bhadra, U. (2003). Dosage dependent gene regulation and the compensation of the X chromosome in *Drosophila* males. *Genetica* 117, 179–190.
  86. Birchler, J.A., Owenby, R.K., and Jacobson, K.B. (1982). Dosage compensation of serine-4 transfer RNA in *Drosophila melanogaster*. *Genetics* 102, 525–537.
  87. Hiebert, J.C., and Birchler, J.A. (1992). Dosage compensation of the copia retrotransposon in *Drosophila melanogaster*. *Genetics* 130, 539–545.
  88. Shi, X., Yang, H., and Birchler, J.A. (2023). MicroRNAs play regulatory roles in genomic balance. *Bioessays* 45, e2200187.
  89. Quinn, J.J., and Chang, H.Y. (2016). Unique features of long non-coding RNA biogenesis and function. *Nat. Rev. Genet.* 17, 47–62.
  90. Kazimierczyk, M., Kasprowicz, M.K., Kasprzyk, M.E., and Wrzesinski, J. (2020). Human Long Noncoding RNA Interactome: Detection, Characterization and Function. *Int. J. Mol. Sci.* 21, 1027.
  91. Rabinow, L., Nguyen-Huynh, A.T., and Birchler, J.A. (1991). A *trans*-acting regulatory gene that inversely affects the expression of the *white*, *brown* and *scarlet* loci in *Drosophila*. *Genetics* 129, 463–480.
  92. Xie, W., and Birchler, J.A. (2012). Identification of Inverse Regulator-a (*Inr-a*) as Synonymous with Pre-mRNA Cleavage Complex II Protein (*Pcf11*) in *Drosophila*. *G3 (Bethesda)* 2, 701–706.
  93. Birchler, J.A. (2012). Insights from paleogenomic and population studies into the consequences of dosage sensitive gene expression in plants. *Curr. Opin. Plant Biol.* 15, 544–548.
  94. Long, Y., Wang, X., Youmans, D.T., and Cech, T.R. (2017). How do lncRNAs regulate transcription? *Sci. Adv.* 3, eaao2110.
  95. Gupta, R.A., Shah, N., Wang, K.C., Kim, J., Horlings, H.M., Wong, D.J., Tsai, M.C., Hung, T., Argani, P., Rinn, J.L., et al. (2010). Long non-coding RNA *HOTAIR* reprograms chromatin state to promote cancer metastasis. *Nature* 464, 1071–1076.
  96. Romero-Barrios, N., Legascue, M.F., Benhamed, M., Ariel, F., and Crespi, M. (2018). Splicing regulation by long noncoding RNAs. *Nucleic Acids Res.* 46, 2169–2184.
  97. Salmena, L., Poliseno, L., Tay, Y., Kats, L., and Pandolfi, P.P. (2011). A ceRNA hypothesis: the Rosetta Stone of a hidden RNA language? *Cell* 146, 353–358.
  98. Jordan, I.K., Rogozin, I.B., Glazko, G.V., and Koonin, E.V. (2003). Origin of a substantial fraction of human regulatory sequences from transposable elements. *Trends Genet.* 19, 68–72.
  99. Sun, X., Wang, X., Tang, Z., Grivainis, M., Kahler, D., Yun, C., Mita, P., Fenyö, D., and Boeke, J.D. (2018). Transcription factor profiling reveals molecular choreography and key regulators of human retrotransposon expression. *Proc. Natl. Acad. Sci. USA* 115, E5526–E5535.
  100. Cho, J., and Paszkowski, J. (2017). Regulation of rice root development by a retrotransposon acting as a microRNA sponge. *Elife* 6, e30038.
  101. Brown, J.B., Boley, N., Eisman, R., May, G.E., Stoiber, M.H., Duff, M.O., Booth, B.W., Wen, J., Park, S., Suzuki, A.M., et al. (2014). Diversity and dynamics of the *Drosophila* transcriptome. *Nature* 512, 393–399.
  102. Wilk, R., Hu, J., Blotsky, D., and Krause, H.M. (2016). Diverse and pervasive subcellular distributions for both coding and long noncoding RNAs. *Genes Dev.* 30, 594–609.
  103. Chen, B., Zhang, Y., Zhang, X., Jia, S., Chen, S., and Kang, L. (2016). Genome-wide identification and developmental expression profiling of long noncoding RNAs during *Drosophila* metamorphosis. *Sci. Rep.* 6, 23330.
  104. Faulkner, G.J., Kimura, Y., Daub, C.O., Wani, S., Plessy, C., Irvine, K.M., Schroder, K., Cloonan, N., Steptoe, A.L., Lassmann, T., et al. (2009). The regulated retrotransposon transcriptome of mammalian cells. *Nat. Genet.* 41, 563–571.
  105. Djebali, S., Davis, C.A., Merkel, A., Dobin, A., Lassmann, T., Mortazavi, A., Tanzer, A., Lagarde, J., Lin, W., Schlesinger, F., et al. (2012). Landscape of transcription in human cells. *Nature* 489, 101–108.
  106. Lowe, C.B., Bejerano, G., and Haussler, D. (2007). Thousands of human mobile element fragments undergo strong purifying selection near developmental genes. *Proc. Natl. Acad. Sci. USA* 104, 8005–8010.
  107. Grow, E.J., Flynn, R.A., Chavez, S.L., Bayless, N.L., Wossidlo, M., Wesche, D.J., Martin, L., Ware, C.B., Blish, C.A., Chang, H.Y., et al. (2015). Intrinsic retroviral reactivation in human preimplantation embryos and pluripotent cells. *Nature* 522, 221–225.
  108. Rouget, C., Papin, C., Boureux, A., Meunier, A.C., Franco, B., Robine, N., Lai, E.C., Pelisson, A., and Simonelig, M. (2010). Maternal mRNA deadenylation and decay by the piRNA pathway in the early *Drosophila* embryo. *Nature* 467, 1128–1132.
  109. Kim, D., Paggi, J.M., Park, C., Bennett, C., and Salzberg, S.L. (2019). Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. *Nat. Biotechnol.* 37, 907–915.
  110. Pertea, M., Pertea, G.M., Antonescu, C.M., Chang, T.C., Mendell, J.T., and Salzberg, S.L. (2015). StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. *Nat. Biotechnol.* 33, 290–295.
  111. Villanueva, R.A.M., and Chen, Z.J. (2019). ggplot2: Elegant Graphics for Data Analysis. *Meas-Interdiscip Res* 17, 160–167.
  112. Love, M.I., Huber, W., and Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 15, 550.
  113. Wu, T., Hu, E., Xu, S., Chen, M., Guo, P., Dai, Z., Feng, T., Zhou, L., Tang, W., Zhan, L., et al. (2021). clusterProfiler 4.0: A universal enrichment tool for interpreting omics data. *Innovation* 2, 100141.
  114. Shannon, P., Markiel, A., Ozier, O., Baliga, N.S., Wang, J.T., Ramage, D., Amin, N., Schwikowski, B., and Ideker, T. (2003). Cytoscape: A software environment for integrated models of biomolecular interaction networks. *Genome Res.* 13, 2498–2504.
  115. Wicker, T., Sabot, F., Hua-Van, A., Bennetzen, J.L., Capy, P., Chalhoub, B., Flavell, A., Leroy, P., Morgante, M., Panaud, O., et al. (2007). A unified classification system for eukaryotic transposable elements. *Nat. Rev. Genet.* 8, 973–982.
  116. Li, H., Handsaker, B., Wysoker, A., Fennell, T., Ruan, J., Homer, N., Marth, G., Abecasis, G., and Durbin, R.; 1000 Genome Project Data Processing Subgroup (2009). The Sequence Alignment/Map format and SAMtools. *Bioinformatics* 25, 2078–2079.
  117. R Core Team (2022). R: A Language and Environment for Statistical Computing (R Foundation for Statistical Computing).
  118. Gu, Z., Eils, R., and Schlesner, M. (2016). Complex heatmaps reveal patterns and correlations in multidimensional genomic data. *Bioinformatics* 32, 2847–2849.
  119. Jandura, A., Hu, J., Wilk, R., and Krause, H.M. (2017). High Resolution Fluorescent *In Situ* Hybridization in *Drosophila* Embryos and Tissues Using Tyramide Signal Amplification. *J. Vis. Exp.* 128, 56281.

## STAR★METHODS

### KEY RESOURCES TABLE

## RESOURCE AVAILABILITY

### Materials availability

The *Drosophila* strains used in this study can be purchased from TsingHua Fly Center and Qidong Fangjing Biotechnology.

### Data and code availability

- The sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database and are accessible through GEO Series accession number GSE233534. The previously published datasets of *Arabidopsis*, mouse, and human aneuploidy used in this article were downloaded from the GEO repository under the accession number GSE79676, GSE179435, and GSE203257, respectively. RNA-seq data of MSL2 overexpressed *Drosophila* are available at the GEO repository under the accession number GSE41570. These datasets are all publicly available. The sources of the datasets supporting the current study are presented in the “key resources table” and “STAR methods” sections.
- This paper does not report the original code.

## EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS

### *Drosophila* stocks and genetic crosses

The *Drosophila* strains used in this study were all maintained or crossed in our laboratory. The crossing scheme to obtain aneuploid *Drosophila* has been described previously.<sup>63</sup> Trisomy chromosome 2 left arm (2L) female and male third-instar larvae were obtained from the cross of *y; C(2L)dp; F(2R) bw* females and wildtype males. The metafemale larvae were screened from the filial generation of the cross of *C(1)DX, ywf/winscy* females and wildtype males. All *Drosophila* strains were cultured on cornmeal dextrose medium at 25°C. Genes and chromosomal balancers are described in Flybase (<https://flybase.org/>).

The UAS-RNAi *Drosophila* were constructed by TsingHua Fly Center (<https://thfc.zzb.org/faq.html>). First, the designed short hairpin RNA (shRNA) of the target gene was integrated into the pNP vector. After purification, the pNP-shRNA vector was injected into *Drosophila* embryos with a background genotype of *y[1] sc[1] v[1] p[y[+t7.7]] = nos-phiC31\int.NLS\X; P[y[+t7.7] = CaryP} attP2* (TB00018). The filial generation were selected according to their phenotypes and crossed, and finally transgenic *Drosophila* were obtained. The UAS-RNAi strains involved in this paper include: *UAS-lncRNA:CR33938-RNAi* (TH15945.S) with target sequence CACGAGGACCAAACCAGCGAA inserted at attP2 site; *UAS-lncRNA:CR45916-RNAi* (TH15947.S) with target sequence ATGGCACAATGTGATTAGCAA inserted at attP2 site; *UAS-lncRNA:CR44418-RNAi* (TH15951.S) with target sequence ACCAAAGTTATTAGTCCGCAA inserted at attP2 site; *UAS-HMS-beagle-RNAi* (TH16030.S) with target sequence TACGCTAGATTAGTTTCAAA inserted at attP2 site. The GAL4 driver lines were obtained from Qidong Fangjing Biotechnology (<http://fungene.tech/>). Crossing *w;GawB-bab1[Pgal4-2]/TM6B* (OCB00568) with UAS-RNAi strains results in specific knockdown of the target gene in the ovary. *GawB-C587,w* (OCB02697) could knock down target genes in the testes and ovaries when crossed to the UAS-RNAi lines.

## METHOD DETAILS

### Long noncoding RNAs (lncRNA) sequencing and data analysis

The third-instar larvae of wildtype and aneuploid *Drosophila* were collected as samples for sequencing. LncRNA sequencing was performed by Novogene. Firstly, total RNA was extracted from *Drosophila* tissues, and its concentration, purity and integrity were determined. The ribosomal RNA was then removed from RNA samples that passed quality control using the rRNA Removal Kit, and a strand-specific library was constructed. Finally, the sequencing was performed using Illumina NovaSeq 6000 sequencers with the paired-end 150 bp protocol.

The raw data obtained from RNA sequencing was first processed by Trim Galore (version 0.6.7) ([https://www.bioinformatics.babraham.ac.uk/projects/trim\\_galore/](https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/)) to remove adapters and low-quality bases, and the quality of the data was detected by FastQC (version 0.11.9) (<https://www.bioinformatics.babraham.ac.uk/projects/fastqc/>). Subsequently, clean reads were aligned to the *Drosophila* reference genome (*Drosophila\_melanogaster.BDGP6.32.dna.toplevel.fa*, downloaded from the Ensembl database) using HISAT2 (version 2.2.1).<sup>109</sup> Next, the alignment results were assembled and quantitated using StringTie (version 2.1.5).<sup>110</sup> The transcript\_biotype item in the corresponding genome annotation (version 6.32.105) was used to distinguish between protein-coding genes and noncoding genes to obtain their read counts.

### Data analysis of transposable elements (TEs)

Since TEs are part of the repetitive fraction of the genome,<sup>54</sup> it will naturally lead to the phenomenon that one read matches multiple positions in the reference genome. In addition, the similarity of TEs in the same family makes it difficult to distinguish different TE insertions in the same family.<sup>115</sup> To address this technical limitation of sequencing and to simplify the complexity of TE expression, we filtered out secondary multiple alignments in the results of HISAT2 and only counted the total number of reads that mapped to the insertion sequences of each TE

family. Specifically, samtools (version 1.15)<sup>116</sup> was used to process the bam files after HISAT2 alignment, and the multiple alignments were removed (samtools view -h -b -q 1 -F 256). Then, the filtered results were reassembled and quantified by using StringTie. TEs were selected from the genome annotation and the read counts of TE insertions of the same family were added to obtain the total expression of a TE family.

### Ratio distributions

The method of making the ratio distributions of transcript expression changes is as described previously.<sup>63</sup> The expression of protein-coding genes and lncRNA genes were normalized to CPM (counts per million). The expression of each TE family was normalized with the overall expression of TEs. Low-expression transcripts were filtered to retain only those with mean read counts greater than 5. Subsequently, the ratios of expression levels of different types of transcripts between aneuploidy and diploid were calculated, respectively. These ratios were plotted as distributions in bins of 0.1, with the vertical axis showing the percentage of the number of transcripts contained in each interval to the total number of transcripts of this type. The plots were generated using ggplot2 (version 3.3.6)<sup>114</sup> in the R program (version 4.2.1).<sup>117</sup>

### Differential expression analysis and functional enrichment analysis

Differential expression analysis was performed for protein-coding genes and noncoding genes with mean read counts greater than 5 in each sample using R package DESeq2 (version 1.36.0).<sup>112</sup> Adjusted p value <0.1 was set as the threshold for significantly different expression. The heatmaps were generated using ComplexHeatmap (version 2.12.1).<sup>118</sup> Enrichment analysis was performed by ClusterProfiler (version 4.4.4)<sup>113</sup> using the annotation package org.Dm.e.g.,db (version 3.15.0) from Bioconductor (<https://www.bioconductor.org/>). The KEGG pathway data was obtained from network (<https://www.kegg.jp/>, accessed on 27 August 2022). The differential expression of TE family was analyzed separately.

### Screening of potential interactors of lncRNAs and TEs

For differentially expressed lncRNAs (DE-lncRNAs) or TEs (DE-TEs), we screened their possible interacting genes according to co-localization or co-expression. To find mRNAs that were highly related to the expression pattern of the DE-lncRNAs, we calculated the Pearson correlation coefficient between the DE-lncRNAs and the differentially expressed mRNAs (DE-mRNAs). lncRNA-mRNA pairs with absolute values of correlation coefficient >0.95 and p value <0.05 were considered to have interactions. In addition, there may be *cis* interactions between lncRNA and mRNA with adjacent genome coordinates. Therefore, the DE-mRNAs within 10 kb upstream and downstream of the DE-lncRNAs was found by bedtools to form co-located lncRNA-mRNA pairs. We used the mRNAs in these gene pairs to speculate the function of the corresponding lncRNA. The interaction networks of lncRNA or TE and mRNA were drawn using Cytoscape (version 3.7.1).<sup>114</sup>

### Fluorescence *in situ* hybridization (FISH) of *Drosophila* embryos

TSA-FISH of *Drosophila* embryos was performed as described.<sup>63</sup> In brief, the embryos of three different developmental stages from wildtype and aneuploid *Drosophila* were first collected according to the corresponding time window, fixed with formaldehyde and stored in methanol at -20°C. Next, primers containing flanking T7 promoter elements are designed for candidate genes (Figure S10A). After PCR amplification and *in vitro* transcription, antisense RNA probes containing digoxigenin-labeled UTP were obtained. The probes were tested by agarose gel electrophoresis (Figure S10B). Subsequently, the embryos were permeabilization, pre-hybridization, and hybridization according to the previously published protocol.<sup>119</sup> Probe signals were detected using tyramide signal amplification (TSA) signal amplification system. Finally, *Drosophila* embryos were placed in anti-fade mounting medium to make slides, and observed with fluorescence microscope (Zeiss Investigated Fluorescence Microscopy Observer Z1) and confocal microscope (ZEISS LSM880). The same probes of different genotype samples for relative fluorescence intensity analysis were photographed using the same parameters. Fluorescence images were processed and analyzed using ImageJ (version 1.53c) (<https://fiji.sc/>).

### Immunofluorescence of *Drosophila* ovaries and testes

Three-day-old females and one-day-old males were selected to dissect ovaries and testes. The tissues were fixed for 20 min in 4% paraformaldehyde at room temperature. Next, tissue samples were washed with PBTT (1 × PBS with 0.1% Tween 20 and 0.3% Triton X-100) for 3 times (15 min each time), and blocked with 3% BSA for 30 min. Subsequently, ovaries or testes were incubated with primary antibodies overnight at 4°C. The following day, samples were first incubated with 1 µg/mL DAPI for 15 min and then washed with PBTT for 4 times (20 min each time). Secondary antibodies were added to samples and incubated for 2 h at room temperature. After three 20 min washes with PBTT and three 5 min washes with PBS, slides can be made with the anti-fade mounting medium. The acquisition of microscopy images was done with confocal microscope (ZEISS LSM880). The following antibodies were used in this study: Rabbit anti-H3Ser10P (1:300, EMD Millipore, 06-570); Mouse anti-SXL (1:100, Developmental Studies Hybridoma Bank, M18-s); Mouse anti-Ubiquitin (1:100, Santa Cruz Biotechnology, sc-8017); Alexa Fluor 488 and 594 (1:200, Jackson Immuno Research).

### QUANTIFICATION AND STATISTICAL ANALYSIS

How the deposited data were processed for this re-analysis (not part of the article)

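RNA from whole Drosophila larvae was sequenced for wild-type females, wild-type males, trisomy 2L females, trisomy 2L males and metafemales, with 3 libraries per group and 15 in all. The authors removed ribosomal RNA, prepared strand-specific libraries, trimmed the reads with Trim Galore, mapped them to BDGP6.32 with HISAT2 and quantified transcripts with StringTie. They scaled the reads of each transcript to the total of the library, and the values they deposited are CPM for 33679 transcripts. Samples were assigned to groups and replicates by their labels and the paper, and no column of another sample was in the table. In the paper's crosses, the mothers of trisomy 2L larvae and of metafemales came from stocks other than the wild type. All comparisons with the diploid therefore carry differences of genetic background beside the karyotype. No 2 libraries held identical values.

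The design written before the data were examined assumed counts and named edgeR's quasi-likelihood test, with limma on log2 values for a table without counts. The table held CPM, so limma 3.58.1 in R 4.3.3 was used for the main results. Whole reads were recovered from the steps between the CPM values for 100% of the values, and edgeR 4.0.16 and DESeq2 1.42.0 were run on these reads as alternatives. Recovered reads per library ranged from 71131215 to 99413946, so 3 reads, the limit that a count of 0 allows, correspond to 0.0302 to 0.0422 CPM. How the authors turned StringTie's output into read counts and which stranded setting was used are not given in the paper's text. The precision of single transcripts of a gene, and of genes that overlap on opposite strands, depends on these steps.

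Names, positions, exons and transcript types were taken from the BDGP6.54 annotation of Ensembl release 115, matched on transcript identifiers, and coordinates are given in that build. It named 33616 of the transcripts, and the other 63, which include 1 entry without a transcript identifier, held 0.0345% of the CPM. They stayed in the library totals and out of the tests. Transcripts whose gene has a name with the prefix lncRNA or asRNA were taken as lncRNAs and protein-coding transcripts as mRNAs. Names used in the paper that have changed are Sou for CG3295 and asRNA:bsAS for lncRNA:CR44811.

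For differential expression, limma's moderated test with the variance trend was fitted to log2 of TMM-scaled CPM plus a pseudocount of 0.1, over all 15 libraries with a mean for each of the 5 groups. Tested were transcripts with more than 5 recovered reads on average, 26276 mRNAs and 1805 lncRNAs. P-values were two-sided and adjusted by Benjamini-Hochberg over both kinds in each comparison, with calls at an adjusted p under 0.1 as in the paper. The difference between the changes of trisomy 2L females and males, and that between trisomy 2L females and metafemales, were tested as contrasts in the same model. Overlaps were tested with Fisher's exact test and set beside simulated unchanged groups that share the wild-type females. A fold against a group at or under 3 reads is given as a lower bound.

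Ratios of expression were computed on group means of CPM without further scaling, as in the paper's methods, and counted in bins of 0.1 from 0 to 6, leaving out transcripts with 0 reads in all 6 libraries of a comparison. Kolmogorov-Smirnov tests were run across transcripts and exact permutation tests over the 10 splits of the 6 libraries of a comparison, which cannot give a p under 0.1. Mean CPM over lncRNAs was compared by exact permutation as well. Co-expression followed the paper's threshold of 0.95 for the absolute Pearson's r, over the 6 libraries of a comparison, since the paper's text does not name the libraries. Co-location was counted within 10 kb. Tables were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and drawn with matplotlib 3.10.9.

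The tests were run on simulated negative binomial counts, with 1 mean per transcript over all 15 libraries, dispersions estimated by edgeR and the depths of these libraries. In 1 comparison, 200 of 28080 transcripts were changed. The data hold more calls and levels that differ between the sexes, so the numbers below do not carry over to them. limma recovered 44 of the changed transcripts and called 16 unchanged ones, edgeR 41 and 5, and DESeq2 81 and 295. In the pair of comparisons without any change, limma called 0 and 2 transcripts, edgeR 0 in each, and DESeq2 249 and 261, while 4.92% and 5.09% of transcripts had an unadjusted p under 0.05 with limma.

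Genes are named by a rule. It covers every gene the paper names in its text, Table 1 or Figs. 3B to 3F and 6O, and, for each comparison, the 3 lncRNA transcripts that rose and the 3 that fell most among those called with a mean of at least 20 reads and no overlap between the aneuploid and diploid libraries. A gene is represented by its transcript with the most reads. Lists of marker genes were also written beforehand, for the 2 roX RNAs, 12 Y-linked genes, 22 testis genes, 9 larval glue genes, 6 larval serum protein genes and 14 digestive enzyme genes. Of the testis genes, 7 had more than 3 reads in every wild-type female library and 11 in at least 1, and 1 is named by the paper, as are both roX RNAs. Of the Y-linked genes, 0 had more than 3 reads in any wild-type female library. No gene is in more than 1 list.

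Alternatives set beforehand for differential expression were DESeq2, its size factors, total-count scaling, a model of only the 6 libraries of a comparison, a replicate block, no filter, a filter of at least 10 reads in at least 3 libraries, an adjusted p under 0.05, reads summed per gene, and leaving out each library in turn. For the ratios they were TMM-scaled CPM, DESeq2's size factors, totals without the 1% most abundant transcripts, the filter on the 6 libraries, a mean above 50 reads, mRNAs matched on mean CPM, geometric ratios, reads summed per gene and leaving out libraries. Added after the data were seen were edgeR, pseudocounts of 1 and 0.01, limma without the variance trend, lncRNAs by biotype and length, mean CPM without asRNA:CR11538, DESeq2 without each trisomy 2L female library, ratios on the reads of the unvaried chromosomes, geometric ratios of transcripts with reads in the 6 libraries, ratios of means with 0.1 CPM added, and co-expression and co-location with DESeq2's calls.

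Transposable elements were left out. The annotation lists 5896 insertions and the table has 0 entries for them, so the results on transposable elements in the paper were not analysed here, nor were the fluorescence in situ hybridization and the imaging of embryos.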

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

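The comparisons with other splits of the libraries and the count of male-limited transcripts were chosen only after the results were seen, while the marker lists and the test of male RNA across the trisomy 2L female libraries were set earlier.

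The change from the diploid differed between trisomy 2L females and males for 17 lncRNA transcripts and 99 mRNA transcripts, tested as a contrast in the model of all 15 libraries (limma with Benjamini-Hochberg adjustment). Of the lncRNAs 1 and of the mRNAs 60 changed more towards higher values in females, and 187 and 3213 transcripts differed at an unadjusted p under 0.05. When the labels of the libraries were regrouped within each sex, 9 of the 100 splits drawn gave as many mRNAs and 10 of the 100 as many lncRNAs, the real split included. The other splits gave a median of 4 mRNAs and 0 lncRNAs, with up to 4362 and 224. All of the other splits with as many calls kept or flipped the karyotypes in at least 1 sex, and so carry the effect of the trisomy there. The 80 splits that mix karyotypes in both sexes gave up to 15 mRNAs and 1 lncRNA, but they also raise the spread within groups. A grouping by chance and a difference between the sexes therefore cannot be told apart with these splits. The counts depended on replicate 2 of wild-type males, as 1410 mRNAs and 77 lncRNAs were called without it. Without replicate 2 of trisomy 2L males 163 mRNAs were called. The number of lncRNAs fell to 9, 10 and 11 without replicates 2, 1 and 3 of wild-type females, and to 11 without replicate 1 of wild-type males or replicate 1 of trisomy 2L females. The number of mRNAs was 59 and 61 without replicates 1 and 3 of wild-type females, and 61 and 63 without replicates 1 and 3 of wild-type males. DESeq2 called 72 lncRNAs and 2080 mRNAs, and edgeR 0 lncRNAs, with 185 at an unadjusted p under 0.05, and 27 mRNAs. In replicate 2 of wild-type males the testis genes were at 142% and the Y-linked genes at 153% of the mean of the 3 wild-type male libraries, against 71.8% and 58.7% in replicate 3. The groups hold 3 libraries each, so no test for a single deviating library was made. A difference between the sexes in their response to the additional 2L stays open.

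Replicate 2 of trisomy 2L females held reads of male-limited transcripts, which the paper does not report. Of 742 transcripts (669 genes) at or under 3 reads in every wild-type female and metafemale library and above 1 CPM in every wild-type male library, 606 (81.7%) had more than 3 reads in this library. In replicates 1 and 3 of trisomy 2L females there were 33 (4.45%) and 97 (13.1%). By the definition of the set, the count was 0 in the wild-type female and metafemale libraries. The Y-linked genes reached 7.71% of their mean in wild-type males, and 0 in the other 8 female libraries. The most abundant of them, kl-3, was at 0.938 CPM against 11.3 CPM in wild-type males, and of the testis genes betaTub85D was at 5.71 against 123 CPM and ocn at 5.92 against 104 CPM. betaTub85D was at 0 in replicates 1 and 3.

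The level of the male-limited transcripts in replicate 2 was a median of 5.77% of the mean in wild-type males, with quartiles of 2.23% and 9.17%, and their sum was at 7.10%. A candidate explanation is RNA of male larvae in this library, which requires that Y-linked and testis genes appear together and at a similar share, and the 7.71% of the Y-linked genes and the 9.04% of the testis genes meet this. A library labelled for the wrong sex is argued against by the same values, since the 3 trisomy 2L male libraries had medians of 75.3% to 132%. Library size does not separate this library, as the 3 libraries of the group held between 74844783 and 87389174 reads. Activation of testis genes in larvae without a Y chromosome is argued against as the whole cause by the Y-linked genes at 7.71%. Larvae with a Y chromosome were not tested and stay open for replicate 2.

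Without this library limma called 2574 mRNAs and 74 lncRNAs in trisomy 2L females (3261 and 99 with it), and DESeq2, in a fit chosen after the data were seen, 4884 and 175 (6213 and 257 with it). With DESeq2 on all libraries, 468 of the 3726 up-regulated mRNA transcripts (12.6%) and 14 of the 167 up-regulated lncRNA transcripts were male-limited, and 537 and 32 had more than 3 reads only in replicate 2 among the trisomy 2L and wild-type female libraries. Without replicate 2, DESeq2 called 2507 mRNAs and 88 lncRNAs up, of which 94 and 3 were male-limited. With limma on all libraries, 10 of 2042 and 1 of 59 were male-limited.

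In replicates 1 and 3 of trisomy 2L females, male RNA was argued against. The testis genes were at 2.39% and 2.56% of the male mean there, below the 4.12% to 5.04% of wild-type females, and the Y-linked genes were at 0. The sum of lncRNA:roX1 and lncRNA:roX2 was nevertheless at 6.33% and 6.49%, above the 2.67% to 4.39% of wild-type females and the 2.58% to 4.53% of metafemales. On TMM-scaled CPM these shares were 8.46% and 8.45% for the roX RNAs, against 2.87% to 4.89% in wild-type females. The higher level of roX RNAs in these libraries is thus not explained by the male RNA seen in replicate 2, and a response to the trisomy is a hypothesis that was not tested further.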

How the results depend on the processing

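The alternatives named below as added, and the checks of pairing and of other splits, were chosen only after results were seen.

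Over 16 counts of differentially expressed transcripts and their overlaps, 260 of 386 values under the alternatives were within 1.5 times the main count and 126 were not. Over 16 median ratios and differences of medians, 232 of 288 values moved by less than 1 SD between libraries. Over the 3 differences of mean lncRNA CPM, 24 of 30 kept their direction and 6 reversed. Of 42 fold changes of named transcripts, 39 were called, and of their 839 values 699 kept direction and call, 130 lost the call (in 20 transcripts, 75 of them on leaving out a library), 5 gained it and 5 reversed. The cause was not tested for the changes below, except where fewer libraries or a stricter threshold are the setting itself.

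With DESeq2, 6213, 3112 and 5302 mRNAs were called in trisomy 2L females, trisomy 2L males and metafemales (main 3261, 1739 and 3210), and 257, 99 and 228 lncRNAs (main 99, 122 and 125), those in trisomy 2L males as 61 up and 38 down against 90 and 32. The difference between trisomy 2L females and males was called for 72 lncRNAs (35 up and 37 down, main 1 and 16) and 2080 mRNAs (main 99), and that between trisomy 2L females and metafemales for 220 lncRNAs (main 66) and 4727 mRNAs (main 1963). Trisomy 2L females shared 2766 mRNAs and 76 lncRNAs with metafemales (main 1467 and 35) and 1511 and 30 with trisomy 2L males (main 805 and 13). In all 3 aneuploidies there were 826 mRNAs and 16 lncRNAs (main 386 and 7), and in at least 2 there were 3854 and 103 (main 2011 and 49). On simulated counts DESeq2 called 295 unchanged transcripts in the comparison of trisomy 2L females, against 16 with limma. Since the simulation differs from the data in levels and number of changes, these numbers do not carry over to the calls above. Added fits of DESeq2 without replicates 1, 2 and 3 of trisomy 2L females called 5615, 4884 and 6034 mRNAs and 261, 175 and 268 lncRNAs there, the latter as 184, 88 and 183 up.

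With edgeR on recovered reads, which was added, 951 mRNAs and 23 lncRNAs were called in trisomy 2L males, the latter as 14 up and 9 down, and 70 lncRNAs in metafemales. In trisomy 2L females 96 lncRNAs were called, 74 up and 22 down against 59 and 40. The difference between trisomy 2L females and males was called for 0 lncRNAs, with 185 at an unadjusted p under 0.05, and for 27 mRNAs (20 up and 7 down, main 60 and 39). Shared lncRNAs were 20 (trisomy 2L females and metafemales) and 1 (trisomy 2L females and males), with 1 in all 3 aneuploidies and 22 in at least 2.

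Fitting only the 6 libraries of a comparison, 424 mRNAs (287 up and 137 down) and 28 lncRNAs (26 up and 2 down) were called in trisomy 2L males. Trisomy 2L females and males then shared 211 mRNAs and 2 lncRNAs, and 124 mRNAs and 1 lncRNA were called in all 3 aneuploidies. The difference between the sexes was called for 12 lncRNAs, 2 up and 10 down. At an adjusted p under 0.05, 973 mRNAs in trisomy 2L males and 2113 in metafemales were called, and 56, 69 and 70 lncRNAs in the 3 aneuploidies. The differences were called for 9 and 40 lncRNAs and 44 and 1144 mRNAs, the shared numbers were 931 and 480 mRNAs and 16 and 3 lncRNAs, and 233 mRNAs and 1 lncRNA were called in all 3 and 1225 and 22 in at least 2.

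With reads summed per gene, 176, 218 and 193 lncRNAs were called, 40 and 137 for the differences (11 up and 29 down for the first), 71 and 36 were shared, 14 were called in all 3 aneuploidies and 113 in at least 2, and 615 mRNAs in all 3. The difference between the sexes was then called for 324 mRNAs, 267 up and 57 down. lncRNA:CR43417 reversed in trisomy 2L females, to a log2 fold change of 0.63. Pseudocounts of 1 and 0.01, both added, gave 185 and 63 lncRNAs in trisomy 2L males. With 1, the sex difference was called for 214 mRNAs and for 24 lncRNAs (6 up and 18 down), and with 0.01 for 8 lncRNAs, with 8 shared by trisomy 2L females and males. Without a filter on low counts the sex difference was called for 27 lncRNAs. limma without the variance trend, which was added, gave 4 lncRNAs in all 3 aneuploidies. lncRNA:Hsromega, not called in trisomy 2L females, reversed there with DESeq2 (0.0085) and edgeR (0.021), and without replicate 3 of wild-type females (0.13) or replicate 2 of trisomy 2L females (0.29), in a range from -0.56.

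Total-count scaling changed directions more than numbers. Up- and down-regulated mRNAs were 1538 and 1881 in trisomy 2L females (main 2042 and 1219), 1171 and 451 in trisomy 2L males (main 984 and 755) and 34 and 54 for the sex difference (main 60 and 39), and lncRNAs in trisomy 2L females were 46 and 57 (main 59 and 40). It moves the median log2 change of all tested mRNAs to -0.14, 0.16 and -0.31 in these 3 contrasts, and that of lncRNAs to 0.28 in trisomy 2L males and -0.43 for the sex difference. In all 3 aneuploidies 4 lncRNAs were called. Directions are to be read relative to these shifts.

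With the replicate number as a block, 2783, 1265 and 2695 mRNAs and 81, 82 and 104 lncRNAs were called. The sex difference was called for 9 lncRNAs and 51 mRNAs, trisomy 2L females and males shared 6 lncRNAs, and 3 lncRNAs were called in all 3 aneuploidies. The numbers do not pair the libraries, since the deviations from the group means correlated with a median r of -0.00809 (-0.119 to 0.0616) over 30 pairs of the same number and 0.00149 (-0.0892 to 0.105) over 60 other pairs.

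Leaving out 1 library at a time, mRNA calls ranged from 2087 (without replicate 2 of wild-type females) to 2574 (replicate 2 of trisomy 2L females) in trisomy 2L females, from 912 (replicate 1 of wild-type males) to 2196 (replicate 2 of wild-type males) in trisomy 2L males and from 1838 (replicate 2 of wild-type females) to 2667 (replicate 3 of metafemales) in metafemales. lncRNA calls ranged from 53 to 76, from 65 to 143 and from 61 to 93. The difference between trisomy 2L females and males ranged from 9 to 77 lncRNAs, the upper end without replicate 2 of wild-type males, and that between trisomy 2L females and metafemales from 44 to 57. For mRNAs the latter was 1271 and 1287 without replicates 2 and 3 of trisomy 2L females and 1114 and 1277 without replicates 1 and 3 of metafemales. Shared mRNAs ranged from 829 to 1247 (trisomy 2L females and metafemales) and from 517 to 839 (trisomy 2L females and males), and shared lncRNAs from 19 to 33 and from 3 to 12. In all 3 aneuploidies there were 251 to 458 mRNAs and 2 to 6 lncRNAs, and in at least 2 there were 1240 to 2448 and 24 to 62.

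Median ratios of mRNAs followed the scaling. For X, 2L and the other autosomes they were 0.979, 1.40 and 0.960 in trisomy 2L females and 0.993, 1.36 and 0.952 in trisomy 2L males on TMM-scaled CPM, and 1.38 and 0.956 for X and autosomes in metafemales. DESeq2's size factors gave 0.976, 1.40 and 0.959 in trisomy 2L females and 1.37 and 0.951 in metafemales. The total without the 1% most abundant transcripts gave 0.991, 1.35 and 0.949 in trisomy 2L males, and the reads of the unvaried chromosomes, which were added, 0.927, 1.33 and 0.910 in trisomy 2L females and 1.21, 1.65 and 1.16 in trisomy 2L males. The TMM scaling moved the share of testis genes in replicate 1 of wild-type females to 5.06%.

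The log2 difference of lncRNA and mRNA medians depended on which transcripts enter. Above a mean of 50 reads it was 0.38, -0.28 and -0.15 on X, 2L and the other autosomes in trisomy 2L females, and 0.047 and 0.061 on 2L and the other autosomes in trisomy 2L males. With the filter on the 6 libraries it was -0.10 and -0.13 on 2L and the other autosomes in trisomy 2L females and 0.29 on 2L in trisomy 2L males. In metafemales the difference on X and the autosomes was -0.17 and -0.17 above 50 reads and -0.20 and -0.16 with the filter on the 6 libraries. The geometric ratio gave -0.058 and 0.17 in trisomy 2L females, 0.10 on 2L in trisomy 2L males and a median of 0.906 for autosomal mRNAs in metafemales. Its parts were separated by added settings. Without transcripts that have 0 reads in the 6 libraries it gave -0.045 on 2L in trisomy 2L females, 0.095 on 2L in trisomy 2L males and 0.00068 on the autosomes in metafemales. The ratio of group means with 0.1 CPM added gave -0.029, 0.079 and 0.00053 for the same transcripts, so most of the change came with the added 0.1 CPM. Against matched mRNAs, whose medians on 2L and the other autosomes of trisomy 2L males were 1.77 and 1.18, it was -0.043 and 0.013.

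Across the fits without 1 library, medians of mRNAs in trisomy 2L females ranged from 0.762 to 0.875 on X, 1.06 to 1.25 on 2L and 0.742 to 0.857 on the other autosomes, and the differences of lncRNAs from 0.054 to 0.38, -0.073 to 0.21 and -0.10 to 0.10. The lower ends on 2L and the other autosomes, both below 0, came without replicate 2 of trisomy 2L females. In trisomy 2L males the medians ranged from 0.990 (without replicate 3 of wild-type males) to 1.28 (without replicate 2) on X, 1.35 to 1.77 on 2L and 0.951 to 1.26 on the other autosomes, and the differences from -0.12 to 0.13, 0.15 to 0.28 and 0.15 to 0.24. In metafemales the medians ranged from 1.18 to 1.32 on X and 0.814 to 0.903 on the autosomes, and the differences from -0.44 to -0.14 and -0.27 to -0.08.

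The difference in mean lncRNA CPM between trisomy 2L males and wild-type males reversed to 0.304 without the 10 most abundant lncRNAs and to 0.333 without asRNA:CR11538, and to 0.0568, 0.617 and 0.711 without replicate 2 of trisomy 2L males, replicate 2 and replicate 3 of wild-type males, in a range from -2.23. It ranged from -4.98 to -1.13 in trisomy 2L females, and from -2.97 to 0.884 in metafemales, where it reversed without replicate 2 of wild-type females.

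Co-expressed pairs numbered 117 over all 15 libraries and 183 with values centred on each group mean (main 2775). DESeq2's calls, which were added, gave 5393 pairs, and 934 when centred and 6900 without replicate 2 of trisomy 2L females in the correlation. Co-located pairs with DESeq2's calls were 124 (main 42).

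The alternatives for transposable elements were not run, since the table has 0 entries for them. Depth limits the tests to the 1805 of 2889 lncRNA transcripts with a mean above 5 reads. The exact tests of 3 libraries against 3 cannot give a p below 0.1.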

Differences from the paper's values

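The settings named below as added, and the counts of single lncRNAs in the network under them, were chosen only after results were seen.

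The number of differentially expressed mRNA transcripts was 3261 in trisomy 2L females against the paper's 6195. Of the alternatives set before the data were examined, DESeq2 (6213) and a model of only the 6 libraries (4171) came within 1.5 times the paper's value, and the others did not. DESeq2 without replicate 1, 2 or 3 of trisomy 2L females, added after the values were seen, came to 5615, 4884 and 6034. In trisomy 2L males it was 1739 against the paper's 3121, with DESeq2 (3112), reads summed per gene (2229) and the fit without replicate 2 of wild-type males (2196) closing the gap and no other alternative. Metafemales had 3210 against the paper's 5300, where DESeq2 (5302) and the model of only the 6 libraries (3888) closed it and the others did not.

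For lncRNAs the number was 99 in trisomy 2L females against the paper's 266. DESeq2 (257) closed the gap and no other alternative set before the data were examined did. DESeq2 without replicate 1 (261) or 3 (268) of trisomy 2L females, added after the values were seen, closed it as well, and without replicate 2 (175) it stayed open. In metafemales it was 125 against the paper's 239, with DESeq2 (228) and reads summed per gene (193) closing the gap and no other. Read by eye from Fig. 3C, the paper has about 170 up-regulated and about 94 down-regulated lncRNAs in trisomy 2L females, against 59 and 40. DESeq2 (167 and 90) closed both gaps and reads summed per gene the second (88), and the others did neither. Added after the values were seen, DESeq2 without replicate 1 (184 and 77) or 3 (183 and 85) closed both, and without replicate 2 the second (87). In metafemales the paper has about 91 up and about 150 down, read by eye from Fig. 3E, against 44 and 81. DESeq2 (81 and 147) and reads summed per gene (66 and 127) closed both and the model of only the 6 libraries the second (104), and the others did neither.

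Trisomy 2L females shared 1467 mRNAs with metafemales against the paper's 2774, where DESeq2 (2766), the model of only the 6 libraries (1909) and reads summed per gene (1908) closed the gap, and 805 with trisomy 2L males against the paper's 1507, where DESeq2 (1511) and reads summed per gene (1099) did. DESeq2 and reads summed per gene also closed the following gaps, and no other alternative set before the data were examined did. mRNAs in all 3 aneuploidies numbered 386 against the paper's 829 (826 and 615), lncRNAs shared by trisomy 2L females and metafemales 35 against the paper's 81 (76 and 71), those shared by trisomy 2L females and males 13 against the paper's 31 (30 and 36), lncRNAs in all 3 aneuploidies 7 against the paper's 17 (16 and 14) and those in at least 2 aneuploidies 49 against the paper's 110 (103 and 113).

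The Kolmogorov-Smirnov p of lncRNA against mRNA ratios on X in trisomy 2L females was 0.00355 against the paper's 0.66, and none of the alternatives set before the data were examined closed the gap, the filter on the 6 libraries coming nearest at 0.224. None closed it either for 2L in trisomy 2L females (8.79e-05 against the paper's 4.4e-3), X in metafemales (0.000173 against the paper's 2.5e-5) and the autosomes in metafemales (5.20e-15 against the paper's 7.6e-13). On 2L in trisomy 2L males the p was 9.16e-07 against the paper's 4.2e-7, and TMM-scaled CPM (2.90e-07) and the total without the 1% most abundant transcripts (4.05e-07) closed the gap. On the other autosomes it was 3.43e-12 against the paper's 1.3e-11, and the geometric ratio (1.29e-11) closed it. The other alternatives closed neither.

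The co-expression network had 2775 pairs against the paper's 568 and 961 mRNAs against the paper's 294, and none of the 3 alternatives set before the data were examined closed either gap. In the paper lncRNA:roX2 is co-expressed with 88 mRNAs and lncRNA:CR44418 with 48, against 0 for both. Read by eye from Fig. 4D, the numbers in the paper are about 69 for lncRNA:CR43306, about 65 for lncRNA:CR44178, about 55 for lncRNA:CR32657 and about 52 for lncRNA:roX1, against 0 for each. For lncRNA:CR33938 it is about 53 against 426, for lncRNA:CR43828 about 18 against 167, for lncRNA:CR44225 about 14 against 5 and for lncRNA:CR45916 about 13 against 322. These counts were computed under no alternative set before the data were examined. Under DESeq2's calls, added after the values were seen, they were 5 for lncRNA:roX2, 15 for lncRNA:CR44418, 12 for lncRNA:CR43306, 7 for lncRNA:CR44178, 8 for lncRNA:CR32657, 615 for lncRNA:CR33938, 266 for lncRNA:CR43828, 9 for lncRNA:CR44225 and 485 for lncRNA:CR45916, which closed no gap. Co-located pairs numbered 42 against the paper's 89, and DESeq2's calls, added after the values were seen, closed the gap (124).

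The paper has lncRNA:Hsromega down-regulated in a pair of aneuploidies, and none of its 7 transcripts tested was called with limma over all libraries. Its transcript with the most reads had log2 fold changes of -0.10 and 2.23 in trisomy 2L females and males and 0.32 in metafemales. DESeq2 called FBtr0332373 down in trisomy 2L females and FBtr0309958 down in trisomy 2L males. The former was also called without replicate 3 of wild-type females and by DESeq2 without each trisomy 2L female library, added after the data were seen, and reads summed per gene were called up in trisomy 2L males. The paper has lncRNA:CR43306 up-regulated in a pair of aneuploidies, which limma did not call. DESeq2 called it in trisomy 2L females and metafemales, and in the fits added after the data were seen it was called in trisomy 2L females without replicate 1 or 3 of that group but not without replicate 2.

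Fig. 3E shows lncRNA:roX2 as lower in metafemales, and its transcript with the most reads was at least 26.9-fold lower without being called with limma (at least 7.39-fold without replicate 1 of wild-type females). It was called by DESeq2, by limma without replicate 2 of wild-type females or replicate 2 of trisomy 2L females, and by edgeR, a pseudocount of 0.01 and the reduced DESeq2 fits, all added after the data were seen. Fig. 3C shows lncRNA:CR44420 and lncRNA:TS27 as higher and lncRNA:CR45670 as lower in trisomy 2L females, and limma called none of them (lncRNA:CR45670 -1.14). DESeq2 called all of these. Added after the data were seen, edgeR called lncRNA:CR44420 and lncRNA:TS27, a pseudocount of 0.01 lncRNA:CR44420, and DESeq2 without 1 trisomy 2L female library lncRNA:CR44420 in each such fit, lncRNA:TS27 without replicate 1 or 3 and lncRNA:CR45670 without replicate 2. lncRNA:CR45670 was also called with reads summed per gene, total-count scaling, limma without replicate 2 of trisomy 2L females and, added after the data were seen, limma without the variance trend.

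Of the lncRNAs that Fig. 3B shows as changed in all the aneuploidies, lncRNA:CR43828, lncRNA:CR43242, lncRNA:CR45551, lncRNA:CR44272, asRNA:CR46487, lncRNA:CR46481, lncRNA:CR44225, lncRNA:CR42715 and asRNA:CR45206 were not called in all 3 with limma, while DESeq2 called each in all 3. Reads summed per gene called lncRNA:CR43828, lncRNA:CR45551 and lncRNA:CR44225 in all 3, and limma without replicate 2 of wild-type males lncRNA:CR45551. The DESeq2 fits without 1 trisomy 2L female library, added after the data were seen, called lncRNA:CR43828, lncRNA:CR43242, lncRNA:CR45551 and lncRNA:CR44225 in all 3 each time, asRNA:CR46487 without replicate 2, lncRNA:CR42715 without replicate 3 and asRNA:CR45206 without replicate 1 or 3. CR14033 is a pseudogene in the annotation used and was not among the lncRNAs. Fig. 6O shows asRNA:CR42860 as higher in all the aneuploidies, and its transcript with the most reads changed by -0.05 in trisomy 2L males (0.15 with DESeq2). Its transcript FBtr0304032, at nearly the same mean level (1.51 against 1.53 CPM), was higher there by 1.79 (2.20 with DESeq2). FBtr0309034 was higher there by 0.68 with limma. No transcript of this gene was called in trisomy 2L males by either test.

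The paper places lncRNA ratios on the other autosomes of trisomy 2L females below those of mRNAs, and the median log2 ratio of lncRNAs was 0.04 above that of mRNAs. It reports a lower mean lncRNA level in the aneuploidies, and the difference of -0.301 CPM in trisomy 2L males was 0.304 without the 10 most abundant lncRNAs. The paper has most mRNAs of the network linked to a single lncRNA, and 325 of 961 (33.8%) were. Of the 3 alternatives set before the data were examined, values centred on each group mean gave 77.2% and all 15 libraries 98.2%, and log2(CPM + 1) gave 27.6%. DESeq2's calls, added after the values were seen, gave 35.8%, and 30.0% without replicate 2 of trisomy 2L females in the correlation and 65.1% with centred values. The mRNAs the paper links to lncRNA:CR44418 were not in the network.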

Other observations

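The counts over other splits and the tests of asRNA:CR11538 and Lsp2, of reads on the wrong strand, of the shared wild-type females and of lncRNA length were chosen only after results were seen, and the tests of low counts, abundant transcripts and stage earlier.

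Of the 10 splits of the 6 libraries of a comparison into groups of 3, 1, the real one, gave as many mRNAs and as many lncRNAs for trisomy 2L females, for trisomy 2L males, for metafemales and for the difference between trisomy 2L females and metafemales. The other splits gave up to 7, 298, 8 and 12 mRNAs, with medians of 2, 19, 2 and 5, and up to 0, 2, 0 and 2 lncRNAs. The real groups gave 3261, 1739, 3210 and 1963 mRNAs and 99, 122, 125 and 66 lncRNAs, above every other split. The share is never under 0.1 with 10 splits, so it is no measure of how far the real counts lie above the others.

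lncRNA ratios on the autosomes of metafemales were lower than mRNA ratios by a log2 difference of medians of -0.14. Low counts widen ratio distributions, and may shift their medians. Against mRNAs matched on mean CPM the difference was -0.19, among transcripts above a mean of 50 reads -0.17, with the filter on the 6 libraries -0.16 and with reads summed per gene -0.13. It was -0.14 on TMM-scaled CPM and ranged from -0.27 to -0.08 without 1 library. The difference thus did not shrink with these limits on reads in metafemales, although -0.14 is within the SD of 0.214 between libraries. The matching and the limit of 50 reads used means over all 15 libraries, with the male ones, where lncRNA levels were higher. Only the filter on the 6 libraries limited reads in the libraries compared. The geometric ratio gave 0.06. Adding 0.1 CPM to the group means of transcripts with reads in the 6 libraries, chosen after the data were seen, removed the difference (0.00053), and draws ratios at low levels towards 1. In trisomy 2L males, the difference on 2L fell from 0.21 to 0.047 above 50 reads and -0.043 against matched mRNAs. Low counts and a response of lncRNAs cannot be told apart over these comparisons.

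The median mRNA ratio on the other autosomes of trisomy 2L females was 0.811. If a few abundant transcripts took a larger share of the reads, the ratio would return to 1 without them, and it was 0.813 on the total without the 1% most abundant transcripts. On the reads of the unvaried chromosomes, a setting added after the data were seen, it was 0.910. TMM scaling gave 0.960, and centres the bulk of transcripts by its construction. A shift spread over many transcripts stays open, and a change in the amount of RNA per cell was not tested.

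Glue genes (9) were lower in each aneuploidy, by log2 differences of -1.44 in trisomy 2L females, -1.15 in trisomy 2L males and -2.35 in metafemales (exact permutation p = 0.1 each, the smallest that 3 libraries against 3 can give). On TMM-scaled CPM they were -1.20, -1.31 and -2.19. Larval serum protein genes (6) changed by 0.09, -0.04 and -0.48 (exact permutation p = 0.6, 0.9 and 0.1), or 0.34, -0.20 and -0.32 on TMM-scaled CPM. Digestive enzyme genes (14) changed by -0.29, -0.38 and 0.67 (exact permutation p = 0.1, 0.3 and 0.1), or -0.04, -0.54 and 0.83. A difference in stage between larvae may lower the glue genes, and so may a response to aneuploidy. These cannot be told apart, as no finer measure of stage than larvae of the same instar is given for the samples, and the 3 lists moved in different directions in metafemales.

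Between trisomy 2L males and wild-type males, the sum of the roX RNAs changed by a log2 difference of 0.44, the Y-linked genes by 0.56 and the testis genes by 0.06 (exact permutation p = 0.1, 0.3 and 0.9). With TMM scaling the differences were 0.28, 0.40 and -0.10, so the direction of the testis genes depends on the scaling. No biological explanation was tested.

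The transcript asRNA:CR11538, with a mean of 17252 CPM and 69.2% of all lncRNA CPM, lies on 3L (12129103 to 12131488, minus strand, BDGP6.54) and overlaps Lsp2 on the opposite strand by 2096 bp. Within groups its CPM varied with a pooled CV of 50.2% and that of Lsp2 with 82.2%, while their sum varied with 10.6%. Between groups the sum differed, from 30517 to 37482 CPM in the 6 diploid libraries and from 14238 to 22004 CPM in the 9 aneuploid libraries. Within groups the values were correlated at r = -0.973 over 15 libraries. A candidate explanation is that reads of Lsp2 were given to the antisense transcript in a share that differs between libraries, and the r of -0.973 is what this needs. It bears on variation within groups, and leaves the lower sum in the aneuploid libraries open. The mean lncRNA CPM of each library contains this transcript, and its differences from the diploid on TMM-scaled CPM were -2.36, -1.31 and -0.683 CPM. Such an inverse relation was not general among overlapping pairs with a mean of at least 50 reads. The median r within groups was 0.286 for 232 other overlapping pairs and 0.259 for 153 neighbouring pairs (permutation p = 0.676). A steady share of reads on the wrong strand would not lower r, so these values cannot exclude it. An r below -0.5 was found in 14 (6.03%) of the overlapping and 9 (5.88%) of the neighbouring pairs. Regulation of Lsp2 by its antisense transcript was not tested.

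Trisomy 2L females and metafemales are compared with the same wild-type female libraries, which makes lists of changed transcripts overlap. In 20 simulated draws without any change, equally long lists shared 944 to 1017 mRNAs (median 973) and 19 to 32 lncRNAs (median 25), below the 1467 and 35 observed. The shared libraries alone are therefore argued against as the whole cause, by a small margin for lncRNAs. For trisomy 2L females and males, which share no library, simulated lists had 283 to 341 mRNAs and 6 to 18 lncRNAs in common, and the 13 lncRNAs observed lie within this range while the 805 mRNAs lie above it. A common response to aneuploidy stays open as a hypothesis.

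Differentially expressed lncRNAs had a mean length of 1242 nt against 1069 nt of the other lncRNAs (permutation p = 0.0636). Among the lncRNAs with enough reads to be tested the others had 1285 nt (permutation p = 0.708), so the difference may come from shorter lncRNAs that have too few reads. For DESeq2's calls the lengths among tested lncRNAs were 1450 and 1218 nt (permutation p = 0.0138), and among those matched on mean CPM 1450 and 1617 nt (permutation p = 0.179).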
